# Early postnatal serotonin modulation prevents adult-stage deficits in *Arid1b*-deficient mice through synaptic transcriptional reprogramming

**DOI:** 10.1038/s41467-022-32748-5

**Published:** 2022-08-27

**Authors:** Hyosang Kim, Doyoun Kim, Yisul Cho, Kyungdeok Kim, Junyeop Daniel Roh, Yangsik Kim, Esther Yang, Seong Soon Kim, Sunjoo Ahn, Hyun Kim, Hyojin Kang, Yongchul Bae, Eunjoon Kim

**Keywords:** Cellular neuroscience, Autism spectrum disorders

## Abstract

Autism spectrum disorder is characterized by early postnatal symptoms, although little is known about the mechanistic deviations that produce them and whether correcting them has long-lasting preventive effects on adult-stage deficits. ARID1B, a chromatin remodeler implicated in neurodevelopmental disorders, including autism spectrum disorder, exhibits strong embryonic- and early postnatal-stage expression. We report here that *Arid1b*-happloinsufficient (*Arid1b*^+/–^) mice display autistic-like behaviors at juvenile and adult stages accompanied by persistent decreases in excitatory synaptic density and transmission. Chronic treatment of *Arid1b*^+/–^ mice with fluoxetine, a selective serotonin-reuptake inhibitor, during the first three postnatal weeks prevents synaptic and behavioral deficits in adults. Mechanistically, these rescues accompany transcriptomic changes, including upregulation of FMRP targets and normalization of HDAC4/MEF2A-related transcriptional regulation of the synaptic proteins, SynGAP1 and Arc. These results suggest that chronic modulation of serotonergic receptors during critical early postnatal periods prevents synaptic and behavioral deficits in adult *Arid1b*^+/–^ mice through transcriptional reprogramming.

## Abstract (web summary)

ARID1B is a chromatin remodeler associated with autism spectrum disorders. Here the authors demonstrate that early postnatal serotonin modulation prevents adult stage deficits in Arid1b-deficient mice through synaptic transcriptional reprogramming.

## Introduction

Neurodevelopmental disorders, including autism spectrum disorders (ASD) and intellectual disability (ID), are characterized by early postnatal manifestation of symptoms. Core symptoms of ASD include social deficits and repetitive behaviors, which accompanies various comorbidities, including intellectual disability, hyperactivity, anxiety, epilepsy, and sensory abnormalities. Previous human genetic studies have identified a large number of ASD-risk genetic variations with diverse neural functions^1–5^, although major challenges still remain in areas, including correlating symptomatic heterogeneity with genetic variations^6^ and deepening our understanding of ASD pathophysiology for the development of efficient treatments^2,7,8^.

Many ASD-risk genes encode proteins that regulate early brain development such as chromatin remodelers and transcriptional factors^1–5^, that are strongly expressed at embryonic and early postnatal stages. This suggests that ASD-related mechanistic deviations likely occur at early developmental stages. Importantly, these early postnatal stages coincide with a critical period of brain development during which the brain is flexible and accessible to external/epigenetic modulation^9,10^. Therefore, these ASD-related mechanistic deviations could be identified early and corrected to minimize secondary deviations that gradually precipitate stronger adult-stage deficits^11^.

ARID1B (AT-rich interaction domain 1B; also known as BAF250B) is a member of the SWI/SNF family of chromatin remodelers. Haploinsufficiency of *ARID1B*, involving various genetic variations such as missense/frame-shift/nonsense point mutations and protein-truncating intragenic deletions, has been frequently associated with ASD, ID, and Coffin-Siris Syndrome, a genetic disorder accompanying arrays of developmental and cognitive delays^12–22^. Previous studies on *Arid1b*-deficient mice reported developmental and behavioral deficits relevant to ARID1B-related diseases and the mechanisms that likely underlie the defective phenotypes in mice, including suppressed inhibitory synaptic transmission and insulin-like growth factor signaling^23–26^. However, because mutations in the same gene can induce distinct pathological mechanisms depending on the nature of the mutation, genetic background of the animal species used (i.e., mouse strain), model system employed (mouse vs. human neurons), and developmental stage examined (i.e., early vs. late postnatal), our search for the mechanisms underlying phenotypes of *Arid1b*-deficient mice may be at an early stage.

In the present study, we found persistently decreased excitatory, but not inhibitory, synaptic deficits in mice with heterozygous deletion of the *Arid1b* gene (exon 5; *Arid1b*^+/–^ mice), which display social and repetitive behavioral deficits. Early postnatal, chronic fluoxetine treatment of *Arid1b*^+/–^ mice prevented the appearance of excitatory synaptic and behavioral deficits in adult *Arid1b*^+/–^ mice through mechanisms that include upregulation of FMRP (fragile X mental retardation protein) targets and normalization of HDAC4/MEF2A-related transcriptional regulation of the synaptic proteins, SynGAP1 and Arc. These results suggest that serotonergic receptor modulation during a critical early postnatal period prevents adult-stage deficits through transcriptomic reprogramming.

## Results

### Autistic-like social and repetitive behavioral deficits in *Arid1b*^+/–^ mice

To explore the mechanisms underlying ARID1B-related neurodevelopmental and psychiatric disorders, we generated *Arid1b*-haploinsufficient mice carrying a protein-truncating mutation at the start of exon 5 encoding the atrophin-1 domain of the protein and analyzed the resulting *Arid1b*^+/–^ mice using transcriptomic, electrophysiological, and behavioral approaches (Fig. 1a–c; Supplementary Fig. 1a–c). These mice were born in largely normal Mendelian ratios, but showed moderately decreased body weights from postnatal day 9 (P9) compared with wild-type (WT) littermates (Supplementary Fig. 1d; Supplementary Table 1). The gross morphology of the brain was largely normal, as determined by the assessment of sub-brain areas and cortical thicknesses (total and superficial/deep layers) (Supplementary Fig. 2), although there were moderate increases in the areas of lateral (but not third) ventricles and moderate decreases in corpus callosal areas and apical (not basal) dendritic complexity in hippocampal neurons, measured at P42 using *Arid1b*^+/–^; Thy1-EGFP mice (Supplementary Fig. 3).

**Fig. 1:**
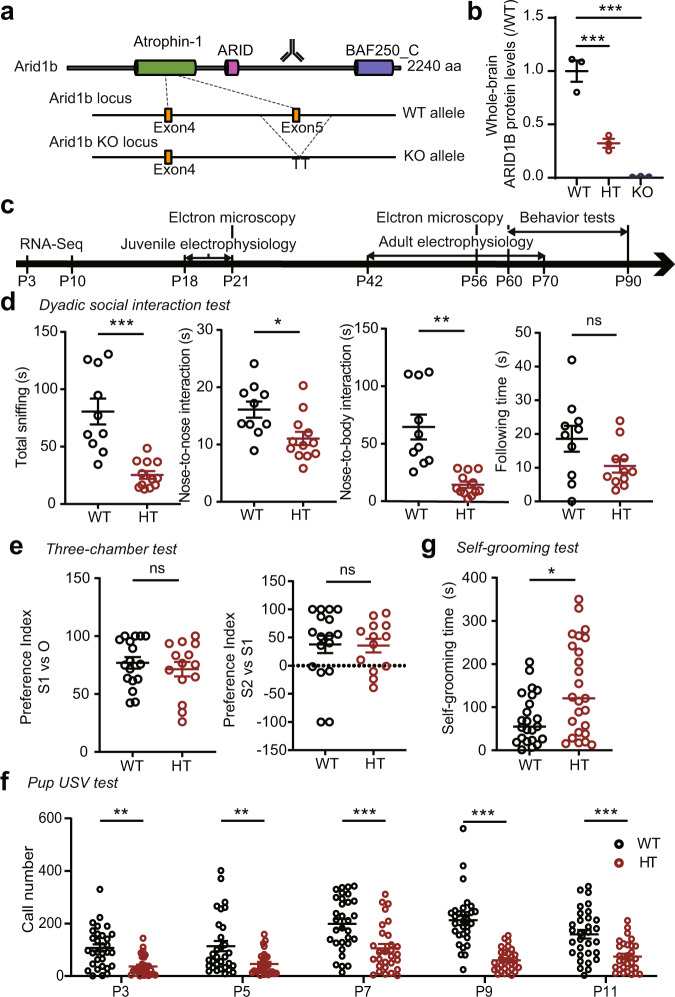
Autistic-like social and repetitive behavioral deficits in *Arid1b*^+/–^ mice. **a** Strategy for *Arid1b* knockout (KO) in mice. A protein-truncating mutation was introduced by inserting “TT” nucleotides at the starting region of exon 5, which encodes part of the atrophin-1 domain. The antibody-targeting region is indicated. Atrophin-1, ARID, and BAF250_C indicate specific domains of the Arid1b protein. **b** Reduced levels of ARID1B protein in *Arid1b*^+/–^ (HT) and *Arid1b*^–/–^ (KO) mice, respectively, at P0. (*n* = 3 mice [WT, HT, and KO], ordinary one-way ANOVA with Dunnett’s test, [WT vs HT: *p* = 0.0005, WT vs KO: *p* < 0.0001]). **c** Postnatal stages at which RNA-Seq, electrophysiological, electron microscopic, and behavioral experiments were performed in analyses of *Arid1b*^+/–^ mice. **d** Decreased direct social interaction of *Arid1b*^+/–^ mice (2–3 months) in the dyadic social-interaction test, as shown by total time spent in social interaction (nose-to-nose sniffing, nose-to-body sniffing, and following). (*n* = 10 pairs of mice [WT], 12 [HT], two-tailed Student’s t-test [total sniffing: *p* < 0.0001, nose-to-nose: *p* = 0.0117, following: *p* = 0.0697], two-tailed Welch’s test [nose-to-body: *p* = 0.0012]). **e** Normal social approach and social novelty recognition in *Arid1b*^+/–^ mice (2–3 months) in the three-chamber social-interaction test, as shown by the preference index (time spent sniffing S1 [social target] – O [object] or S2 [novel social target] – S1 [familiar social target] divided by total time spent sniffing). (*n* = 17 [WT], 13 [HT], two-tailed Student’s t-test). **f** Decreased ultrasonic vocalization (USV) calls in *Arid1b*^+/–^ pups (P3–11) separated from their mothers, measured as the number of calls. (*n* = 14 mice [male-WT], 17 [male-HT/heterozygote], 17 [female-WT], and 12 [female-HT, two-way ANOVA with Sidak’s test [P3: *p* = 0.0040, P5: *p* = 0.0062, P7: *p* < 0.0001, P9: *p* < 0.0001, P11: *p* = 0.0003]). **g** Enhanced self-grooming in *Arid1b*^+/–^ mice (2–3 months) in a novel home cage without bedding. (*n* = 23 [WT], 25 [HT], two-tailed Mann–Whitney test, *p* = 0.0322). Graphical data are presented as means ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant). Source data are provided as a Source Data file.

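*Arid1b* (ENSMUSG00000069729) spans positions 4994332 to 5347656 on the plus strand of chromosome 17 in GRCm38. Exon 5 runs from 5242828 to 5243071 and is 244 bp long, with a GC content of 59.0%. It is coding in each of the 4 transcripts annotated as protein-coding, Arid1b-201, Arid1b-202, Arid1b-203 and Arid1b-207. The exon reads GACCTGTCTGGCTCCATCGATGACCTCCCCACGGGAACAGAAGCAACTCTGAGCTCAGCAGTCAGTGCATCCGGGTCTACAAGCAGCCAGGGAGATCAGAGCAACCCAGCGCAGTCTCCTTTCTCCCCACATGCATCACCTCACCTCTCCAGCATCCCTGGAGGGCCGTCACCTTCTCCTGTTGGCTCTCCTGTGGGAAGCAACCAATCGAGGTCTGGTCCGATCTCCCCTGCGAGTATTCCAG. The methods give the targeted interval as a deletion from 5242523 to 5243410 with an insertion of TT. Taken as GRCm38 positions, this interval is 888 bp long and contains the whole of exon 5. The length of the exon leaves a remainder of 1 when divided by 3, so a transcript that joins exon 4 to exon 6 changes its reading frame. Arid1b-202 encodes 2244 residues. Without exon 5 it keeps the first 621, followed by 20 residues in the new frame and a stop, for a product of 641 residues. The same reading gives products of 693 residues in place of 2243 for Arid1b-201, 693 in place of 2296 for Arid1b-207 and 171 in place of 1762 for Arid1b-203. These lengths were computed from the annotated transcripts alone, and no splice product was measured.

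**Figure D1:**
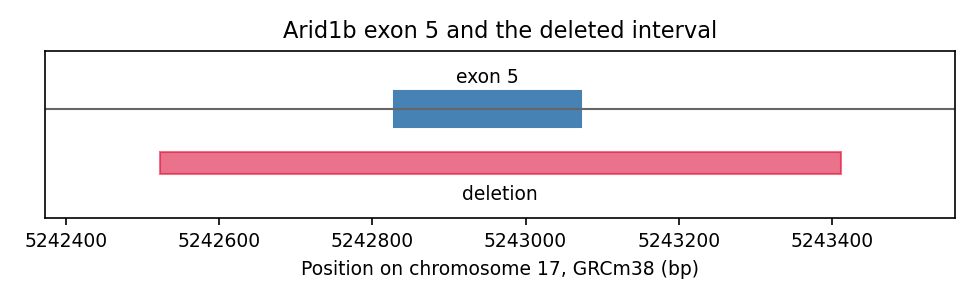
Positions (bp) of *Arid1b* exon 5 (blue) and of the deleted interval given in the methods (red) on chromosome 17 of GRCm38. The exon lies wholly inside the interval.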

In behavioral tests, *Arid1b*^+/–^ mice showed decreased direct social interaction in the dyadic social-interaction test but normal social approach and social novelty recognition in the three-chamber social-interaction test (Fig. 1d, e). As pups (P3–11), these mice also showed decreased ultrasonic vocalizations (USVs) when separated from their mothers (Fig. 1f), indicative of impaired social communication. Additionally, they displayed enhanced repetitive self-grooming (Fig. 1g) but normal levels of locomotor activity (open-field test), anxiety-like behavior (elevated plus-maze and light-dark tests), and recognition memory (novel object-recognition test) (Supplementary Fig. 4). Therefore, *Arid1b*^+/–^ mice show strong autistic-like social and repetitive behavioral deficits.

### Synapse- and ASD-related transcriptomic changes in the whole brain and mPFC of *Arid1b*^+/–^ mice

To explore molecular and cellular mechanisms underlying the behavioral deficits in *Arid1b*^+/–^ mice at pup and adult stages, we first characterized the transcriptomic changes at P10, a postnatal stage in which *Arid1b* expression decreases sharply (Supplementary Fig. 5a, b). In addition to the whole brain, we included the medial prefrontal cortex (mPFC), a brain region strongly implicated in ASD^27^. We also used whole-brain samples at P3, an earlier, postnatal time point. RNA-Seq analyses of these samples from *Arid1b*^+/–^ and WT mice (Supplementary Dataset 1) were performed using gene set enrichment analysis (GSEA), which uses the whole list of genes with altered transcriptional levels to minimize the bias that can result from analysis of a small fraction of differentially expressed genes (DEGs) above an artificial cutoff (*p*-values or fold change)^28^. 

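The P10 whole-brain libraries came from 5 *Arid1b*+/- (HT) mice and 5 WT mice, and the P3 and mPFC libraries were not analysed here. The authors mapped paired-end reads of poly-A RNA to the GRCm38 transcriptome with Salmon, with its GC bias correction, summed them to genes with tximport and deposited read counts normalized with DESeq2. The deposited values are not whole numbers, so the number of reads behind each one is unknown and no interval for counting error can be given. Their sum over all listed genes ran from 32054350 to 32402678 in HT libraries (median 32226420) and from 31578614 to 32445810 in WT libraries (median 32333948). Genes were compared on the log2(value + 1) scale with limma's linear model and intensity trend, in the 17896 genes whose mean over the 10 libraries was at least 10, with Benjamini-Hochberg adjustment. Gene sets were lists written by hand before the data were seen, not the Gene Ontology, SFARI or other sets of the paper. Each list was tested by preranked GSEA with the classic statistic and 1000 gene permutations, and by a score per mouse, the mean log2 value of its genes minus the mean of all other tested genes, with a two-sided exact permutation test over the mice. For replicates 1 to 5, *Arid1b* had 2162, 2334, 2246, 2248 and 2180 normalized counts in HT mice and 3271, 3281, 3292, 3309 and 3164 in WT mice. The means were 2234 ± 68.2 (SD, n = 5 mice) and 3263 ± 57.4 (SD, n = 5 mice). The log2 fold change was −0.55 (standard error 0.036, adjusted p = 1.52e-05, limma), and the groups did not overlap (exact permutation test, p = 0.00794, the smallest that 5 mice against 5 allow). With each mouse left out in turn, the log2 fold change stayed between −0.56 and −0.54.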

The numbers of DEGs with significant FDR values (<0.05) in the P3 whole-brain and P10 whole-brain/mPFC transcripts were small (Supplementary Fig. 6a–c), making it difficult to identify significant biological functions.

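In P10 whole brain, 4 of the 17896 tested genes had an adjusted p under 0.05 in limma's test. *Tmem181b-ps* and *Tmem181c-ps* were higher in *Arid1b*+/- mice, and *Arid1b* and *Hbb-bs* were lower. An unadjusted p under 0.05 was found for 2249 genes (12.6%). The 5 HT values lay wholly above or below the 5 WT values in 558 genes (3.12%), against 0.794% by chance. With the replicate number as a block the count was 7 genes, and with each mouse left out in turn it ran from 3 to 8. The paper's Supplementary Dataset 1 lists 130 DEGs for this comparison. Here, 2 of these 130 passed the adjusted threshold, all 130 changed in the direction the paper gives, and 98 had groups that did not overlap. Adjusted over the list alone, all 130 passed, although the list consists of the paper's own calls on these mice and its result shows no stability.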

A comparison of transcriptomes from the whole-brain of *Arid1b*^+/–^ and WT mice (expressed as the ratio of *Arid1b*^+/–^ to WT transcripts [Arid1b/WT]) at P10 showed positive enrichment—strong enrichment in the case of upregulated genes—for synapse-related gene sets and negative enrichment for mitochondria- and ribosome-related genes, as reflected in the top-five enriched gene sets in Cellular Component (CC) and Biological Process (BP) domains of the Gene Ontology (GO) database (Fig. 2a; Supplementary Dataset 2). 

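The synapse list (138 genes) had a normalized enrichment score (NES) of 2.68 in P10 whole-brain Arid1b/WT transcripts (FDR 0.0054). Its score per mouse was 3.72 ± 0.012 (SD, n = 5) in *Arid1b*+/- mice and 3.68 ± 0.030 (SD, n = 5) in WT mice, a difference of 0.042 on the log2 scale (exact permutation test, p = 0.0397, adjusted p = 0.0893 over 18 lists). All 5 HT mice lay above the WT mean. The list was sensitive to its membership, as Reactome's pathway of transmission across chemical synapses gave an NES of 1.32 (FDR 0.22). Cytosolic ribosomal proteins (82 genes) had an NES of −3.68 (FDR 0.0032, the lowest in this comparison). Their scores of 3.04 ± 0.061 in HT and 3.10 ± 0.054 in WT mice (SD, n = 5 each) differed by −0.059, about as much as mice of one genotype did (exact permutation test, p = 0.167). Subunits of oxidative phosphorylation (75 genes) had an NES of −4.44, also with the lowest FDR. The scores were 2.71 ± 0.069 in HT and 2.78 ± 0.037 in WT mice (SD, n = 5 each), a difference of −0.067 (exact permutation test, p = 0.0714, adjusted p = 0.143). Mitochondrial ribosomal proteins (78 genes) had an NES of −3.66 and scores of 0.777 ± 0.038 in HT and 0.842 ± 0.016 in WT mice (SD, n = 5 each). The difference of −0.065 was larger than either SD but did not pass after adjustment (exact permutation test, p = 0.0159, adjusted p = 0.0714). No HT mouse lay above the WT mean for either mitochondrial list. A list of nuclear-retained transcripts was also higher in HT mice (0.138, exact permutation test, p = 0.00794, adjusted p = 0.0476). RNA quality or the share of nuclear RNA may therefore contribute to the differences at P10.

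**Figure D2:**
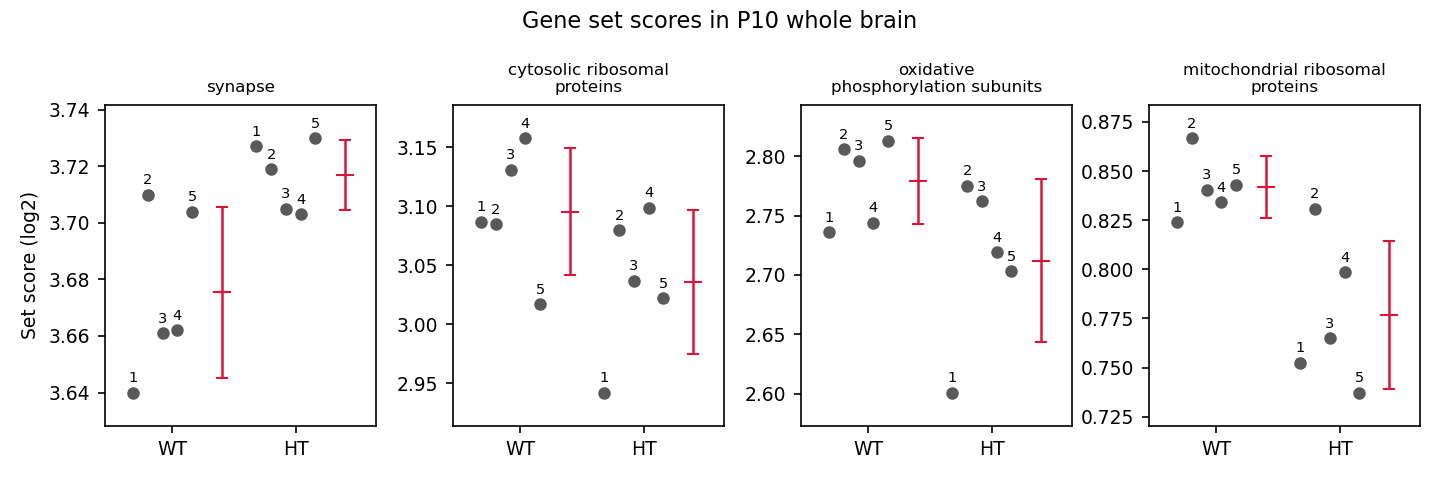
Score of each gene list (log2) in each P10 whole-brain library, numbered by replicate, with the mean and SD of the 5 mice per group at the right of the points (axes do not start at 0). For the synapse list the 5 HT mice lie between 3.70 and 3.73.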

Integration and visualization of the whole (not top-five) GSEA results using the Cytoscape EnrichmentMap App^29^ further highlighted these biological functions (Fig. 2a).

**Fig. 2:**
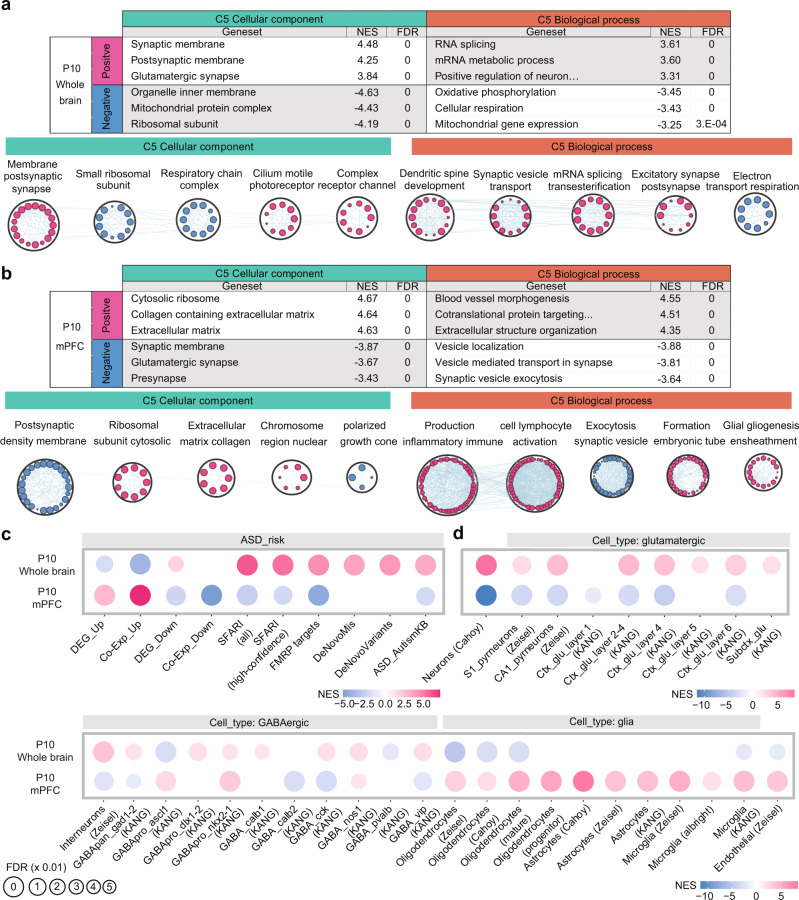
Synapse- and ASD-related transcriptomic changes in the whole brain and mPFC of *Arid1b*^+/–^ mice at P10. List of top-five gene sets (ranked by *p*-value) positively or negatively enriched among Arid1b/WT transcripts from the whole-brain (**a**) and mPFC (**b**) of P10 males, determined by GSEA. CC and BP, cellular component (CC) and biological process (BP) domains in the C5 gene-set database (top), and functional clustering of the enriched gene sets from the GSEA results using Cytoscape EnrichmentMap (bottom). Only the top-five clusters are shown to save space. NES normalized enrichment score; FDR false discovery rate. (*n* = 5 mice [WT and HT]). **c** GSEA of Arid1b/WT P10 whole-brain and mPFC transcripts for ASD-related/risk gene sets. (*n* = 5 mice [WT/HT]). **d** GSEA of Arid1b/WT P10 whole-brain and mPFC transcripts for cell-type-specific gene sets. (*n* = 5 mice [WT/HT]).

In the whole brain at P3, the comparison of *Arid1b*^+/–^ and WT transcripts indicated enrichment patterns that are similar to those observed in the whole brain at P10, including (1) positive enrichment for synapse- and ribosome/mitochondria-related gene sets, and (2) negative enrichment for chromatin-related gene sets, as shown in the top-five enriched gene sets and Cytoscape EnrichmentMap results (Supplementary Fig. 7a; Supplementary Dataset 2).

In the mPFC at P10, the comparison of *Arid1b*^+/–^ and WT transcripts indicated patterns that are distinct from those observed in the whole brain at P10, including (1) positive enrichment for ribosome- and extracellular matrix-related gene sets, (2) negative enrichment for synapse-related gene sets, and (3) positive enrichment for inflammation/immune-related gene sets (Fig. 2b; Supplementary Dataset 2).

When tested for ASD-related/risk gene sets, Arid1b/WT whole-brain transcripts at P10 were enriched towards a direction largely opposite that observed in ASD (hereafter termed “reverse-ASD”), showing (1) negative enrichment for ASD-related gene sets that are upregulated in ASD (DEG_Up and Co-Exp_Up)^30^, (2) positive enrichment for gene sets that are downregulated in ASD (DEG_Down)^30^, and (3) positive enrichment for ASD-risk gene sets that are thought to be downregulated in ASD through loss-of-function mutations such as SFARI (all or high-confidence), FMRP targets, DeNovoMis (protein-disrupting or missense rare de novo variants/RDNVs), DeNovoVariants (protein-disrupting rare de novo variants/RDNVs), and AutismKB^31–35^ (Fig. 2c).

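The FMRP target and ASD-risk lists used here were samples of genes known under these names (180 and 118 genes), and the paper's DEG_Up, DEG_Down, Co-Exp, SFARI, DeNovoMis, DeNovoVariants and AutismKB sets were not used. The FMRP target list had an NES of 3.13 in P10 whole-brain transcripts. Its score was 4.60 ± 0.0086 in *Arid1b*+/- mice and 4.57 ± 0.029 in WT mice (SD, n = 5 each), a difference of 0.033 (exact permutation test, p = 0.0238, adjusted p = 0.0714). The ASD-risk list had an NES of 3.79. Its score was 3.22 ± 0.036 in HT and 3.17 ± 0.029 in WT mice (SD, n = 5 each), a difference of 0.054 with the same exact and adjusted p. For both lists, the score of every HT mouse exceeded the WT mean.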

In addition, for cell-type–specific gene sets that are distinctly associated with ASD (decreased neuronal and oligodendrocytic gene expression and increased astrocytic/microglial gene expression)^31,36–40^, Arid1b/WT whole-brain transcripts were positively enriched for neuron (both glutamatergic and GABAergic)-related gene sets and negatively enriched for microglia-related gene sets—a strongly reverse-ASD pattern—although oligodendrocyte-related gene sets were negatively enriched, a pattern hereafter termed “ASD-like” (Fig. 2d).

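Lists of marker genes stood in for the paper's cell-type sets. Glutamatergic neuron markers (25 genes) had an NES of 2.55 in P10 whole brain, with a score of 3.05 ± 0.062 in *Arid1b*+/- and 2.98 ± 0.021 in WT mice (SD, n = 5 each). That difference of 0.065 gave an exact permutation p of 0.0238 (adjusted p = 0.0714). GABAergic neuron markers (27 genes) had an NES of 2.26. Their scores, 1.82 ± 0.062 in HT and 1.74 ± 0.036 in WT mice (SD, n = 5 each), differed by 0.079 (exact permutation test, p = 0.0317, adjusted p = 0.0816). Microglia markers (29 genes) were not enriched in either direction, with an NES of −0.614 (FDR 0.91) that turned to 0.784 after correction for GC content and transcript length. The microglia score was −0.372 ± 0.045 in HT and −0.376 ± 0.12 in WT mice (SD, n = 5 each; exact permutation test, p = 0.96). Markers of mature oligodendrocytes (38 genes) had an NES of −3.82. Their scores of 1.62 ± 0.28 in HT and 1.85 ± 0.28 in WT mice (SD, n = 5 each) overlapped (difference −0.23, exact permutation test, p = 0.254). From its enrichments for ASD-related and cell-type gene sets, the paper describes the whole brain at P10 as changed in a direction largely opposite to that in ASD.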

Arid1b/WT whole-brain transcripts at P3 indicated a reverse-ASD pattern that are largely similar to those observed in P10 Arid1b/WT whole-brain transcripts, including (1) negative enrichment for gene sets that are upregulated in ASD (Co-Exp_Up), (2) positive enrichment for gene sets that are downregulated in ASD (DEG_Down and Co-Exp_Down), (3) positive enrichment for the FMRP target gene set, and (4) negative enrichment for microglia-related gene sets, although neuron (glutamate and GABA)-related genes were both positively and negatively enriched (Supplementary Fig. 7b, c).

In contrast with these results, Arid1b/WT mPFC transcripts displayed strong ASD-like patterns, showing (1) positive enrichment for gene sets that are upregulated in ASD (DEG_Up and Co-Exp_Up), (2) negative enrichment for gene sets that are downregulated in ASD (DEG_Down and Co-Exp_Down), (3) negative enrichment for ASD-risk gene sets such as SFARI (all or high-confidence), FMRP targets, and AutismKB, (4) negative enrichment for neuron (glutamatergic)-related gene sets, and (5) positive enrichment for astrocyte/microglia-related gene sets (Fig. 2c, d).

These results collectively suggest that Arid1b/WT whole-brain transcripts at P10 and P3 show similar enrichment patterns with respect to biological functions and ASD-related/risk gene expressions (reverse-ASD), whereas Arid1b/WT mPFC transcripts at P10 show largely opposite transcriptomic patterns.

### Persistently decreased excitatory synaptic density and transmission in prefrontal *Arid1b*^+/–^ neurons

Changes in synapse-related genes among mPFC Arid1b/WT transcripts suggest that synapse development and function may be altered in *Arid1b*^+/–^ mice. To test this, we measured excitatory and inhibitory synaptic transmission in the medial prefrontal cortex (mPFC).

Layer 2/3 pyramidal neurons in the prelimbic region of the mPFC in juvenile (~P21) *Arid1b*^+/–^ mice showed markedly decreased frequency (~50%), but not amplitude, of miniature excitatory postsynaptic currents (mEPSCs) (Fig. 3a). In contrast, miniature inhibitory postsynaptic currents (mIPSCs) were not changed (Fig. 3b). Electron microscopic analysis indicated a decrease (~30%) in the density, but not morphology (length, thickness, and perforation), of the postsynaptic density (PSD), representing excitatory postsynaptic structures (Fig. 3c–g). These results suggest that the decrease in mEPSC frequency mainly involves decreased excitatory synapse density, in line with the decreased synapse-related gene expression in the mPFC at ~P10.

**Fig. 3:**
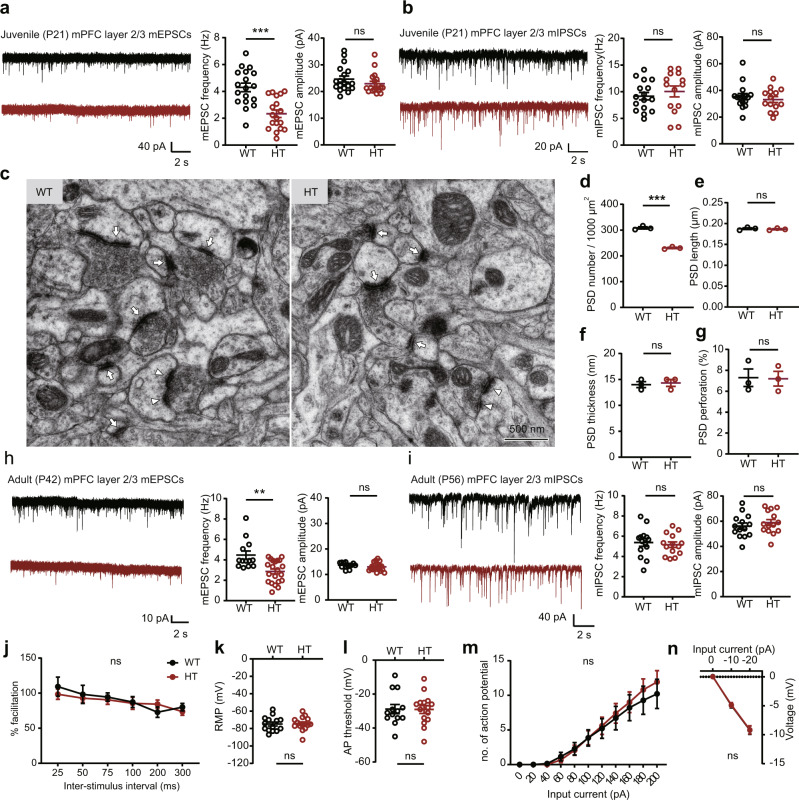
Persistently decreased excitatory synaptic density and transmission in prefrontal *Arid1b*^+/–^ neurons. **a** Decreased frequency, but not amplitude, of miniature excitatory postsynaptic currents (mEPSCs) in layer 2/3 pyramidal neurons in the prelimbic region of the medial prefrontal cortex (mPFC) of juvenile (P19–21) *Arid1b*^+/–^ mice. (*n* = 18 neurons from 3 mice [WT] and 18, 3 [HT], two-tailed Student’s t-test [frequency], two-tailed Mann–Whitney test [amplitude] [frequency: *p* < 0.0001, amplitude: *p* = 0.1916]). **b** Normal mIPSC (miniature inhibitory postsynaptic current) frequency and amplitude in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of juvenile (P19–21) *Arid1b*^+/–^ mice. (*n* = 16, 3 [WT] and 14, 3 [HT], two-tailed Student’s t-test). **c**–**g** Decreased density but normal morphology of postsynaptic densities (PSDs), representing excitatory synaptic structures, in the prelimbic layer 2/3 region of the mPFC of juvenile (P21) *Arid1b*^+/–^ mice, as shown by PSD density, length, thickness, and perforation (a measure of excitatory synaptic maturation). (*n* = 3 mice [WT], 3 [HT], two-tailed Student’s t-test [density, length, perforation], two-tailed Mann–Whitney test [thickness], [density: *p* < 0.0001, length: *p* = 0.6213, thickness: *p* = 0.8137, perforation: *p* = 0.9337]). **h** Decreased frequency, but not amplitude, of mEPSCs in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult (P42) *Arid1b*^+/–^ mice. (*n* = 13, 3 [WT], 21, 4 [HT], two-tailed Mann–Whitney test, [frequency: *p* = 0.0053, amplitude: *p* = 0.2308]). **i** Normal mIPSCs in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult (P56) *Arid1b*^+/–^ mPFC mice. (*n* = 14, 3 [WT], 14, 3 [HT], two-tailed Student’s t-test). **j** Normal paired-pulse facilitation in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult (P56) *Arid1b*^+/–^ mice. (*n* = 8, 3 [WT], 6, 3 [HT], two-way ANOVA). **k**–**n** Normal excitability in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult (P56–70) *Arid1b*^+/–^ mice, as shown by resting membrane potential (RMP), action potential (AP) threshold, current-firing curve, and input resistance (IR). (*n* = 14, 5 [WT-RMP], 15, 5 [HT-RMP], 13, 5 [WT-AP threshold], 15, 5 [HT-AP threshold], 14, 5 [WT-current-firing], 15, 5 [HT-current-firing], 14, 5 [WT-IR], 15, 5 [HT-IR], two-way ANOVA [Firing rate, IR], two-tailed Student’s t-test [AP threshold, RMP]). Graphical data are presented as means ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant). Source data are provided as a Source Data file.

These changes in mEPSCs persisted into adulthood, where the frequency (but not amplitude) of mEPSC was decreased in layer 2/3 pyramidal neurons (~P42), while mIPSCs were unaltered (~P56) (Fig. 3h, i). Paired-pulse facilitation was normal at these synapses (Fig. 3j), suggesting normal presynaptic release. Intrinsic excitability was also normal, as shown by current-firing curve, action potential threshold, input resistance, and resting membrane potential (Fig. 3k–n). Layer 5 pyramidal neurons from *Arid1b*^+/–^ mice showed no alterations in mEPSCs or mIPSCs (Supplementary Fig. 8a, b) indicative of cortical layer-specific changes. Similarly, layer 6 *Arid1b*^+/–^ pyramidal neurons showed unaltered mEPSCs (Supplementary Fig. 8c). In the mutant anterior cingulate cortex (ACC), layer 2/3 or layer 5 pyramidal neurons did not show alterations in mEPSCs (Supplementary Fig. 8d, e).

To further investigate the lack of changes in mIPSCs in layer 2/3 pyramidal neurons in the mutant mPFC, we measured spontaneous inhibitory postsynaptic currents (sIPSCs), which represent inhibitory synaptic transmissions under neuronal network activity, but could not detect a genotype difference between WT and *Arid1b*^+/–^ mice (~P56) (Supplementary Fig. 8f). In addition, electron microscopic anlyses indicated a normal density of inhibitory synapses in the mPFC (layer 2/3) of *Arid1b*^+/–^ mice (~P56) (Supplementary Fig. 8g).

Given that persistent excitatory synaptic deficits were observed in both juvenile and adult prefrontal pyramidal neurons, we tested these excitatory neurons for the expression of *Arid1b* mRNA using fluorescence in situ hybridization (FISH). *Arid1b* mRNA was detected in both glutamatergic and GABAergic neurons in cortical areas, including the retrosplenial cortex, at P7, P14, and P56 (Supplementary Fig. 9). However, there was no change in the number of parvalbumin-positive GABA neurons (Supplementary Fig. 8h), a major GABA neuron subtype in the cortex^41^.

These results collectively suggest that a haploinsufficiency of *Arid1b* selectively and persistently decreases excitatory, but not inhibitory, synaptic density and transmission in the mPFC at both juvenile and adult stages.

### Early, chronic fluoxetine treatment prevents behavioral deficits in adult *Arid1b*^+/–^ mice

Increasing evidence from mouse models of ASD indicates that early mechanistic deviations lead to ASD-like phenotypes in adults, and that early correction of these deficits produces long-lasting effects^11^. We hypothesized that the decreased excitatory synaptic density and transmission that was first observed at juvenile stages in *Arid1b*^+/–^ mice may underlie the autistic-like behavioral deficits in adults. To test this hypothesis, we attempted an early-stage pharmacological rescue and assessed its long-lasting effects in *Arid1b*^+/–^ mice.

To this end, we employed chronic treatment with fluoxetine, which has been shown to enhance excitatory synaptic transmission in rodents^42,43^ and ameliorate ASD symptoms in humans^44^ and ASD-like phenotypes in some mouse models of ASD^45^. *Arid1b*^+/–^ mice were treated with fluoxetine chronically throughout pup and juvenile stages (P3–21) and their behaviors were tested at adult stages (P60–90) (Fig. 4a). Fluoxetine was delivered to *Arid1b*^+/–^ pups and juveniles at pre-weaning stages through mother’s milk, as previously described^45^.

**Fig. 4:**
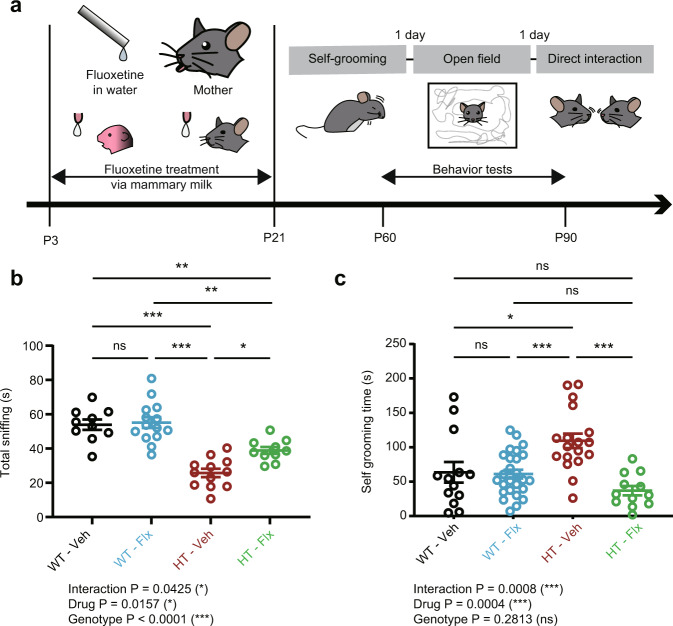
Early, chronic fluoxetine treatment prevents social and repetitive behavioral deficits in adult *Arid1b*^+/–^ mice. **a** Schematic diagram showing early, chronic fluoxetine treatment (P3–21) through mother’s milk and tests of its long-lasting effects on self-grooming, open-field activity, and direct social interaction in adulthood (P60–90). **b** Early, chronic fluoxetine prevents social defects in adult *Arid1b*^+/–^ mice, measured using the direct/dyadic social-interaction test (as shown by time spent sniffing the social target) without affecting social interactions in WT mice. (*n* = 10 mouse pairs [WT-Veh], 14 [WT-Flx], 12 [HT-Veh], 10 [HT-Flx], two-way ANOVA with Tukey’s test, [WT-Veh vs HT-Veh: *p* < 0.0001, WT-Veh vs WT-Flx: *p* = 0.9899, WT-Veh vs HT-Flx: *p* = 0.0058, HT-Veh vs WT-Flx: *p* < 0.0001, HT-Veh vs HT-Flx: *p* = 0.0132, WT-Flx vs HT-Flx: *p* = 0.0010]). **c** Early, chronic fluoxetine prevents excessive self-grooming in adult *Arid1b*^+/–^ mice (as shown by time spent self-grooming) without affecting grooming in WT mice. (*n* = 13 mice [WT-Veh], 26 [WT-Flx], 18 [HT-Veh], 12 [HT-Flx], two-way ANOVA with Tukey’s test, [WT-Veh vs HT-Veh: *p* = 0.0119, WT-Veh vs WT-Flx: *p* = 0.9974, WT-Veh vs HT-Flx: *p* = 0.3400, HT-Veh vs WT-Flx: *p* = 0.0010, HT-Veh vs HT-Flx: *p* < 0.0001, WT-Flx vs HT-Flx: *p* = 0.3099]). Graphical data are presented as means ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant). Source data are provided as a Source Data file.

Early fluoxetine treatment rescued social interaction in *Arid1b*^+/–^ mice, as measured by direct social-interaction scores, without affecting WT mice (Fig. 4b). This treatment also rescued self-grooming in adult *Arid1b*^+/–^ mice, again, without affecting WT mice (Fig. 4c). Early fluoxetine treatment had no effect on anxiety-like behavior in *Arid1b*^+/–^ or WT mice, although it moderately decreased body weight and locomotor activity (Supplementary Fig. 10). Fluoxetine treatment in adult *Arid1b*^+/–^ mice had no effect on social interaction or self-grooming, although it moderately decreased locomotor activity (Supplementary Fig. 11). These results suggest that early, chronic fluoxetine treatment exerts long-lasting preventive effects on social and self-grooming deficits in adult *Arid1b*^+/–^ mice.

### Early, chronic fluoxetine prevents excitatory synaptic deficits appearing in adult *Arid1b*^+/–^ mice

Next, to determine whether early fluoxetine-dependent behavioral rescue in adult *Arid1b*^+/–^ mice involves normalization of excitatory synaptic density and transmission, we performed electrophysiological and electron microscopic experiments.

We found that early, chronic fluoxetine treatment completely rescued the decreased frequency of mEPSCs in *Arid1b*^+/–^ mice compared with vehicle-treated *Arid1b*^+/–^ mice (Fig. 5a, b). Early fluoxetine treatment of WT mice did not affect mEPSCs. In addition, early fluoxetine treatment did not affect paired-pulse facilitation in *Arid1b*^+/–^ or WT mice (Fig. 5c), suggesting that the rescue of mEPSC frequency does not involve normalization of presynaptic release.

**Fig. 5:**
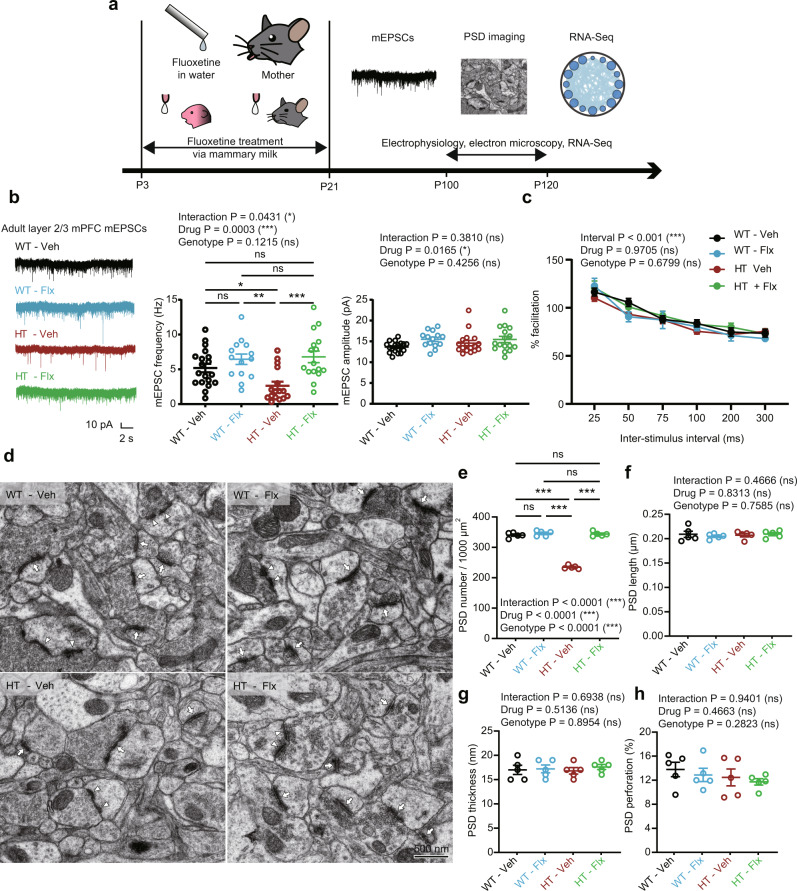
Early, chronic fluoxetine treatment prevents excitatory synaptic deficits appearing in adult *Arid1b*^+/–^ mice. **a** Schematic diagram showing early, chronic fluoxetine treatment (P3–21) through mother’s milk and prevention of excitatory synaptic deficits at P100, as determined by measuring mEPSCs. **b** Early, chronic fluoxetine prevents the decrease in mEPSC frequency in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult *Arid1b*^+/–^ mice without affecting mEPSC frequency in WT mice. (*n* = 19 neurons from 4 mice [WT-Veh], 14, 3 [WT-Flx], 16, 3 [HT-Veh], and 16, 3 [HT-Flx], two-way ANOVA with Tukey’s test, [frequency, WT-Veh vs HT-Veh: *p* = 0.0462, WT-Veh vs WT-Flx: *p* = 0.5802, WT-Veh vs HT-Flx: *p* = 0.3373, HT-Veh vs WT-Flx: *p* = 0.0025, HT-Veh vs HT-Flx: *p* = 0.0005, WT-Flx vs HT-Flx: *p* = 0.9866]). **c** Early, chronic fluoxetine does not affect paired-pulse facilitation in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult *Arid1b*^+/–^ mice. (*n* = 17 neurons from 3 mice [WT-Veh], 11, 3 [WT-Flx], 16, 3 [HT-Veh], and 12, 3 [HT-Flx], three-way ANOVA, [Interaction: *p* = 0.5047]). **d**–**h** Early, chronic fluoxetine prevents the decrease in excitatory synapse density in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult *Arid1b*^+/–^ mice without affecting excitatory synapse density in WT mice, as shown by electron microscopic analysis of PSD density and morphology. (*n* = 5 mice [WT-Veh], 5 [WT-Flx], 5 [HT-Veh], and 5 [HT-Flx], two-way ANOVA with Tukey’s test, [density, WT-Veh vs HT-Veh: *p* < 0.0001, WT-Veh vs WT-Flx: *p* = 0.6609, WT-Veh vs HT-Flx: *p* = 0.8977, HT-Veh vs WT-Flx: *p* < 0.0001, HT-Veh vs HT-Flx: *p* < 0.0001, WT-Flx vs HT-Flx: *p* = 0.9661]). Graphical data are presented as means ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant). Source data are provided as a Source Data file.

Importantly, electron microscopic analyses of excitatory synapse density in vehicle- or fluoxetine-treated WT and *Arid1b*^+/–^ mice indicated that early fluoxetine treatment rescued the density of the PSD in *Arid1b*^+/–^ mice without affecting PSD density in WT mice (Fig. 5d–h); it also had no effect on the morphology (length, thickness, and perforation) of the PSD in WT or *Arid1b*^+/–^ mice.

These results collectively suggest that early, chronic fluoxetine treatment completely rescues excitatory synapse density and function in *Arid1b*^+/–^ mice without affecting presynaptic release.

### Early fluoxetine prevents aberrant transcriptomic changes in adult *Arid1b*^+/–^ mice

We next tested if early, chronic fluoxetine treatment prevents aberrant transcriptomic changes in adult *Arid1b*^+/–^ mice. 

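Whole brains at P120 came from 20 mice in 4 groups of 5, WT-Veh, WT-Flx, HT-Veh and HT-Flx, where Veh and Flx stand for vehicle and fluoxetine and HT for *Arid1b*+/-. Pups received fluoxetine from P3 to P21 through the milk of their dams, whose drinking water held fluoxetine at 0.1 mg/ml and saccharin at 0.2%. Dams of vehicle pups had saccharin alone. The drug was thus given by dam, while the tests here take single mice as independent. The labels do not give the litter of a mouse, so an effect of litter cannot be told apart from one of fluoxetine. The mPFC libraries were not analysed here. Sequencing, unit and tests were as for the P10 whole brain. The deposited values summed to between 37083545 and 41522113 in HT-Flx (median 39412335), 33200684 and 41801037 in HT-Veh (median 35259756), 32484635 and 33588499 in WT-Flx (median 33124450), and 33424948 and 35542279 in WT-Veh (median 34928951). The figure legends give 5 mice per group, while Supplementary Dataset 3 lists replicates 1, 3, 4 and 5 of HT-Veh and of WT-Veh for the comparison of these groups. Those 8 libraries were used first for that comparison, and all 10 as an alternative. Normalized counts of *Arid1b* in replicates 1 to 5 were 2342, 3361, 1973, 2480 and 2227 in HT-Veh and 3171, 2320, 3036, 3224 and 3229 in WT-Veh. They were 2164, 2554, 2171, 2616 and 2356 in HT-Flx and 3392, 3305, 3166, 2961 and 2963 in WT-Flx. The library labelled HT-Veh replicate 2 thus lay among the WT values and the library labelled WT-Veh replicate 2 among the HT values, while the other 18 libraries were nearer their own genotype. Both libraries were kept under their labels in every comparison that includes them. In the 4 and 4 libraries that Supplementary Dataset 3 lists, the means were 2256 ± 215 in HT-Veh and 3165 ± 90 in WT-Veh (SD, n = 4 each). The log2 fold change was −0.49 (standard error 0.13, adjusted p = 1, limma; exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). With all 5 and 5 it was −0.29 (standard error 0.15; exact permutation test, p = 0.151).

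**Figure D3:**
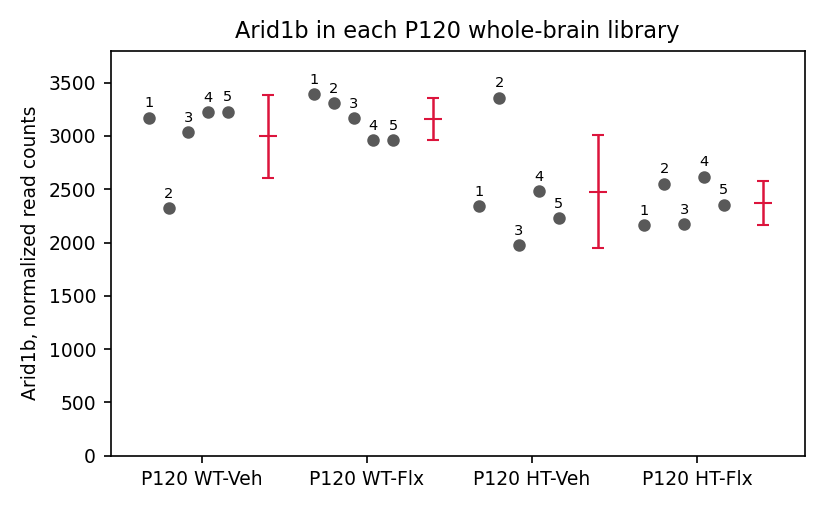
Normalized read counts of *Arid1b* in each of the 20 P120 whole-brain libraries by labelled group, numbered by replicate, with the mean and SD of 5 per group at the right of the points. Replicate 2 lies apart from the other 4 in both vehicle groups, at 3361 in HT-Veh and 2320 in WT-Veh.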

To this end, we performed RNA-Seq analyses of whole-brain and mPFC samples from vehicle- or fluoxetine-treated (P3–21) WT and *Arid1b*^+/–^ mice at P120 (Supplementary Dataset 3).

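In the 4 HT-Veh and 4 WT-Veh whole-brain libraries that the paper lists, cytosolic ribosomal proteins had an NES of 5.72 (FDR 0.0061, the lowest in this comparison). Their score was 3.41 ± 0.46 in HT-Veh and 3.22 ± 0.13 in WT-Veh mice (SD, n = 4 each), so the difference of 0.19 was smaller than the SD of the HT-Veh mice (exact permutation test, p = 0.486, adjusted p = 0.673). Subunits of oxidative phosphorylation had an NES of 5.06, with scores of 3.19 ± 0.36 and 3.02 ± 0.17 (SD, n = 4 each; difference 0.17, exact permutation test, p = 0.371). Mitochondrial ribosomal proteins had an NES of 3.97, with scores of 0.974 ± 0.23 and 0.841 ± 0.11 (SD, n = 4 each; difference 0.13, exact permutation test, p = 0.314). For each of these lists, 2 of the 4 HT-Veh mice lay above the WT-Veh mean. Without one HT-Veh or WT-Veh library at a time, the NES of cytosolic ribosomal proteins ran from −1.23 to 7.03. It ran from 2.67 to 6.12 for oxidative phosphorylation and from 2.84 to 4.27 for mitochondrial ribosomal proteins, past the threshold in each fit. With all 5 and 5 libraries under their labels, the NES was 6.35 for cytosolic ribosomal proteins, 5.90 for oxidative phosphorylation and 4.30 for mitochondrial ribosomal proteins (FDR 0.0052 each). The score differences were then 0.18, 0.17 and 0.12 (exact permutation tests, p = 0.413, 0.333 and 0.294). The library labelled HT-Veh replicate 2 scored 3.22 for cytosolic ribosomal proteins and the library labelled WT-Veh replicate 2 scored 3.07, both against their label on *Arid1b*.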

Whole-brain transcripts from vehicle-treated *Arid1b*^+/–^ and WT mice at P120 (Veh-Arid1b/WT transcripts), representing the baseline genotype difference in adults, were positively enriched for ribosome/mitochondria-related gene sets, as further supported by EnrichmentMap visualization (Fig. 6a; Supplementary Dataset 4). This pattern contrasts with—in fact, is opposite to—the downregulation of ribosome/mitochondria-related genes observed in naïve *Arid1b*^+/–^ mice at P10 (Fig. 2a), suggestive of age-dependent, gradual—and opposite—changes in ribosome/mitochondria-related functions.

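The change between ages was tested directly on the scores per mouse, as the HT/WT difference at P120 minus that at P10, with genotype labels permuted within each age over all 17640 arrangements. The difference between ages was 0.25 for cytosolic ribosomal proteins (exact permutation test, p = 0.353), 0.24 for subunits of oxidative phosphorylation (p = 0.271 from the same exact test) and 0.20 for mitochondrial ribosomal proteins (p = 0.155 from the same exact test). The adjusted p was 0.578 for each of the 3 lists.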

**Fig. 6:**
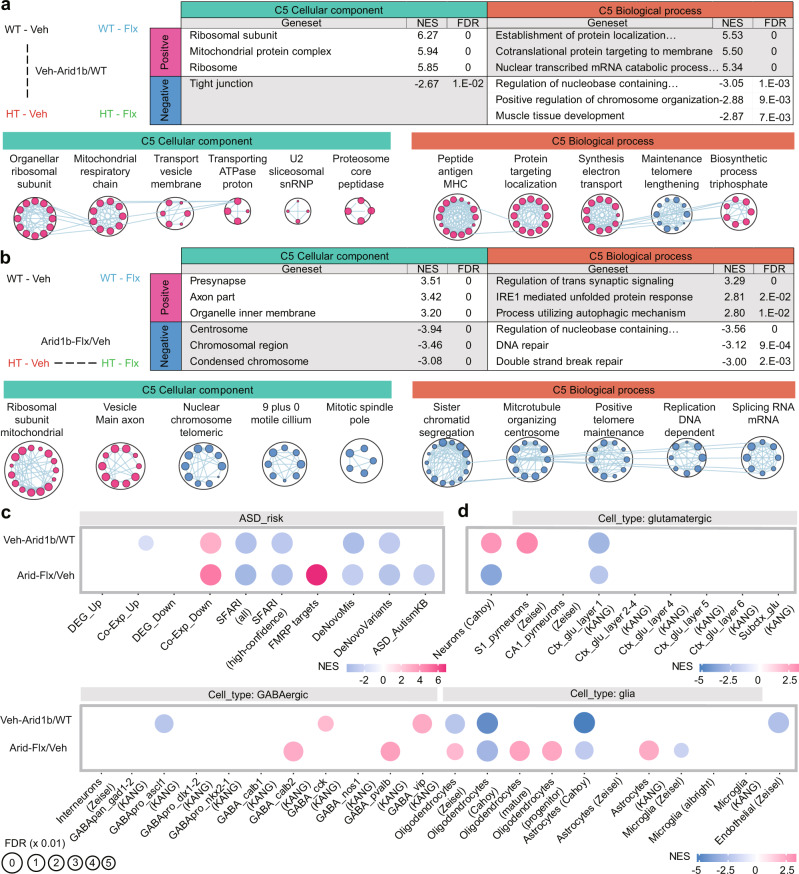
Early, chronic fluoxetine treatment prevents aberrant transcriptomic changes in the whole brain of adult *Arid1b*^+/–^ mice. **a** Baseline differences in whole-brain Arid1b/WT transcripts associated with biological functions in early vehicle-treated (P3–21) mice, measured in whole-brain lysates at P120 (Veh-HT/WT transcripts), as shown by the top-three enriched gene-set lists from GSEA using C5-CC and C5-BP gene sets and EnrichmentMap integration and visualization of enriched gene sets. NES normalized enrichment score; FDR false discovery rate. (*n* = 5 mice [WT-Veh], 5 [HT-Veh], 5 [WT-Mem], 5 [HT-Mem]). **b** Transcriptomic changes associated with biological functions induced by early, chronic fluoxetine treatment (P3–21) in the whole brain of adult *Arid1b*^+/–^ mice, measured at P120 (Arid1b-Flx/Veh transcripts), as shown by the top-three enriched gene-set lists and EnrichmentMap integration/visualization. (*n* = 5 mice [WT-Veh], 5 [HT-Veh], 5 [WT-Mem], 5 [HT-Mem]). **c**, **d** ASD-related and cell-type–specific whole-brain transcriptomic changes in early vehicle-treated *Arid1b*^+/–^ and WT mice (Veh-Arid1b/WT transcripts) and early fluoxetine/vehicle-treated *Arid1b*^+/–^ mice (Arid1b-Flx/Veh transcripts), as shown by enrichment patterns for ASD-related/risk gene sets and cell-type-specific gene sets. (*n* = 5 mice [WT-Veh], 5 [HT-Veh], 5 [WT-Mem], 5 [HT-Mem]).

In addition, Veh-Arid/WT whole-brain transcripts at P120 displayed both ASD-like and reverse-ASD enrichment patterns. 

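For the ASD-risk list, the NES was −1.93 (FDR 0.014) in the 4 HT-Veh and 4 WT-Veh libraries that the paper lists. The scores of 2.93 ± 0.11 in HT-Veh and 2.98 ± 0.039 in WT-Veh mice (SD, n = 4 each) overlapped (difference −0.044, exact permutation test, p = 0.457). With all 5 and 5 libraries, the NES was −2.33 (FDR 0.0089) and the score difference −0.047 (exact permutation test, p = 0.349), and with each of the 8 libraries left out in turn the NES ran from −2.40 to −1.19. Markers of mature oligodendrocytes had an NES of −1.53 (FDR 0.10) in the 4 and 4 libraries and of 2.37 (FDR 0.0052) in the 5 and 5, a change of direction. The scores of these markers were 2.80 ± 0.20 in HT-Veh and 2.80 ± 0.23 in WT-Veh mice (SD, n = 4 each; exact permutation test, p = 0.943). With 5 and 5, the score difference was 0.081 (exact permutation test, p = 0.516). The library labelled HT-Veh replicate 2 scored 2.95 and the library labelled WT-Veh replicate 2 scored 2.57 on the oligodendrocyte markers, and both lay nearer the other genotype on *Arid1b*.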

ASD-like changes were exemplified by negative enrichment for SFARI (all and high-confidence), DeNovoMiss, and DeNovoVariant (not FMRP target) gene sets, and also negative enrichment for oligodendrocytes (Fig. 6c, d). Reverse-ASD patterns were characterized by negative enrichment for the DEG_Up (but not Co-Exp_Up) gene set and positive enrichment for the Co-Exp_Down (but not DEG_Down) gene set. These mixed patterns at P120 differ from the strong reverse-ASD pattern observed at P10 (Fig. 2c, d), suggestive of an age-dependent progressive change from a strong reverse-ASD to a mixed ASD-like and reverse-ASD pattern.

In the mPFC, strong differences between P10 and P120 transcriptomes were also observed (Supplementary Fig. 12; Supplementary Dataset 4). For instance, Veh-Arid/WT mPFC transcripts displayed positive enrichment for synapse-related gene sets and negative enrichment for mitochondria/ribosome-related gene sets as well as reverse-ASD patterns such as positive enrichments for ASD-risk and excitatory neuron-related gene sets (Supplementary Fig. 12a, c). These patterns are largely opposite those observed in the P10 Arid/WT mPFC transcripts, further suggesting age-dependent progressive changes.

A comparison of whole-brain transcripts from fluoxetine- or vehicle-treated *Arid1b*^+/–^ mice (Arid1b-Flx/Veh transcripts) indicated positive enrichment for synapse- and ribosome/mitochondria-related gene sets, as further supported by EnrichmentMap (Fig. 6b). In addition, Arid1b-Flx/Veh transcripts were negatively enriched for chromatin-related gene sets (Fig. 6b).

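In the 5 HT-Flx and 5 HT-Veh whole-brain libraries, the library labelled HT-Veh replicate 2 included, the synapse list had an NES of 2.25 (FDR 0.0053, the lowest in this comparison). Its score was 3.60 ± 0.12 in HT-Flx and 3.59 ± 0.038 in HT-Veh mice (SD, n = 5 each), a difference of 0.011 (exact permutation test, p = 0.873). The NES of this list was −0.971 after each library was corrected for GC content and transcript length, and between −1.89 and 2.81 with each library left out in turn. Cytosolic ribosomal proteins had an NES of 3.18, with scores of 3.54 ± 0.26 in HT-Flx and 3.34 ± 0.40 in HT-Veh mice (SD, n = 5 each; difference 0.20, exact permutation test, p = 0.365). Subunits of oxidative phosphorylation had an NES of 3.27, with scores of 3.32 ± 0.21 and 3.13 ± 0.31 (SD, n = 5 each; difference 0.19, exact permutation test, p = 0.302). Mitochondrial ribosomal proteins had an NES of 2.45, with scores of 1.06 ± 0.19 and 0.918 ± 0.20 (SD, n = 5 each; difference 0.14, exact permutation test, p = 0.286). Deviations of the libraries from their group means had a mean correlation of 0.179 over the 5 same-numbered pairs. Such deviations cancel within a group, so the −0.044 over the 20 other pairs follows from that value and is no separate comparison. The correlation was not tested against other pairings, and the labels do not say what mice of one number share. The tests were repeated with the replicate number as a block. The replicate block gave an NES of 2.36 for the synapse list, 3.15 for cytosolic ribosomal proteins, 3.18 for oxidative phosphorylation and 2.49 for mitochondrial ribosomal proteins (FDR 0.0046 each). The paired exact permutation p of the scores was 0.75, 0.25, 0.125 and 0.125 in the same order, where 0.0625 is the smallest that 5 pairs allow.

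**Figure D4:**
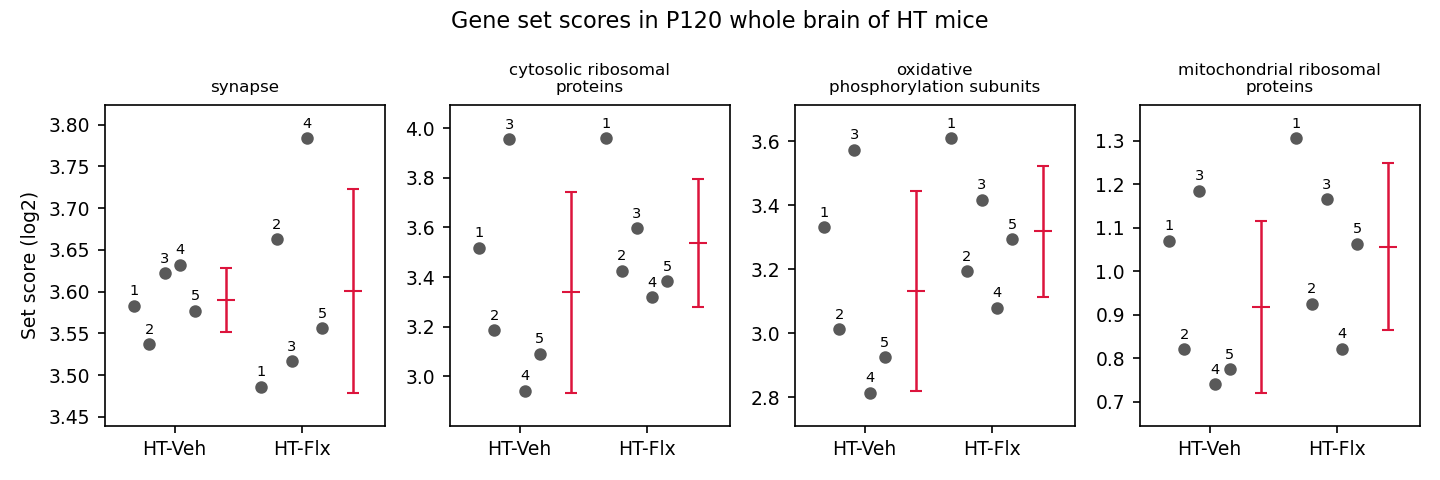
Score of each gene list (log2) in each HT-Veh and HT-Flx whole-brain library at P120, numbered by replicate, with the mean and SD of the 5 per group at the right of the points (axes do not start at 0). The 2 groups overlap for all 4 lists.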

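The list of chromatin regulators (122 genes) had an NES of −1.48 (FDR 0.12) in Arid1b-Flx/Veh whole-brain transcripts. Scores were 2.31 ± 0.096 in HT-Flx and 2.36 ± 0.10 in HT-Veh mice (SD, n = 5 each; difference −0.048, exact permutation test, p = 0.476). The correlation of 0.179 between same-numbered libraries was not tested against other pairings. With the replicate number as a block, the NES of this list was −1.94 (FDR 0.018) and the paired exact permutation p 0.25. Reactome's pathway of chromatin modifying enzymes had an NES of 1.13 (FDR 0.41), in the opposite direction. A list of genes of chromosome maintenance and the centrosome (145 genes) had an NES of −3.23. The scores of −0.644 ± 0.091 in HT-Flx and −0.438 ± 0.15 in HT-Veh mice (SD, n = 5 each) differed by −0.21 (exact permutation test, p = 0.0317, adjusted p = 0.286), and all 5 HT-Flx mice lay below the HT-Veh mean. With the replicate block the NES was −3.52 and the paired exact permutation p 0.0625. Reactome's DNA repair pathway in its place had an NES of −1.03 (FDR 0.43).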

For ASD-related and cell-type-specific gene sets, Arid1b-Flx/Veh whole-brain transcripts displayed two features that markedly differed from the ASD-related pattern observed in Veh-Arid1b/WT transcripts and which favor reverse-ASD directions, namely positive enrichment for FMRP targets and oligodendrocytes (Fig. 6c, d).

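The FMRP target list had an NES of 2.96 in Arid1b-Flx/Veh whole-brain transcripts, with scores of 4.71 ± 0.098 in HT-Flx and 4.63 ± 0.056 in HT-Veh mice (SD, n = 5 each). The score difference of 0.083 was no larger than the SD in HT-Flx mice (exact permutation test, p = 0.175, adjusted p = 0.612). After correction for GC content and transcript length, the NES of the list was −1.21 (FDR 0.29) and the score difference −0.023. The median GC content of the list was 52.6%, and the log2 fold change between HT-Flx and HT-Veh rose with GC content across 17666 genes (Spearman's rho 0.728; genes are not independent replicates). Markers of mature oligodendrocytes had an NES of 2.47, with scores of 3.00 ± 0.052 in HT-Flx and 2.80 ± 0.18 in HT-Veh mice (SD, n = 5 each). That difference of 0.20 was larger than the SD in either group (exact permutation test, p = 0.0159, adjusted p = 0.286), and all 5 HT-Flx mice lay above the HT-Veh mean. Corrected for GC content and length, it was 0.11. Same-numbered libraries of these groups had a mean correlation of 0.179, and with the replicate block the NES was 2.64 for the FMRP target list (paired exact permutation p = 0.25) and 2.42 for the oligodendrocyte markers (paired exact permutation p = 0.125). The ASD-risk list had an NES of −1.99 (FDR 0.016), with scores of 2.83 ± 0.15 in HT-Flx and 2.91 ± 0.10 in HT-Veh mice (SD, n = 5 each; difference −0.075, exact permutation test, p = 0.405). With the block its NES was −2.38, and its score was lower in HT-Flx in 5 of 5 same-numbered pairs (paired exact permutation p = 0.0625, the smallest that 5 pairs allow). Without one library at a time the NES ran from −2.38 to −1.06.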

In the mPFC, Arid1b-Flx/Veh transcripts displayed negative enrichment for ribosome/mitochondria-related gene sets (Supplementary Fig. 12b), which differs from the positive enrichments for these gene sets in whole-brain Arid1b-Flx/Veh transcripts (Fig. 6b). However, Arid1b-Flx/Veh mPFC transcripts displayed features of reverse-ASD patterns such as positive enrichment for FMRP target gene sets (Supplementary Fig. 12c), similar to that observed in whole-brain Arid1b-Flx/Veh whole-brain transcripts (Fig. 6c). In addition, mPFC Arid1b-Flx/Veh transcripts were negatively enriched for astrocyte- and microglia-related gene sets (Supplementary Fig. 12d), dissimilar to the positive enrichments for oligodendrocyte-related gene sets in whole-brain Arid1b-Flx/Veh transcripts (Fig. 6d).

These results collectively suggest that early, chronic fluoxetine treatment induces, in the whole-brain, upregulation of synapse/ribosome/mitochondria-related genes and downregulation of chromatin-related genes, and promotes a reverse-ASD pattern through transcriptomic upregulation of FMRP target- and oligodendrocyte-related genes. In addition, early chronic fluoxetine treatment induces, in the mPFC, downregulation of ribosome/mitochondria-related genes and promotes a reverse-ASD pattern through upregulation of FMRP target genes and downregulation of astrocyte/microglia-related genes.

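In whole brain, 4 of the 5 HT-Flx mice scored above the HT-Veh mean for cytosolic ribosomal proteins, for subunits of oxidative phosphorylation, for mitochondrial ribosomal proteins and for the FMRP target list. For the synapse list 2 of the 5 did, and for the chromatin regulators 3 of the 5. With each of the 10 libraries left out in turn, the NES of the chromatin regulators ran from −2.21 to 1.43. It stayed past the threshold for cytosolic ribosomal proteins (2.19 to 4.67), oxidative phosphorylation (2.39 to 4.43) and mitochondrial ribosomal proteins (1.85 to 2.92). The same held for FMRP targets (2.33 to 3.17), oligodendrocyte markers (2.13 to 2.76) and chromosome maintenance (−3.49 to −3.1). The FMRP targets still turned to −1.21 with the correction for GC content and transcript length. From the gene sets enriched in fluoxetine-treated over vehicle-treated *Arid1b*+/- mice (Fig. 6b–d), the paper proposes that early, chronic fluoxetine raises synapse-, ribosome- and mitochondria-related transcripts, lowers chromatin-related ones, and shifts FMRP targets and oligodendrocyte genes in a direction opposite to ASD.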

### Early, chronic fluoxetine treatment normalizes HDAC4- and MEF2A-dependent transcription in *Arid1b*^+/–^ mice

To better understand how early fluoxetine treatment restores excitatory synaptic density and transmission in adult *Arid1b*^+/–^ mice, we sought to identify molecular and cellular mechanisms by performing unbiased RNA-Seq. One notable change shared in the whole-brain and mPFC transcriptome of adult *Arid1b*^+/–^ mice treated early with fluoxetine was strong positive enrichment of the FMRP target gene set (Fig. 6c; Supplementary Fig. 12).

This enrichment was most strongly attributable to the *Hdac4* gene encoding histone deacetylate 4 protein (HDAC4) (Fig. 7a), which acts as a co-repressor of the ASD-related transcription factor MEF2A^46^ which in turn upregulates the negative synaptic regulators SynGAP1 and Arc^47–49^ to suppress excitatory synaptic and cognitive function^50–57^. This suggests the possibility that HDAC4 level/activity is decreased in *Arid1b*^+/–^ mice, leading to insufficient repression of MEF2A and thus excessive SynGAP/Arc expression and synaptic suppression, and that early fluoxetine treatment of *Arid1b*^+/–^ mice may reverse these changes (Fig. 7b).

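*Hdac4* (ENSMUSG00000026313) lies on chromosome 1 of GRCm38 from 91928779 to 92195699. In whole brain it had 3639 ± 300 normalized counts in HT-Flx and 2727 ± 277 in HT-Veh mice (SD, n = 5 each). The log2 fold change was 0.42 (standard error 0.12, adjusted p = 0.215 over all genes, limma), and every HT-Flx mouse exceeded every HT-Veh mouse (exact permutation test, p = 0.00794). Its rank metric, the sign of the fold change times −log10 of p, was 2.48 and the highest of the 10 genes that Fig. 7a names. *Hdac4*, *Grm4*, *Arhgef11*, *Sipa1l2*, *Zc3h4*, *Gbf1*, *Rph3a*, *Map1a*, *Abr* and *Clip3* were all higher in HT-Flx mice, with log2 fold changes of 0.35 to 0.56. Over all tested genes none of the 10 had an adjusted p under 0.05, while adjusted over these 10 alone all did (0.0118 to 0.0133, limma). The genes were chosen by the paper from these libraries, so the second count shows no stability. The fit with the replicate block is given as well, although the correlation of 0.179 between same-numbered libraries was not tested against other pairings. In that fit, 4 of the 10 passed over all genes and *Hdac4* had the lowest adjusted p of them (0.0407, limma). After correction for GC content and transcript length, the log2 fold changes were 0.072 to 0.30, with 0.28 for *Hdac4*, and 6 of the 10 passed over the list alone.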

**Fig. 7:**
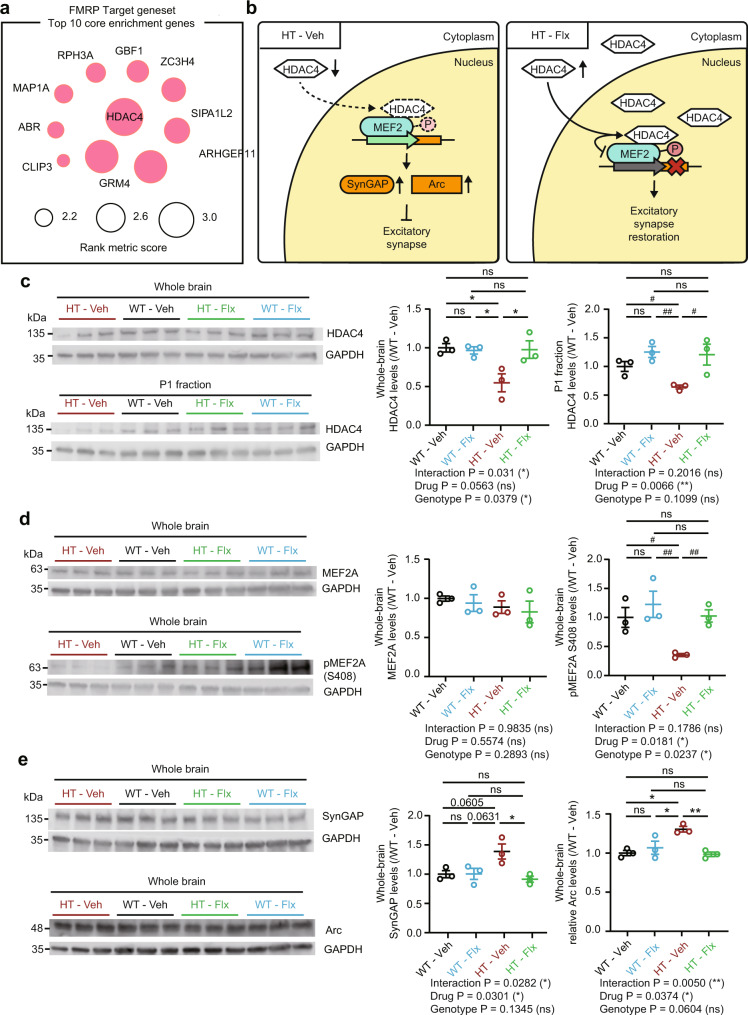
Early, chronic fluoxetine treatment normalizes HDAC4- and MEF2A-dependent transcription in adult *Arid1b*^+/–^ mice. **a** Genes that strongly contribute to positive enrichment of Arid1b-Flx/Veh transcripts in the FMRP target gene set (Fig. 6c). **b** The working hypothesis in the left panel suggests that a decrease in the total levels of HDAC4 in *Arid1b*^+/–^ mice may lead to decreases in the nuclear levels of HDAC4, insufficient repression of the transcription factor MEF2A (as shown by insufficient phosphorylation), and resulting excessive expression of SynGAP1/Arc (negative synaptic regulators) and suppression of excitatory synapses. The right panel suggests that these changes in *Arid1b*^+/–^ mice are reversed by early postnatal chronic fluoxetine treatment. **c** Total and nuclear (P1 fraction) levels of HDAC4 protein in adult (P120) WT and *Arid1b*^+/–^ mice treated early (P3–21) with vehicle or fluoxetine. (*n* = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA with Tukey’s test and two-tailed Student’s t-test; the positive drug effect in the ANOVA led us to attempt two-tailed Student’s t-tests for multiple comparisons (indicated by # signs), [Whole-brain, WT-Veh vs HT-Veh: *p* = 0.0285, WT-Veh vs WT-Flx: *p* = 0.9925, WT-Veh vs HT-Flx: *p* = 0.9978, HT-Veh vs WT-Flx: *p* = 0.0416, HT-Veh vs HT-Flx: *p* = 0.0366, WT-Flx vs HT-Flx: *p* = 0.9997], [P1 fraction, WT-Veh vs HT-Veh: *p* = 0.0173, WT-Veh vs WT-Flx: *p* = 0.1209, WT-Veh vs HT-Flx: *p* = 0.3610, HT-Veh vs WT-Flx: *p* = 0.0038, HT-Veh vs HT-Flx: *p* = 0.0375, WT-Flx vs HT-Flx: *p* = 0.8347]). **d** Total and S408-phosphorylated levels of MEF2A in adult (P120) WT and *Arid1b*^+/–^ mice treated early (P3–21) with vehicle or fluoxetine. (n = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA and two-tailed Student’s t-test, [pMEF2A, WT-Veh vs HT-Veh: *p* = 0.0199, WT-Veh vs WT-Flx: *p* = 0.8571, WT-Veh vs HT-Flx: *p* = 0.9018, HT-Veh vs WT-Flx: *p* = 0.0093, HT-Veh vs HT-Flx: *p* = 0.0035, WT-Flx vs HT-Flx: *p* = 0.7051]). **e** Total levels of SynGAP1 and Arc proteins in adult (P120) WT and *Arid1b*^+/–^ mice treated early with (P3–21) vehicle or fluoxetine. (*n* = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA with Tukey’s test, [SynGAP, WT-Veh vs HT-Veh: *p* = 0.0605, WT-Veh vs WT-Flx: *p* > 0.9999, WT-Veh vs HT-Flx: *p* = 0.9007, HT-Veh vs WT-Flx: *p* = 0.0631, HT-Veh vs HT-Flx: *p* = 0.0233, WT-Flx vs HT-Flx: *p* = 0.8893], [Arc, WT-Veh vs HT-Veh: *p* = 0.0118, WT-Veh vs WT-Flx: *p* = 0.7801, WT-Veh vs HT-Flx: *p* = 0.9961, HT-Veh vs WT-Flx: *p* = 0.0432, HT-Veh vs HT-Flx: *p* = 0.0089, WT-Flx vs HT-Flx: *p* = 0.6623]). Graphical data are presented as means ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant). Source data are provided as a Source Data file.

In support of this hypothesis, HDAC4 levels were decreased in the whole brain of *Arid1b*^+/–^ mice relative to WT mice, and were rescued by early fluoxetine treatment, which had no effect in WT mice (Fig. 7c). Similar, albeit less striking, results were obtained in nucleus-enriched fractions. The comparable changes in total and P1 levels (Fig. 7c) suggest that decreased amounts of HDAC4 protein suppress HDAC4 nuclear translocation.

In addition, although total MEF2A levels in *Arid1b*^+/–^ mice were unchanged, there was a moderate decrease in the levels of S408-phosphorylated MEF2A, representing nuclear-translocated protein, that was rescued by fluoxetine treatment (Fig. 7d). WT mice showed no such decrease or fluoxetine-dependent rescue. Moreover, levels of the MEF2A downstream targets, SynGAP1 and Arc, were concomitantly increased in the *Arid1b*^+/–^ mice and were rescued by early fluoxetine treatment (Fig. 7e).

In the mutant mPFC, decreased HDAC4 levels and its fluoxetine-dependent rescue were observed (Supplementary Fig. 13a), similar to the results from the whole brain (Fig. 7c). In addition, increased SynGAP1 levels and its fluoxetine-dependent rescue were observed (Supplementary Fig. 13b), similar to the results from the whole brain (Fig. 7e). No detectable differences were observed for Arc levels (Supplementary Fig. 13c), suggestive of brain region-specific changes. Total and phosphorylation levels of MEF2A could not be detected in the mPFC for small amounts of samples relative to those from the whole brain. Transcript levels for HDAC4, MEF2A, SynGAP1, and Arc in the whole brain and mPFC at ~P120 did not show significant changes in *Arid1b*^+/–^ mice, although the directions of the changes tended to be similar to those observed in the proteins, i.e., HDAC4 (Supplementary Fig. 13d).

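Whole-brain transcripts of *Hdac4*, *Mef2a* and *Arc* were compared in vehicle-treated mice first in the 4 HT-Veh and 4 WT-Veh libraries that the paper lists. *Hdac4* had 2657 ± 264 normalized counts in HT-Veh and 2712 ± 322 in WT-Veh mice (SD, n = 4 each), a log2 fold change of −0.026 (standard error 0.15; exact permutation test, p = 0.886). *Mef2a* (ENSMUSG00000030557) had 3813 ± 1270 and 3962 ± 848 (SD, n = 4 each), a log2 fold change of −0.090 (standard error 0.25; exact permutation test, p = 0.83). *Arc* (ENSMUSG00000022602) had 7051 ± 2780 and 7788 ± 1430 (SD, n = 4 each), a log2 fold change of −0.22 (standard error 0.27; exact permutation test, p = 0.571). The adjusted p of each was 1 (limma). With all 5 and 5 libraries, including the libraries labelled HT-Veh and WT-Veh replicate 2 that go against their labels on *Arid1b*, the log2 fold changes were 0.018, −0.16 and −0.29 in the same order. Between HT-Flx and HT-Veh mice, *Mef2a* had 2486 ± 686 against 3683 ± 1140 normalized counts (SD, n = 5 each), a log2 fold change of −0.56 (standard error 0.23, adjusted p = 0.215, limma; exact permutation test, p = 0.0952). Same-numbered libraries had a mean correlation of 0.179, which was not tested against other pairings. *Mef2a* was lower in HT-Flx in 5 of 5 such pairs, and with the replicate block it passed (standard error 0.11, adjusted p = 0.033, limma). Corrected for GC content and transcript length, without the block, its log2 fold change was −0.15. *Arc* had 8907 ± 2930 against 7128 ± 2410 (SD, n = 5 each), a log2 fold change of 0.32 (standard error 0.28; exact permutation test, p = 0.341) and did not pass with the block. After correction for GC content and transcript length, the log2 fold change of *Arc* was −0.031. In WT mice the log2 fold change between Flx and Veh was −0.19 for *Hdac4*, 0.29 for *Mef2a* and −0.55 for *Arc* (exact permutation tests, p = 0.159, 0.0476 and 0.0238; smallest adjusted p 0.0932, limma). Over the alternatives of processing tallied for single genes, these values ran from −0.192 to −0.117, 0.0634 to 0.303 and −0.548 to −0.279 in the same order.

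**Figure D5:**
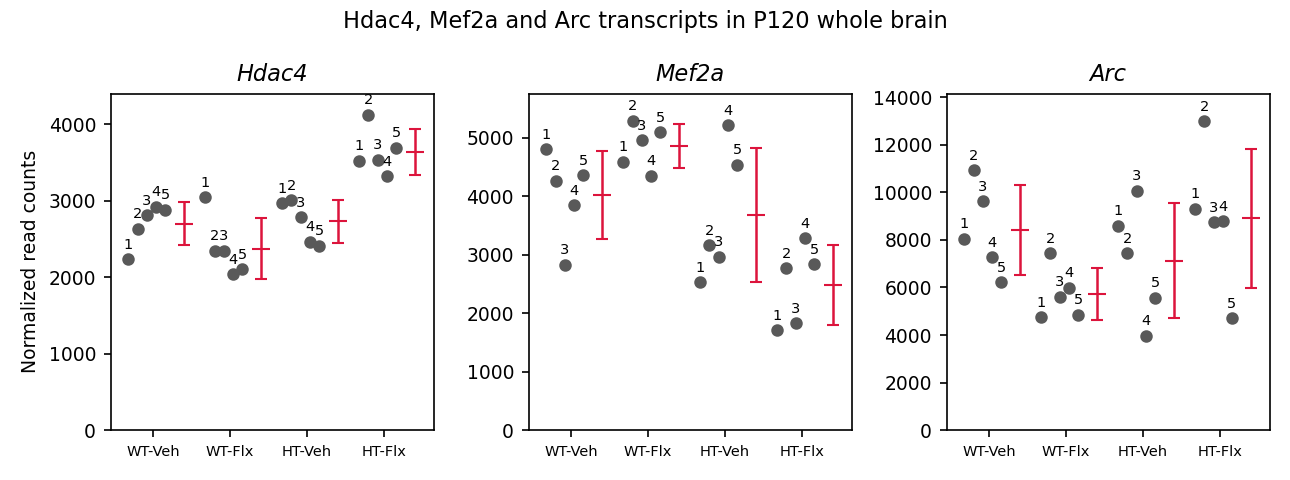
Normalized read counts of *Hdac4*, *Mef2a* and *Arc* in each P120 whole-brain library by labelled group, numbered by replicate, with the mean and SD of 5 per group at the right of the points. *Hdac4* lies between 3321 and 4121 in HT-Flx and between 2412 and 3008 in HT-Veh.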

In contrast to these alterations in HDAC4, MEF2A, SynGAP1, and Arc proteins, changes in phosphorylation of β-catenin at S552 or S675, which are known to promote β-catenin nuclear translocation and subsequent transcriptional changes^58,59^—and were previously reported to occur in another *Arid1b*-mutant mouse line^24^—were not observed in our naïve or fluoxetine-treated *Arid1b*^+/–^ mice (Supplementary Fig. 14).

These results collectively suggest that *Arid1b* haploinsufficiency leads to decreased total and nuclear levels of HDAC4, decreased activity of the HDAC4-MEF2A transcription repressor complex, and increased expression of SynGAP1/Arc, and further that early postnatal fluoxetine treatment reverses these changes.

### Brain 5-HT levels and serotonergic neuronal *Arid1b* expression minimally affect *Arid1b*^+/–^ phenotypes

Because fluoxetine inhibits serotonin (5-HT) reuptake, the long-lasting effects of early fluoxetine treatment in *Arid1b*^+/–^ mice may involve rescue of decreased brain levels of serotonin in these mice.

However, whole-brain 5-HT levels were not decreased in the brains of *Arid1b*^+/–^ mice and were not altered by early fluoxetine treatment (P3–10) in mutant or WT mice (Fig. 8a). In addition, forced-swim tests revealed no detectable depression-like behavior—a serotonin-related attribute—in naïve *Arid1b*^+/–^ mice (Fig. 8b).

**Fig. 8:**
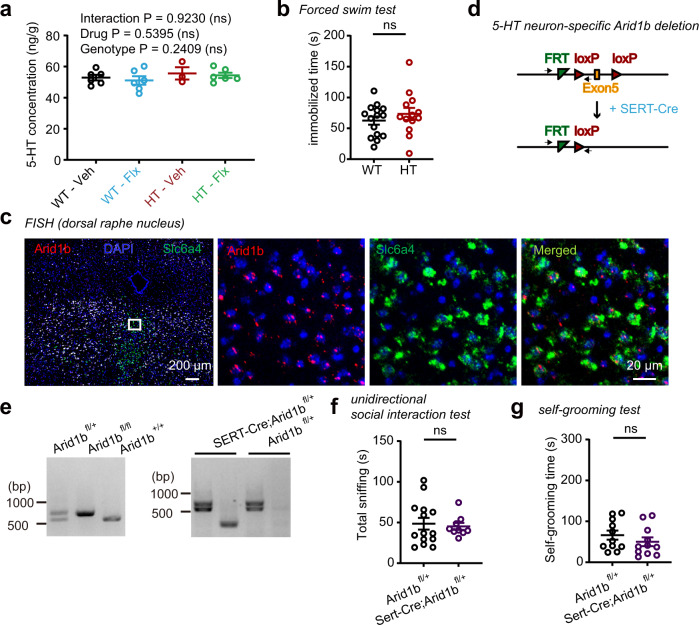
Brain 5-HT levels and serotonergic neuronal *Arid1b* expression minimally affect *Arid1b*^+/–^ phenotypes. **a** Comparable 5-HT concentrations in whole brains of vehicle- or fluoxetine-treated (P3–10) WT and *Arid1b*^+/–^ mice, determined at P10 by LC-MS/MS. (*n* = 6 mice [WT-Veh], 3 [HT-Veh], 6 [WT-Flx], 6 [HT-Flx], two-way ANOVA). **b** Comparable levels of depression-like behavior in adult (P80) WT and *Arid1b*^+/–^ mice, as indicated by immobile time in the forced-swim test. (*n* = 15 mice [WT], 13 [HT], two-tailed Student’s t-test, [*p* = 0.3632]). **c** Fluorescence in situ hybridization (FISH) showing expression of *Arid1b* in serotonergic neurons positive for *Slc6a4*, encoding the serotonin transporter SERT. Similar results were obtained from two independent experiments. **d** Schema for the generation of mice with conditional deletion of exon 5 of the *Arid1b* gene restricted to serotonergic neurons (*Sert-Cre; Arid1b*^*+/fl*^) by crossing *Arid1b*^*+/fl*^ and *Sert-Cre* mouse lines. **e** PCR genotyping of *Arid1b*^*+/fl*^, *Arid1b* ^*fl/fl*^, and *Sert-Cre;Arid1b*^*+/fl*^ mice. Similar results were obtained from three independent experiments. **f** Normal social interaction in adult (P80) male *Sert-Cre; Arid1b*^*+/fl*^ mice in the direct social-interaction test using a stranger mouse with a C3H genetic background, compared with control *Arid1b*^*+/fl*^ mice, as shown by time spent sniffing the stranger. (*n* = 14 mice [Arid1b^+/fl^], 9 [Sert-Cre; Arid1b^+/fl^], two-tailed Mann–Whitney test). **g** Normal self-grooming in adult (P80) male *Sert-Cre;Arid1b*^*+/fl*^ mice compared with *Arid1b*^*+/fl*^ control mice, as shown by total time spent self-grooming. (*n* = 11 [Arid1b^+/fl^], 11 [Sert-Cre;Arid1b^+/fl^], two-tailed Student’s t-test). Graphical data are presented as means ± SEM (*p < 0.05, **p < 0.01, ***p < 0.001, ns, not significant). Source data are provided as a Source Data file.

Because it is also possible that ARID1B expression in 5-HT–expressing neurons is important, we restricted *Arid1b* deletion to serotonergic neurons in the raphe nucleus, where *Arid1b* is expressed (Fig. 8c), by crossing an *Arid1b*^*+/flox*^ line, which we additionally generated in the present study, with a Sert-Cre line (*Sert-Cre; Arid1b*^*+/flox*^) (Fig. 8d, e). However, direct social interaction and self-grooming were unaltered in *Sert-Cre;Arid1b*^*+/flox*^ mice compared with control mice (*Arid1b*^*+/flox*^ mice without Cre recombination) (Fig. 8f, g).

These results collectively suggest that neither decreased brain 5-HT levels nor *Arid1b* deletion in serotonergic neurons contributes to the phenotypic deficits in *Arid1b*^+/–^ mice.

## Discussion

In this study, we demonstrated that early, chronic fluoxetine treatment of *Arid1b*^+/–^ mice prevents transcriptomic, synaptic, and behavioral deficits in adults, suggesting that early postnatal treatment is critical for long-lasting prevention of ARID1B-related phenotypes. In addition, we identified excitatory synaptic suppression as a pathophysiology associated with *Arid1b* deficiency in mice and suggested early postnatal, chronic serotonin receptor modulation as a strategy for correcting *Arid1b*-related phenotypes through synapse-related transcriptional reprogramming.

Increasing evidence underscores the importance of identifying early-stage mechanistic deviations in neurodevelopmental disorders, including ASD, and taking advantage of the flexible and modifiable nature of the nervous system to correct them during these critical early postnatal periods so as to attain long-lasting effects^9,10,60^. However, despite increasing support for this concept, efforts to identify key early mechanisms operating at molecular and synaptic levels and correct them for long-lasting effects have thus far fallen short. The present results identify decreased excitatory synaptic density and transmission that persists from juvenile to adult stages as a key ARID1B-associated pathophysiology. In addition, early, chronic fluoxetine treatment (P3–21) has long-lasting effects, preventing adult-stage synaptic and behavioral deficits through mechanisms including HDAC4/MEF2A-related transcriptional reprogramming.

The decreased excitatory synaptic density and transmission observed in our *Arid1b*^+/–^ mice contrasts with the decrease in inhibitory synaptic transmission previously reported in an *Arid1b*-deficient mouse line^24^. This discrepancy could be attributable to differences in the strategy for deleting the same exon 5 in the two different mouse lines (TT insertion to exon 5 in our study vs. exon 5 deletion in the previous study) or the distinct genetic backgrounds of mice (C57BL6/N vs. C57BL6/J), which are known to substantially alter synaptic and behavioral phenotypes through mechanisms involving the Cyfip2 protein^61^. Other possible explanations for the discrepancy include different conditions for electrophysiological measurements (e.g., holding potentials and/or internal/external solutions) or animal breeding/handling conditions. Although further details remain to be clarified, our results and previous reports suggest that, at minimum, an *Arid1b* haploinsufficiency leads to synaptic dysfunctions, despite their evident occurrence at distinct (excitatory and inhibitory) synapses. It should be noted, however, that the changes reported in both studies would similarly disrupt the balance between synaptic excitation and inhibition, a key mechanism underlying ASD^62–64^.

Early postnatal fluoxetine treatment prevents adult-stage synaptic deficits through mechanisms that include upregulation of FMRP targets and HDAC4/MEF2A-dependent transcriptional reprogramming. Specifically, early fluoxetine treatment increases the expression of FRMP target genes in both the whole brain and mPFC of *Arid1b*^+/–^ mice (Fig. 6c and Supplementary Fig. 12c). FMRP targets, together with risk genes for ASD and intellectual disability, are known to regulate synaptic functions^65–67^. In addition, early fluoxetine treatment increases the levels of the HDAC4 protein, a key FMRP target, in the whole brain and mPFC of *Arid1b*^+/–^ mice (Fig. 7c and Supplementary Fig. 13a). This promotes the nuclear localization of HDAC4 (Fig. 7c) and HDAC4-dependent inhibition of the MEF2A transcription factor (Fig. 7d), known to inhibit excitatory synapses^50–57,68^ by promoting the expression of SynGAP1 (inhibitor of Ras small GTPases) and Arc (promoter of metabotropic glutamate receptor/mGluR-mediated long-term depression)^47–49^. Indeed, SynGAP1 levels are decreased in early fluoxetine-treated whole brain and mPFC of *Arid1b*^+/–^ mice (Fig. 7e and Supplementary Fig. 13b). In line with this hypothesis, HDAC4/SynGAP1 and MEF2A are associated with ASD^32^ and schizophrenia^69^, respectively, and HDAC4 modulation shows promise in treating neurodegenerative disorders^70^. However, it should be noted that ARID1B-related pathologies may be associated with larger transcriptional changes surrounding HDAC4/MEF2A because HDAC4 acts on many other nuclear/cytoplasmic proteins (in addition to MEF2A)^70,71^, and MEF2A-dependent suppression of excitatory synapses involves multiple upstream regulators (in addition to NMDA receptors) and downstream targets (in addition to SynGAP1 and Arc)^52,72^.

Our results strongly suggest that early postnatal serotonin receptor modulation has beneficial effects in *Arid1b*^+/–^ mice. Serotonin regulates brain development and synaptic plasticity^73^, and its dysfunction has been implicated in various neurodevelopmental disorders, including ASD^73^, and identified in mouse models of ASD^45,74,75^. In addition, serotonin receptor modulation by fluoxetine treatment or using genetic approaches mitigates ASD-related mouse phenotypes^74,75^. However, with the exception of a single recent report^45^, to the best of our knowledge, these studies have mainly targeted adult mice rather than newborn/juvenile mice at critical developmental periods. This one exception, however, further differs from our study in that the major deviating mechanism under study was a decrease in brain serotonin levels and the focus was on correction of serotonin levels and phenotypic rescue. Our results from both *Arid1b*^+/–^ mice (global KO) and *Arid1b*-conditional-KO mice (serotonergic neurons) suggest that altered brain serotonin levels are not likely involved in rescuing the mouse phenotypes. Instead, early, chronic fluoxetine treatment of *Arid1b*-deficient mice may activate 5-HT receptors and downstream signaling pathways to modulate transcriptional reprograming involving HDAC4/MEF2A. In line with this, 5-HT receptor activation has been shown to regulate transcriptional programs through epigenetic mechanisms, including DNA methylation, histone modification, and microRNAs^73^. However, how early fluoxetine treatment elevates HDAC4 levels remains unclear, although chromatin-related gene expressions are strongly decreased in fluoxetine-treated *Arid1b*^+/–^ mice (Fig. 6b), suggesting that chromatin remodeling-related transcriptional changes may be involved.

Lastly, and more broadly, many previous studies on mouse models of ASD have reported excitatory synaptic dysfunctions, including decreased NMDA-, AMPA-, and mGluR-related functions, which frequently are rescued by acute pharmacological treatment at adult stages^2,27,67,76,77^. However, metabolic degradation of these drugs and the largely inflexible nature of the nervous system at adult stages would inevitably end in a waning effect of such treatments. Inducing synaptic transcriptional reprogramming through early, chronic postnatal fluoxetine treatment during critical periods may be a way to address these limitations and achieve long-lasting effects.

In summary, our results suggest that *Arid1b* haploinsufficiency leads to excitatory, but not inhibitory, synaptic deficits and ASD-like behavioral deficits that are responsive to early, chronic fluoxetine treatment, which has long-lasting preventive effects on ASD-related phenotypes in adults. Our results suggest early serotonin receptor modulation-dependent prevention of adult-stage ARID1B-related phenotypes through HDAC4/MEF2A-dependent transcriptional reprograming.

## Methods

### Animals

Experimental procedures using mice (Mus musculus) were approved by the Committee on Animal Research at KAIST (KA2016-33 and KA2020-51) and performed in compliance with all relevant ethical regulations. Mice were maintained according to the requirements of Animal Research at KAIST and fed ad libitum and housed under a 13:00-01:00 dark/light cycle.

*Arid1b*^+/–^ mice in which exon 5 of the *Arid1b* gene was targeted by CRISPR/Cas9 (C57BL/6N-Arid1b^em1Tcp^) were generated as a part of the NorCOMM2 project (TCPC317) funded by Genome Canada and the Ontario Genomics Institute (OGI-051) at the Toronto Center for Phenogenomics, and were obtained from the Canadian Mouse Mutant Repository. Targeting of *Arid1b* exon 5 employed Cas9 nickase (D10A) and single-guide RNAs with spacer sequences CTGCTTAGCAAGTTACCACT and GCCTGATACAGCACTTACAT, for targeting the 5′ side of exon OTTMUSE00000314956 (exon 5), and ACACTAAAGGGGTTGCTTTC and CTTGTAATCCCCCTGTAGTA, for targeting the 3′ side, resulting in deletion of Chr17 from 5242523 to 5243410 with insertion of “TT”. All mice used in the present study were generated by crossing male *Arid1b*^*+/−*^ mice with female WT C57BL/6N mice. Pups were weaned at P21, and 3–6 mice were grouped in each cage. Mice in the same genetic background were co-housed after weaning.

For conditional *Arid1b* knockout in serotonergic neurons, transgenic mice harboring a cassette containing the *Ardi1b* gene flanked by loxP and lacZ sites flanked by FRT sites were obtained from EUCOMM. This Arid1b^tm1a(EUCOMM)Hmgu^ mouse line was crossed with *Protamine-Flp* mice to remove the cassette and produce *Arid1b*^fl/+^ mice, which were then backcrossed with C57BL/6J mice to change the genetic background. *Sert-Cre; Arid1b*^*fl/+*^ mice were generated by crossing Sert-Cre female mice from Jackson Laboratory (B6.129(Cg)-*Slc6a4*^tm1(cre)Xz^/J) with *Arid1b*^fl/fl^ male mice. Thy1-EGFP mice were from Jackson laboratory (Tg(Thy1-EGFP)MJrs/J).

For PCR genotyping, the following primers were used. Arid1b HT, primer F1: CATTACAGTGTCCTCTCCCATCTTG, R1: GAAAGAGAAAGCGGGTGTTCATAC, R2: CGGTGTGTGACTGTGATCATAGATG; Arid1b^fl/+^, F: GTGTCCTCTCCCATCTTGCCTGCCTTCTCT, R: TCACAAATGGCTTGACGGTTCCCCTT; B6.129(Cg)-*Slc6a4*^tm1(cre)Xz^/J, F1: GAGCTCTCAGTCTTGTCTCCA, R1: GAGTGTGGCGCTTCATCC, R2: AGGCAAATTTTGGTGTACGG, F2: GTGTTGCCGCGCCATCTG, R2: CACCATTGCCCCTGTTTCACTATC; Tg(Thy1-EGFP)MJrs/J, F1: ACAGACACACACCCAGGACA, R1: CGGTGGTGCAGATGAACTT

### Drug administration

Fluoxetine hydrochloride was administrated as previously described^45^. Briefly, fluoxetine was indirectly delivered to pups through mammary milk by providing dams with fluoxetine hydrochloride (LKT Laboratories) at a concentration of 0.1 mg/ml in 0.2% saccharin-based drinking water. Dams in the vehicle group were fed 0.2% saccharin water without fluoxetine. Dams and pups were separated from sires in mating cages 3 days after birth for initiation of drug treatment. After 18 days (P21), mice were weaned and co-housed in cages containing 3–6 mice with the same genetic background. After weaning, mice were fed normal drinking water. Dams administered drugs were not returned to mating cages. We did not directly measure the levels of fluoxetine and its metabolites in the sera of newborn mice, but a previous study employing the same drug treatment strategy has demonstrated that fluoxetine can reach the blood of newborn mice via mother’s milk and reported detailed concentrations of serum fluoxetine and its metabolite during and after the treatment^45^. For adult-stage chronic treatment of fluoxetine, mice were treated with fluoxetine hydrochloride (LKT Laboratories) at a concentration of 0.1 mg/ml in 0.2% saccharin-containing drinking water for 18 days.

### Electrophysiology

Mice for electrophysiology were anesthetized using isoflurane (Terrell), and brain sections (300 μm, sagittal hippocampal slices and coronal mPFC slices) were prepared with using a vibratome (Leica VT1200) in ice-cold artificial sectional cerebrospinal fluid (sCSF) buffer containing (in mM) 212 Sucrose, 25 NaHCO_3_, 10 D-glucose, 5 KCl, 2 Na-pyruvate, 1.25 L-ascorbic acid, 1.25 NaH_2_PO_4_, 3.5 MgSO_4_, 0.5 CaCl_2_ bubbled with 95% O_2_ and 5% CO_2_ gas. After sectioning, slices were recovered in chambers with artificial cerebrospinal fluid (ACSF) held at 32 °C containing (in mM) 125 NaCl, 25 NaHCO_3_, 2.5 KCl, 1.25 NaH_2_PO_4_, 1.3 MgCl_2_, and 2.5 CaCl_2_ bubbled with 95% O_2_ and 5% CO_2_ gas for 30 min. Then, chamber was moved to room temperature and slices were recovered for 30 min while being bubbled with 95% O_2_ and 5% CO_2_ gas. Brain slices were moved to a recording chamber, perfused with circulating ACSF at 28 °C. For stimulations and recordings, borosilicate glass pipettes (Harvard Apparatus) were pulled using an electrode puller (Narishige).

For whole-cell recording, recording pipettes (2.5–3.5 MΩ) were filled with the folloiwng internal solutions; (1) EPSC experiments (in mM: 117 CsMeSO4, 10 TEA-Cl, 8 NaCl, 10 HEPES, 5 QX-314-Cl, 4 Mg-ATP, 0.3 Na-GTP, 10 EGTA with pH 7.3 and 285–300 mOsm), and (2) IPSC experiments (in mM: 115 CsCl_2_, 10 TEA-Cl, 8 NaCl, 10 HEPES, 5 QX-314-Cl, 4 Mg-ATP, 0.3 Na-GTP, 10 EGTA with pH 7.3 and 285-300 mOsm). The response was filtered at 2 kHz and digitized at 10 kHz (Multiclamp 700B, Molecular Devices, and Digidata 1550, Molecular Devices). pClamp (10.1, Molecular Devices) was used to acquire data file. The acquired data were analyzed using Clampfit 10 (Molecular Devices). Series resistance was monitored by measuring the peak amplitude of the capacitance currents in response to hyperpolarizing step pulses (5 mV, 40 ms). Miniature currents were measured while holding the voltage at −70 mV. For miniature current recordings, tetrodotoxin (10 μM, Abcam) were added to ACSF to inhibit action potential firing. Additionally, for mEPSCs measurements, picrotoxin (100 μM, Abcam) was added to prevent inhibitory currents. For mIPSCs measurements, NBQX (100 μM, Tocris) and D-AP5 (100 μM, Tocris) were additionally added to ACSF to block AMPA and NMDA receptor-mediated currents, respectively.

To measure paired-pulse facilitation in mPFC layer 2/3 pyramidal neurons, picrotoxin (100 μM) was added to ACSF to prevent inhibitory currents. Paired pulses with 25, 50, 75, 100, 200, and 300 ms intervals were given. To measure the excitability of mPFC layer 2/3 pyramidal neurons, recording pipettes (2.5–3.5 MΩ) were filled with an internal solution containing (in mM: 137 K-gluconate, 5 KCl, 10 HEPES, 4 Mg-ATP, 0.5 Na-GTP, 10 Na-phosphocreatine, 0.2 EGTA with pH 7.2 and 280 mOsm). To inhibit postsynaptic response, picrotoxin (100 μM), NBQX (100 μM), D-AP5 (100 μM) were added to ACSF. After cell rupturing, the restring membrane potential was measured by current clamping and, after stabilization, was adjusted to −65 mV. The current input was increased from 0 to 200 pA, with 20 pA increments per sweep.

### Electron microscopy

Mice were deeply anesthetized with a mixture of ketamine (120 mg/kg) and xylazine (10 mg/kg) and were intracardially perfused with 10 ml of heparinized normal saline, followed by 50 ml of a freshly prepared fixative of 2.5% glutaraldehyde and 1% paraformaldehyde in 0.1 M phosphate buffer (PB; pH 7.4). Whole brains were removed and post fixed in the same fixative for 2 h and stored in PB (0.1 M, pH 7.4) overnight at 4 C. Brain sections (70 μm) were cut transversely on a vibratome. The sections were osmicated with 1% osmium tetroxide (in 0.1 MPB) for 1 h, dehydrated in graded alcohols, flat embedded in Durcupan ACM (Fluka), and cured for 48 h at 60 °C. Brain pieces containing the layer 2/3 region of the medial prefrontal cortex were cut out of the wafers and glued onto the plastic block by cyanoacrylate. Ultrathin sections were cut and mounted on Formvar-coated single slot grids. Sections were then stained with uranyl acetate and lead citrate, and examined with an electron microscope (Hitachi H-7500; Hitachi) at 80 kV accelerating voltage. Thirty-two micrographs representing 873.9 μm^2^ neuropil regions in each mouse were photographed at a 30,000× and used for quantification. Quantification of the density, length, thickness, and perforation of the postsynaptic density were performed by an experimenter blind to the genotype and drug treatment.

### Postembedding immunogold staining for GABA

Sections were immunostained for GABA by the postembedding immunogold method, as previously described^78^ with some modifications. In brief, the grids were treated for 6 min in 1% periodic acid, to etch the resin, and for 8 min in 9% sodium periodate, to remove the osmium tetroxide, then washed in distilled water, transferred to Tris-buffered saline containing 0.1% Triton X-100 (TBST; pH 7.4) for 10 min, and incubated in 2% human serum albumin (HSA) in TBST for 10 min. The grids were then incubated with rabbit antiserum against GABA (1:150; AB5016; Chemicon) in TBST containing 2% HSA for 2 hrs at room temperature. To eliminate cross-reactivity, the diluted antiserum was preabsorbed overnight with glutaraldehyde (G)-conjugated glutamine (600 µM), as described previously^79^. After extensive rinsing in TBST, grids were incubated for 3 hrs in goat anti-rabbit IgG coupled to 15 nm gold particles (1:25 in TBST containing 0.05% polyethylene glycol; BioCell Co.). After a rinse in distilled water, the grids were counterstained with uranyl acetate and lead citrate, and examined with an electron microscope (Hitachi H-7500; Hitachi) at 80 kV accelerating voltage. To assess the immunoreactivity for GABA, gold particle density (number of gold particles per μm^2^) of each GABA+ terminal was compared with gold particle density of terminals which contain round vesicles and make asymmetric synaptic contact with dendritic spines (background density). Terminals were considered GABA-immunopositive (+) if the gold particle density over the vesicle-containing areas was at least five times higher than background density.

### Quantitative analysis of inhibitory synapses

For quantification of inhibitory synapse, thirty-two electron micrographs representing 873.9 μm^2^ neuropil regions in each mouse were taken at the magnification of 30,000. Number of GABA+ terminals from each three WT and *Arid1b*^+/–^ mice were quantified by using ImageJ software. The measurements were all performed by an experimenter blind to the genotype.

### Behavioral assays

All behavioral tests were performed during light-off periods, and mice were habituated to the experimental rooms for more than 30 min. All subject mice were males except for pup USV tests, where a mix of males and females was used; female mice were not used in behavioral experiments because of the lack of male-female differences in clinical cases ^17^. Unless specified otherwise, all data were analyzed using Ethovision XT 10.1 (Noldus) and were performed in a blinded manner. All behavioral tests, except for the dark condition in the open field test, were performed under a brightness of 100 lux.

### Repetitive self-grooming

For repetitive self-grooming test, subject mice were individually placed in new home cages without bedding. After 10 min habituation, time spent in self-grooming during 10 min was measured manually in a blind manner.

### Open-field test

Mice were individually placed in a custom-built box (33 × 33 × 22 cm). The subject mouse was allowed to freely explore the box for 1 h, and its activity was recorded. The brightness of the box was adjusted to 100 lux except for the 0 lux for the light-off open-field test. Distance traveled and time spent in the center region of the box were analyzed using Ethovision XT 10.1 (Noldus).

### Direct interaction test

Direct interaction was tested as described previously^80^. Mice underwent the open-field test in direct interaction box were tested. Two sex- and genotype-matched mice that never met each other were placed on the opposite edges of the custom-built box (33 × 33 × 22 cm) used for the open-field test. Time spent in nose-to-nose interaction, nose-to-body interaction, and following was measured. Sniffing on the nose or whisker of the partner mouse was counted as nose-to-nose interaction. Sniffing on the other body parts was nose-to-body interaction. Time spent in chasing after the partner mouse was counted as following. Following started within 3 s of partner mouse movement was measured. For conditional KO mice, a subject mouse was paced on the edge of the box with age-matched stranger male C3H strain mouse, followed by 10 min recordings and analysis. Social interaction initiated by the subject mice was counted.

### Three-chamber test

The three-chamber test was performed as previously described^81^. The white acrylic three-chambered apparatus (60 cm × 40 cm × 20 cm) including two small containers in the corner of the side chambers was used. Sex- and age- matched group housed (4–6 mice) mice (129S1/SvlmJ strain) were prepared to give a role as stranger. There were three different sessions with each of 10 min, habituation, stranger and object discrimination session (S1-O) and last old and new stranger discrimination session (S1-S2). During habituation session, subject mice was allowed to freely explore the chamber with empty containers. After habituation, stranger mice were located in left or right container of apparatus in random manner. Blue cylindrical object was located in the other container. During location, subject mice was located in center chamber of apparatus, and not allowed to move to, or watch other chambers. After that, subject mice could freely interact with stranger or blue cylindrical object. (S1-O). Finally, object was replaced with new stranger mouse with same way in S1-O, and subject mice could freely interact with familiar mouse (S1) and novel mice (S2). During all of these sessions, top side view of apparatus was video recorded, and sniffing time and chamber location time of objective mice in each sessions were analyzed using Ethovision XT 10.1 (Noldus).

### Pup ultrasonic vocalization

Pup ultrasonic vocalizations (USVs) were measured using an ultrasound microphone (Avisoft) placed above the testing arena. Each pup separated from its mother was located into a glass container. Pup USVs were recorded during 200 s. Avisoft SASlab Pro was used to generate spectrograms and analyze the data.

### Elevated plus-maze test

The elevated plus maze (EPM) apparatus with two closed arms (30 × 5 × 30 cm), two open arms (30 × 5 × 0.5 cm), and a neutral center zone linked with four different arms was located 50 cm above the ground. The light intensity of the center zone was set at 100 lux. Subject mice was located in the center zone, and allowed to freely explore the apparatus for 10 min. The center point of mouse body was used to determine the location of mouse in the apparatus. Time spent in and frequency of entry to open/closed arms were measured using Ethovision XT 10.1 (Noldus).

### Light-dark test

The light-dark apparatus contained two chambers (20 × 30 × 20 cm, 300 lux for light chamber, 20 × 13 × 20 cm, 0 lux for dark chamber) and a 5 cm wide entrance between the two chambers. Subject mice were located in the light chamber with their heads pointing toward the opposite wall from the dark chamber, and allowed to freely explore the whole apparatus for 10 min. Time spent in the light chamber was analyzed using Ethovision XT 10.1 (Noldus).

### Novel object recognition test

Novel object recognition memory test was done during three consecutive days. On day 1, mice were individually located in the center region of the white acryl circular chamber for 30 min habituation. On day 2, the subject mouse was allowed to explore two identical objects symmetrically localized in the chamber for 10 min. On day 3, one of the two objects was replaced by a novel object with different shape and texture in random manner, and the mouse was allowed to freely explore the two objects for 10 min. Sniffing time for novel object (N) and familiar object (F) was analyzed using Ethovision XT 10.1 (Noldus).

### Forced swim test

A glass beaker filled with 1500 ml of fresh water was used for the forced swim test. Subject mice were placed on the water, and their movement was recorded from a side camera for 6 min. Immobilization time, defined by floating or the absence of active limb or body movements, was measured by a blind manner.

### Brain lysates

Whole-brain and mPFC samples from *Arid1b*^+/–^ mice and WT littermates were homogenized in ice-cold brain homogenization buffer (0.32 M sucrose, 10 mM HEPES, pH7.4, 2 mM EDTA, 2 mM EGTA, protease inhibitors, phosphatase inhibitors). Then, the homogenized brains were centrifuged at 1200 × *g* for 10 min. The pellet was then resuspended in homogenization buffer and used as a nuclear (P1) fraction. The supernatant was additionally centrifuged at 12,000 × *g* for 10 min. The pellet was resuspended in homogenization buffer and used as a crude synaptosomal (P2) fraction.

### Immunoblot analysis

HRP-conjugated and fluorescent secondary antibody signals were captured by Odyssesy Fc Dual Mode Imaging System (Li-COR). Immunoblot signals were quantified using Image Studio Lite (Ver 3.1). Following antibodies were purchased: Arid1b (Abcam, ab57461, 1:1000), HDAC4 (Abcam, ab111318, 1:1000), β-catenin (BD Transduction, 610154, 1:2000), pβ-catenin (Ser-552, Cell Signaling, 9566, 1:1000), pβ-Catenin (Ser-675, Cell Signaling, 4176, 1:1000), GAPDH (Cell Signaling, 2118L, 1:2000), and PSD-95 (NeuroMab, 75-028, 1:1000), SynGAP (Invitrogen, PA1-046, pan-SynGAP antibody, 1:1000), Arc (Synaptic system, 156 003, 1:500), MEF2A (Cell Signaling, 9736S, 1:500), pMEF2A (Ser-408, Cell Signaling, 9737S, 1:500), HRP conjugated anti-Rb IgG (Jackson, Cat # 711-035-152, 1:10,000), HRP conjugated anti-Ms IgG (Jackson, Cat # 715-035-150, 1:10,000), IRDye 800CW conjugated anti-Ms IgG (Li-Cor, Cat # 926-32212, 1:10000).

### Immunohistochemistry

Adult mice (P42 or P56) underwent cardiac perfusion using 1% heparin and 4% paraformaldehyde. Dissected brains were stored in 4% paraformaldehyde overnight. Coronal sections (50 μm) were prepared using a vibratome (Leica). Sections were permeabilized with 1× phosphate-buffered saline (PBS) with 0.5% Triton X-100, blocked with 5% serum (goat/donkey), and incubated with primary antibodies (NeuN, Milipore, MAB377, 1:500; Cux1, Santa Curz, sc-13024, 1:500; FoxP2, Abcam, ab16046, 1:500; parvalbumin, Millipore, MAB1572, 1:1000) and Alexa Fluor 594 AffiniPure Donkey Anti-ms IgG (H+L) (Jackson, Cat # 715-585-150, 1:1000), Alexa Fluor 594 AffiniPure Donkey Anti-rb IgG (H+L) (Jackson, Cat # 711-585-152, 1:1000), and Alexa Fluor 488 AffiniPure Donkey Anti-ms IgG (H+L) (Jackson, Cat # 715-545-151, 1:1000). For Nissl staining for gross morphological analysis, brain slices were incubated with diluted Nissl (ThermoFisher; 1:1000) for 30 min. The shapes of brain structures were marked manually, and each of area was measured in a blind manner. Images were acquired using LSM 780 (Carl Zeiss) or AxioScan.Z1 (Carl Zeiss).

### Brain 5-HT measurement

5-HT analysis was performed according to previously reported UPLC-MS/MS-based neurochemical profiling methods in mice^82^. Briefly, five volumes of distilled water containing 0.1% formic acid were added to mouse whole brain tissue (*n* = 3–6), after which tissue was homogenized by ultrasonication. Each brain homogenate was extracted by adding an equal volume of methanol containing 0.1% formic acid, followed by vortexing and centrifugation at 21,130 × *g* at 4 °C for 20 min. Cleared supernatants were analyzed by LC-MS/MS. Quantitative analyses of 5-HT were performed using an ultra-performance liquid chromatography system (ACQUITY UPLC System, Waters Corporation) coupled with a Xevo TQ-S triple quadrupole mass spectrometer (Waters Corporation).

### Radioisotope in situ hybridization

Mouse brain sections (14 μm thick) at embryonic day (E18) and postnatal days (P1, P7, P14, P21, and P56) were prepared using a cryostat (Leica CM 1950). Hybridization probe specific for mouse Arid1b mRNA was prepared using the following regions: nt 6487−6786 of Arid1b (NM_001085355.1). Antisense riboprobe was generated using 35S-uridine triphosphate (UTP) and the Riboprobe system (Promega).

### Fluorescent in situ hybridization (FISH)

In brief, frozen mouse brain sections (14 μm thick) were cut coronally through the hippocampus and dorsal raphe and thaw-mounted onto Superfrost Plus Microscope Slides (Fisher Scientific). The sections were fixed in 4% paraformaldehyde, followed by dehydration in increasing concentrations of ethanol and protease digestion. For hybridization, the sections were incubated in different amplifier solutions in a HybEZ hybridization oven (Advanced Cell Diagnostics) at 40 °C. The probes used in these studies were three synthetic oligonucleotides complementary to the nt sequence 1420–1864 of Mm-Arid1b-01-C1, 452–1378 of Mm-Slc6a4-C2, 62–3113 of Mm-Gad1-C2, 552–1506 of Mm-Gad2-C3, 464–1415 of Mm-Slc17a7 (Vglut1)-C2, and 1986–2998 of Mm-Slc17a6 (Vglut2)-C3 (Advanced Cell Diagnostics). The labeled probes were conjugated to Alexa Fluor 488, Altto 550, or Atto 647. The sections were hybridized with probe mixtures at 40 °C for 2 h. Nonspecifically hybridized probes were removed by washing the sections in 1× wash buffer, and the slides were treated with Amplifier 1-FL for 30 min, Amplifier 2-FL for 15 min, Amplifier 3-FL for 30 min, and Amplifier 4 Alt B-FL for 15 min. Each amplifier was removed by washing with 1× wash buffer. The slides were viewed and photographed using TCS SP8 Dichroic/CS (Leica).

### Sholl analysis

Pyramidal neuron of hippocampal CA1 from adult Arid1b HT-Thy1-EGFP (P42) was imaged. Images were acquired using LSM 780 (Carl Zeiss), and 3D neuronal images were built using neuTube^83^. SWC files were imported, and neuronal branches were analyzed with Sholl analysis plugin built in ImageJ.

### RNA sequencing and analyses

Mouse brains dissected and immersed in RNAlater solution (Ambion, AM7020) to stabilize RNA. RNA extraction, library preparation, cluster generation, and sequencing were carried by Macrogen Inc. (Seoul, Korea). Briefly, poly-A-mRNAs were purified Using poly-T-oligo-attached magnetic beads. Then, the purified RNAs were fragmented using divalent cations under elevated temperature. RNA concentrations were calculated using Quant-IT RiboGreen (Invitrogen, R11490), and the integrity of total RNAs were determined using TapeStation RNA screenTape (Agilent Technologies). Only high-quality RNAs (RIN > 7.0) were used for cDNA library construction using Illumina TruSeq mRNA Sample Prep kit (Illumina). First-strand cDNA synthesis was carried out using SuperScript II reverse transcriptase (Invitrogen) and random primers, followed by second-strand cDNA synthesis using DNA polymerase I and RNase H. The cDNA fragments underwent end-repair process, single ‘A’ base addition, and indexing adapter ligation. These products were purified and amplified using PCR to create the final cDNA library. The cDNA library was quantified by qPCR using qPCR Quantification Protocol Guide (KAPA Library Quantification kits for Illumina Sequencing platforms) and TapeStation D1000 ScreenTape (Agilent Technologies). Indexed libraries were submitted to an Illumina NovaSeq (Illumina), and the paired-end (2 × 100 bp) sequencing was conducted by Macrogen Inc.

Transcript abundance was estimated with Salmon (v1.1.0) in Quasi-mapping-based mode onto the Mus musculus genome (GRCm38) with GC bias correction (--gcBias). Quantified gene-level abundance data was imported to R (v.3.5.3) using tximport package, and differential gene expression analysis was conducted using R/Bioconductor DEseq2 (v1.30.1). Normalized read counts were computed by dividing the raw read counts by size factors and fitted to a negative binomial distribution. The *P* values were adjusted for multiple testing with the Benjamini–Hochberg correction. Mouse gene names were converted to human homologs using the Mouse Genome Informatics (MGI) database (http://www.informatics.jax.org/homology.shtml).

Gene set enrichment analysis was carried out using GSEAPreranked (gsea-3.0.jar) module on gene set collections downloaded from Molecular Signature Database (MsigDB) v7.0. Preranked list was generated from all gene lists, ranked by −log_10_(*P* value) multiplied by sign of fold change. Recommended setting (1000 permutations, and a classic scoring scheme) was applied. Genesets with a false discovery rate (FDR) of less than 0.05 were considered as significantly enriched. Cytoscape App EnrichmentMap (version 3.3.1) was used to visualize gene set enrichment. Each nodes represent genesets, and their sizes are inversely proportional to FDR values. Network clustering, annotation, and layout design were performed using Cytoscape App Autoannotate (version 1.3.3.) and Cytoscape (version 3.8.0).

### Statistical analysis

Data were presented as means with standard error of mean (SEM). Statistical analyses were performed using GraphPad Prism software. Details on the mice used (species, sex, number, and age of animals) and statistical details are summarized in Supplementary Table 1.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Supplementary dataset 1

Supplementary dataset 2

Supplementary dataset 3

Supplementary dataset 4

Reporting summary

## Data Availability

RNA-Seq results have been deposited in the Gene Expression Omnibus (GEO) database at the National Center for Biotechnology Information (NCBI) under the accession code of GSE203344 (SuperSeries) and the following sub-series codes (GSE203214 for P3 whole brain, GSE189653 for P10 whole brain, GSE203249 for P10 mPFC, GSE189653 for whole-brain P120 WT/mutant mice treated with fluoxetine and vehicle; GSE203343 for mPFC P120 WT/mutant mice treated with fluoxetine and vehicle). Raw Data for the main and supplementary figures showing quantitative results are provided in the Source Data file. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Early postnatal serotonin modulation prevents adult-stage deficits in Arid1b-deficient mice through synaptic transcriptional reprogramming
**Source:** Nat Commun. 2022 Aug 27;13:5051. doi: 10.1038/s41467-022-32748-5
**Supplement:** Supplementary file 1 — Supplementary Information

# **Early postnatal serotonin modulation prevents adult-stage deficits in *Arid1b*-deficient mice through synaptic transcriptional reprogramming**

Hyosang Kim,<sup>1,\*</sup> Doyoun Kim,<sup>2,\*</sup> Yisul Cho,<sup>3,\*</sup> Kyungdeok Kim,<sup>2</sup> Junyeop Daniel Roh,<sup>2</sup> Yangsik Kim,<sup>4</sup> Esther Yang,<sup>5</sup> Seong Soon Kim,<sup>6</sup> Sunjoo Ahn,<sup>6</sup> Hyun Kim,<sup>5</sup> Hyojin Kang,<sup>7</sup> Yongchul Bae,<sup>3,#</sup> and Eunjoon Kim<sup>1,2,#</sup>

<sup>1</sup>Department of Biological Sciences, Korea Advanced Institute for Science and Technology (KAIST), Daejeon 34141, Korea; <sup>2</sup>Center for Synaptic Brain Dysfunctions, Institute for Basic Science (IBS), Daejeon 34141, Korea; <sup>3</sup>Department of Anatomy and Neurobiology, School of Dentistry, Kyungpook National University, Daegu 41940, Korea; <sup>4</sup>Graduate School of Biomedical Engineering, Korea Advanced Institute for Science and Technology (KAIST), Daejeon 34141, Korea; <sup>5</sup>Department of Anatomy and Division of Brain Korea 21, Biomedical Science, College of Medicine, Korea University, Seoul 02841, Korea; <sup>6</sup>Therapeutics and Biotechnology Division, Korea Research Institute of Chemical Technology (KRICT), Daejeon 34114, Korea; <sup>7</sup>Division of National Supercomputing, Korea Institute of Science and Technology Information, Daejeon 34141, Korea; \*These authors contributed equally to the work; #Co-corresponding author.

## Supplementary figures and legends

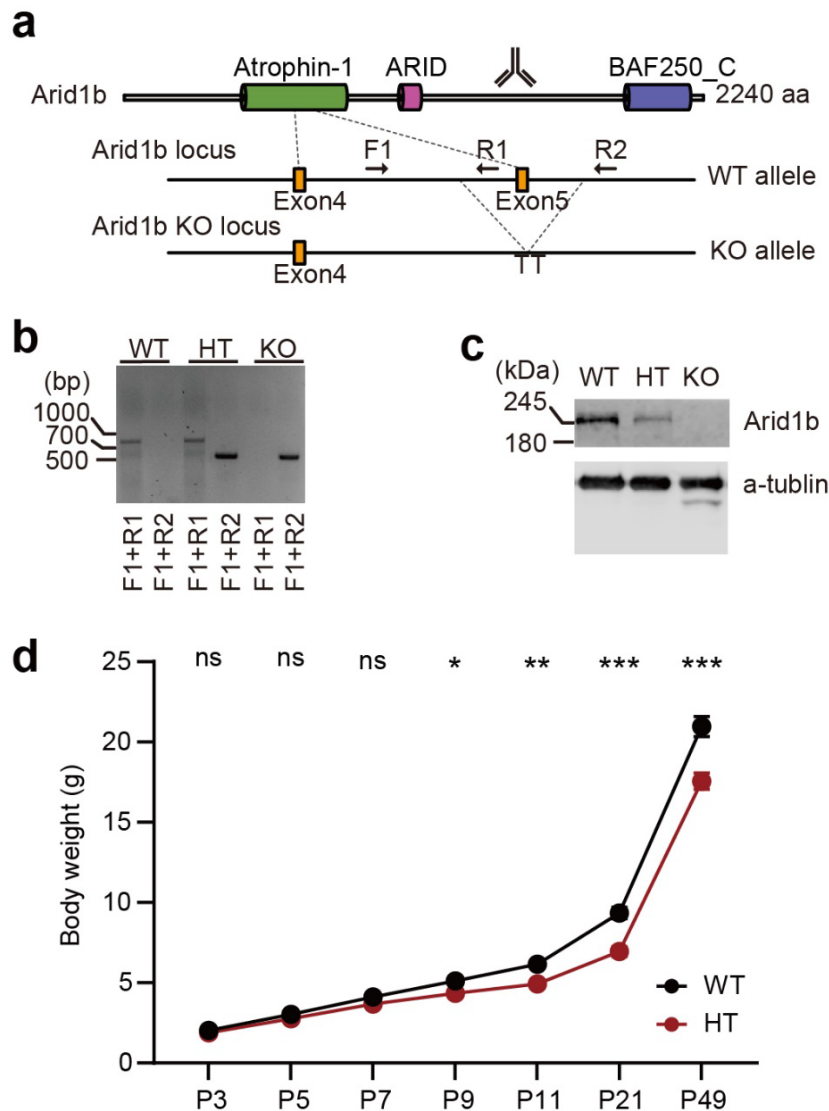

### Supplementary Figure 1. Generation of *Arid1b*<sup>-/-</sup> mice.

(a) Strategy for *Arid1b* knockout (KO) in mice. A protein-truncating mutation was introduced by inserting "TT" nucleotides at the starting region of exon 5, which encodes a part of the atrophin-1 domain. PCR primer target regions (F1, R1, and R2), and antibody target regions are indicated. Atrophin-1, ARID, and BAF250\_C indicate specific domains of the Arid1b protein.

(b) PCR genotyping of WT, *Arid1b*<sup>+/-</sup> (HT), and *Arid1b*<sup>-/-</sup> (KO) mice. Similar results were obtained from three independent experiments.

(c) Reduced and undetectable levels of ARID1B protein in *Arid1b*<sup>+/-</sup> (HT) and *Arid1b*<sup>-/-</sup> (KO) mice, respectively, at P0. See Figure 1b for quantification.

(d) Reduced body weights in *Arid1b*<sup>+/-</sup> mice across postnatal developmental stages (male and female mouse weights were combined). (n = 15 mice [male-WT], 17

[male-HT/heterozygote], 17 [female-WT], and 12 [female-HT], Sidak's multiple comparison test, [P3:  $p = 0.2649$ , P5:  $p = 0.3043$ , P7:  $p = 0.1350$ , P9:  $p = 0.0154$ , P11:  $p = 0.0014$ , P21:  $p < 0.0001$ , P49:  $p = 0.0006$ ]).

Graphical data are presented as means  $\pm$  SEM (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, not significant). Source data are provided as a Source Data file.

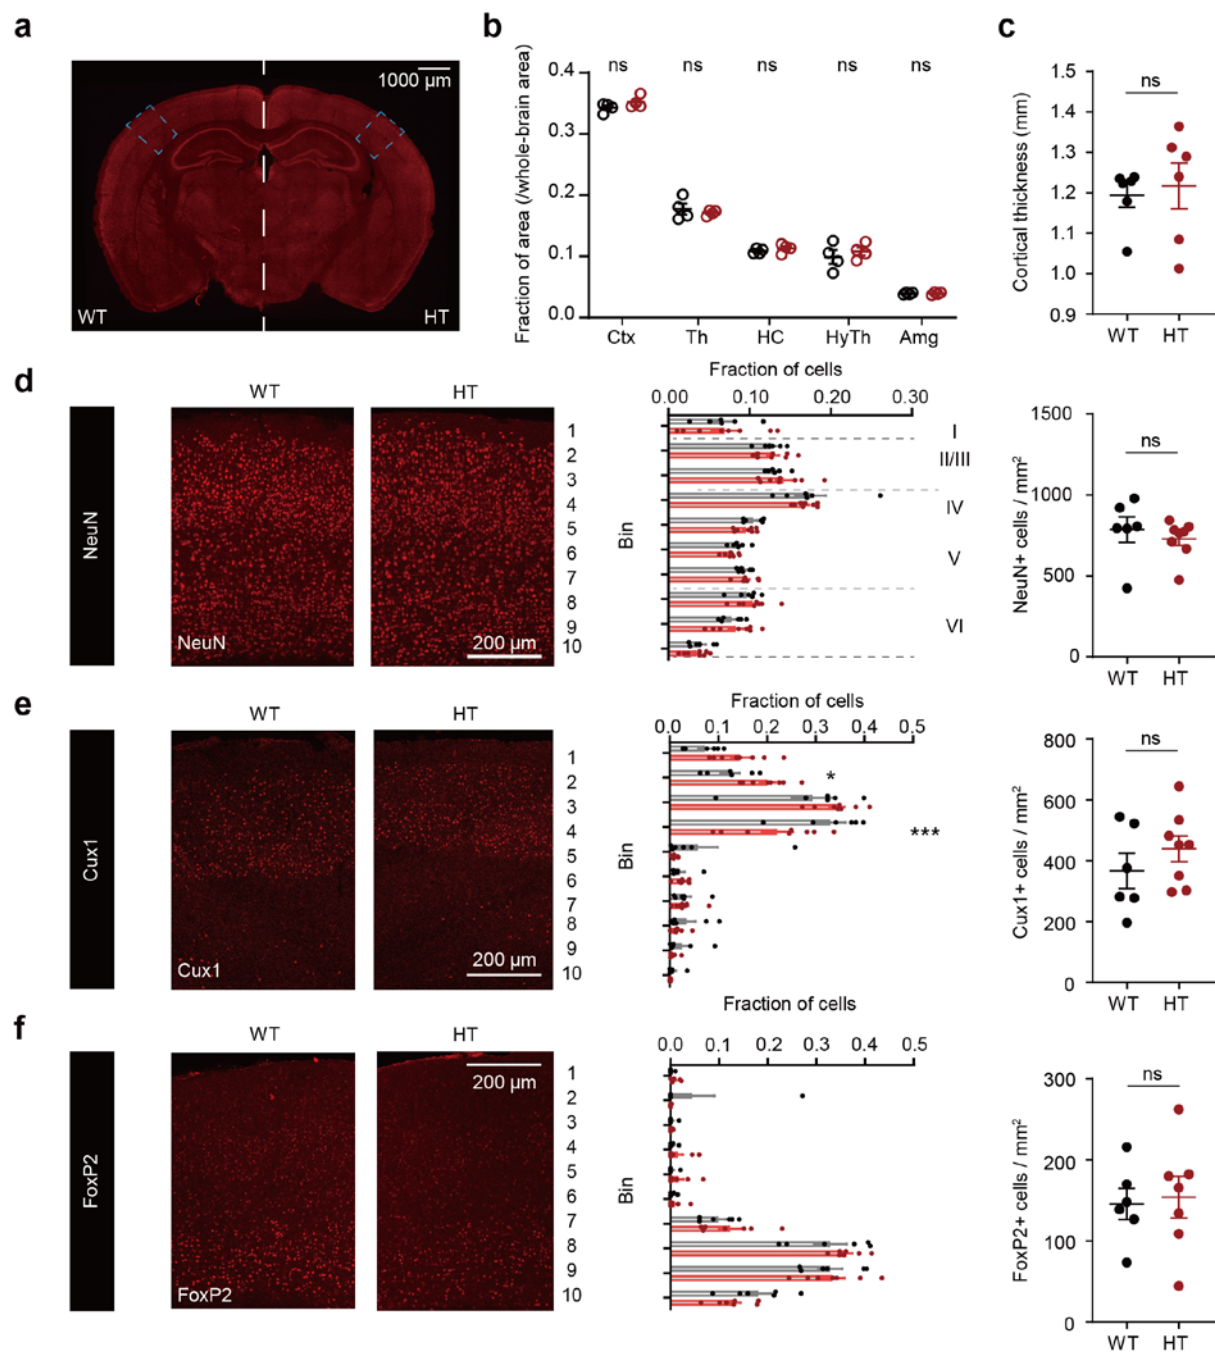

**Supplementary Figure 2. Largely normal architecture of the *Arid1b*<sup>+/-</sup> brain.**

(a–c) Normal sub-brain regional areas and cortical thicknesses (somatosensory cortex) in *Arid1b*<sup>+/-</sup> mice (P42), as shown by NeuN staining. Ctx, cortex; Th, thalamus; HC, hippocampus; HyTh, hypothalamus; Amg, Amygdala. (n = 6 slices from 4 mice [WT/wild-type and HT/heterozygous], two-tailed Student's t-test and two-tailed Mann-Whitney test [cortex thickness]).

(d–f) Largely normal cell numbers in total, upper, and lower cortical layers

(somatosensory cortex) in *Arid1b*<sup>+/-</sup> mice, revealed by staining for NeuN (RBFOX3), CUX1, and FOXP2, respectively. Neuronal densities across cortical depths are shown by neuronal fractions. Note a moderate upward shift in CUX1-positive neurons in *Arid1b*<sup>+/-</sup> mice. (n = 6 slices from 4 mice [WT-NeuN], 8, 4 [HT-NeuN], 6, 2 [WT-Cux1], 8, 4 [HT-Cux1], 6, 3 [WT-FoxP2], and 7, 3 [HT-FoxP2], two-tailed Student's t-test [Cux1 and FoxP2] and two-tailed Mann-Whitney test [NeuN], two-way ANOVA with Sidak's test for fraction of cells. [Cux1, Bin 2: p = 0.0441, Bin 4: p = 0.0006]).

Graphical data are presented as means  $\pm$  SEM (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, not significant). Source data are provided as a Source Data file.

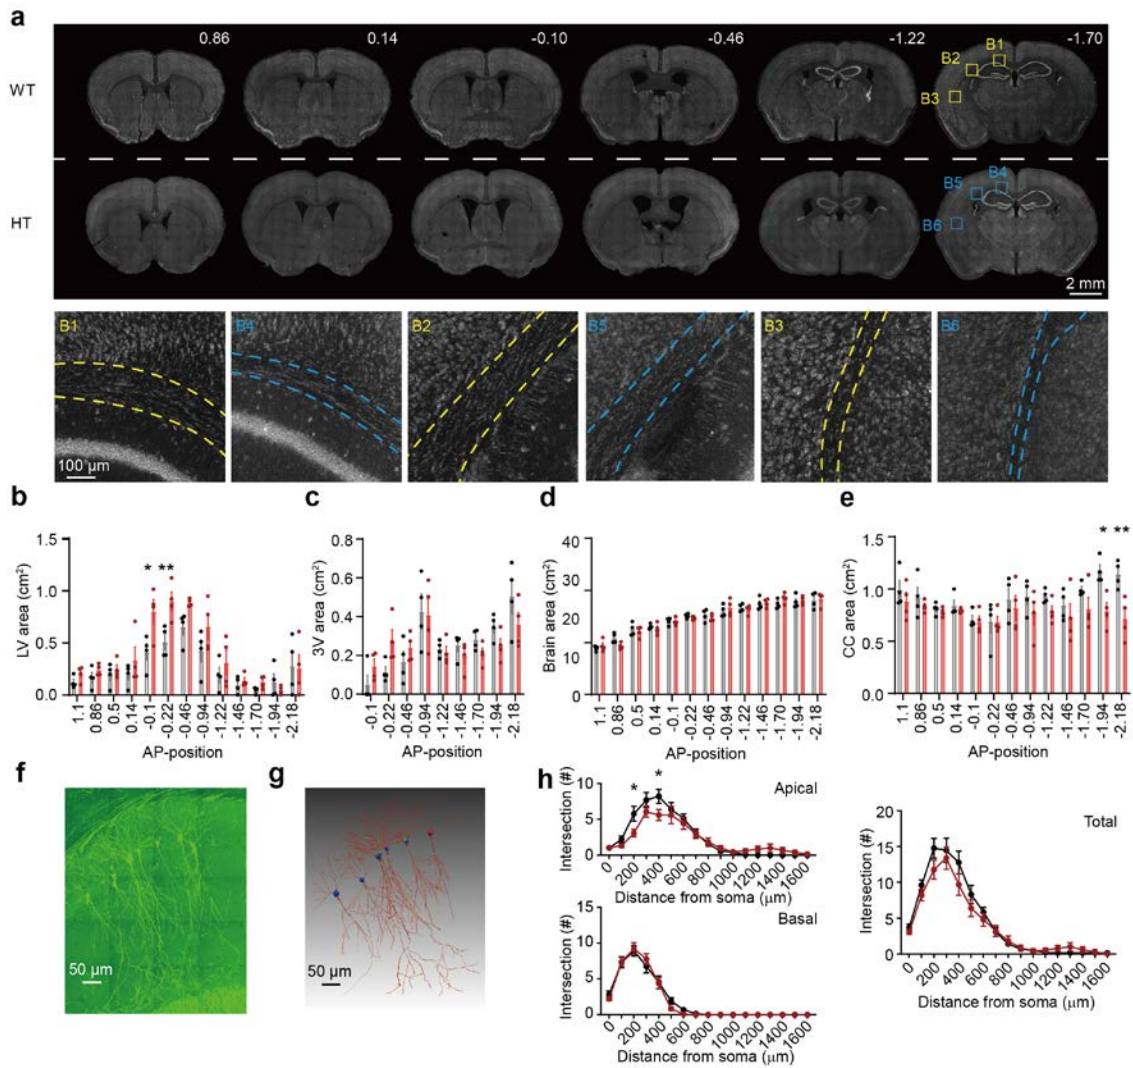

### Supplementary Figure 3. Moderately altered ventricular and corpus callosal areas and hippocampal dendritic complexity in the *Arid1b*<sup>+/-</sup> brain.

(a–e) Moderate increases in the area of lateral ventricles (mid areas) and moderate decreases in the area of the corpus callosum (posterior areas). Note that areas of the third ventricle and whole brain are normal. Coronal brain sections from WT and *Arid1b*<sup>+/-</sup> mice (P42) were analyzed by Nissl staining. LV, lateral ventricle; 3V, third ventricle; CC, corpus callosum; A-P, anterior-posterior. (n = 4 mice [WT and HT], two-way ANOVA with Sidak's test, [Lateral Ventricle, -0.1: p = 0.0107, -0.22: p = 0.0095], [Corpus callosum, -1.94: p = 0.0108, -2.18: p = 0.0029]).

(f–h) Moderate decreases in the complexity of apical, but not basal, dendrites in CA1 hippocampal neurons in *Arid1b*<sup>+/-</sup>;Thy1-EGFP mice (P42), as determined by Sholl analysis. (n = 13 neurons from 2 mice [WT], and 13, 3 [KO], two-way ANOVA with Sidak's test, [Apical, 200: p = 0.0124, 400: p = 0.0174]).

Graphical data are presented as means ± SEM (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, not significant). Source data are provided as a Source Data file.

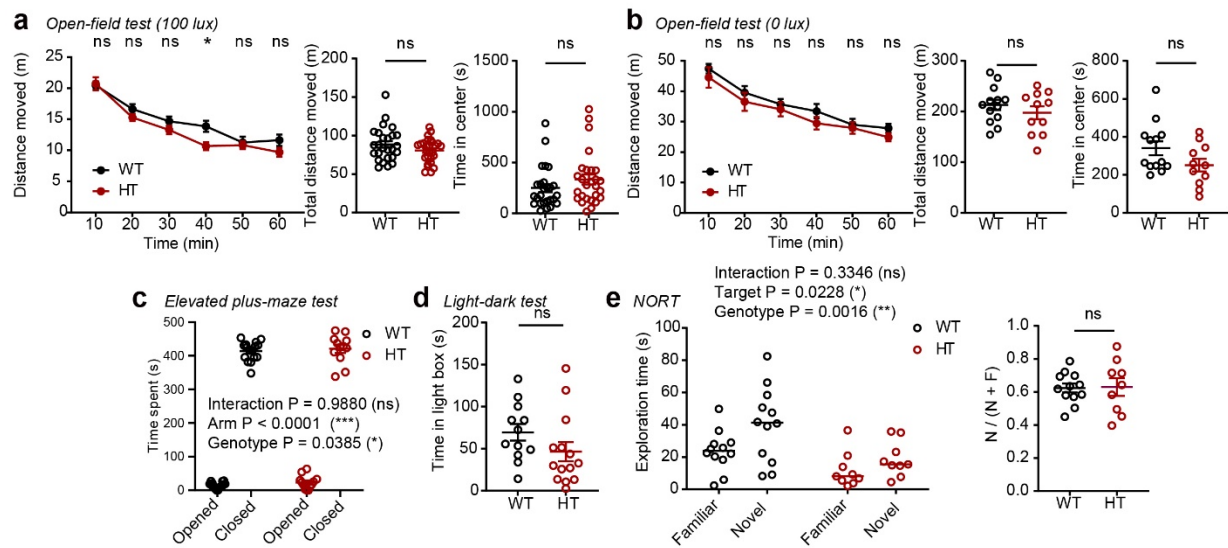

### Supplementary Figure 4. Normal levels of locomotor activity, anxiety-like behavior, and object-recognition memory in *Arid1b*<sup>+/-</sup> mice.

(a and b) Normal levels of locomotor activity in *Arid1b*<sup>+/-</sup> mice (2–3 months) in the open-field test under a light intensity of 100 lux (a) and in complete darkness (b), as shown by distance moved. Note that the time spent in the center region of the open-field arena was normal in the mutant mice, suggestive of normal anxiety-like behavior. (n = 26 mice [WT-100 lux], 27 [HT-100 lux], 13 [WT-darkness], 11 [HT-darkness], two-way ANOVA with Sidak's test [distance moved], two-tailed Student's t-test [total distance moved, center time in darkness], and two-tailed Mann-Whitney test [total distance moved, center time in 100 lux], [100lux, 40 min: p = 0.0251]).

(c) Normal anxiety-like behavior in *Arid1b*<sup>+/-</sup> mice (2–3 months) in the elevated plus-maze test. (n = 16 [WT], 12 [HT], two-way ANOVA with Tukey's test, [Opened-WT vs Closed-WT: p < 0.0001, Opened-HT vs Closed-HT: p < 0.0001]).

(d) Normal anxiety-like behavior in *Arid1b*<sup>+/-</sup> mice (2–3 months) in the light-dark test. (n = 12 [WT], 14 [HT], ns, not significant, two-tailed Mann-Whitney test).

(e) Normal object memory in *Arid1b*<sup>+/-</sup> mice (2–3 months) in the novel object-recognition test (NORT), as shown by the ratio of time spent exploring familiar and novel (F/N) objects and the ratio of novel-target/total exploration. (n = 12 [WT], 9 [HT], two-way ANOVA with Tukey's test [F/N exploration], two-tailed Mann-Whitney test [ratio of N/[F+N]]).

Graphical data are presented as means ± SEM (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, not significant). Source data are provided as a Source Data file.

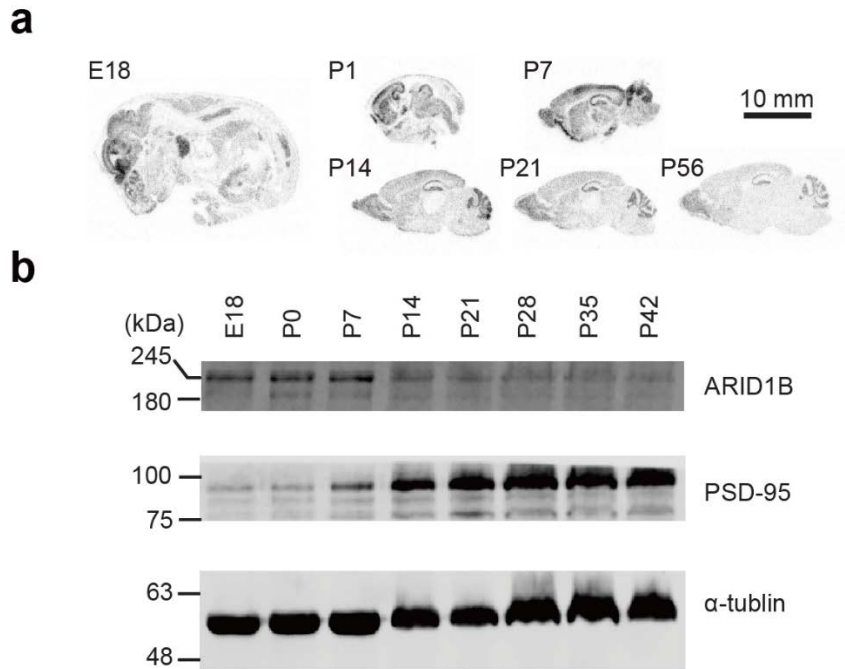

**Supplementary Figure 5. Distribution patterns of *Arid1b* mRNAs and ARID1B proteins in the wild type developing mouse brain.**

(a) In situ hybridization analysis of the distribution patterns of *Arid1b* mRNA in WT mouse brains at E18, P1, P7, P14, P21 and P56 using a radioisotope probe. E, embryonic day; P, postnatal day.

(b) Expression levels of ARID1B protein in WT mouse brains at E18, P0, P7, P14, P21, P28, P35, and P42, as determined by immunoblot analysis of whole-brain lysates. PSD-95, an abundant excitatory postsynaptic density protein, is shown for comparison. The full-length blot was divided into three parts for immunoblotting with different antibodies. Similar results were obtained from three independent experiments.

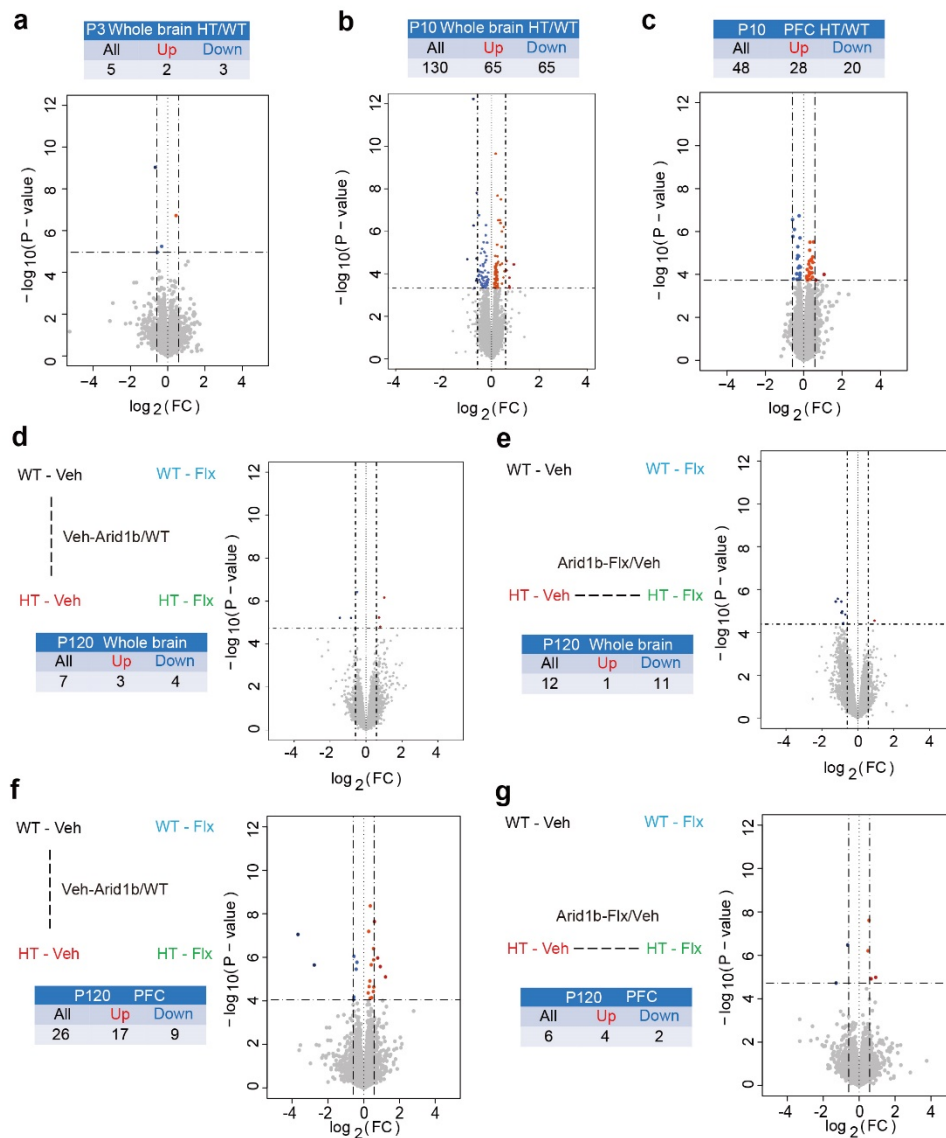

**Supplementary Figure 6. Volcano plots of Arid1b/WT transcripts from P3/10 whole brain, P10 mPFC, and P120 whole brain and mPFC.**

(a) Volcano plots of DEGs (FDR < 0.05) in Arid1b/WT transcripts from P3 whole brain. P, postnatal. (n = 5 [WT], 5 [HT]).

(b) Volcano plots of DEGs (FDR < 0.05) in Arid1b/WT transcripts from P10 whole brain. (n = 5 [WT], 5 [HT]).

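The 2 genes with an adjusted p under 0.05 that were higher in *Arid1b*+/- than in WT whole brain at P10 lie on the same chromosome as *Arid1b*, downstream of its end at 5347656. *Tmem181b-ps* (ENSMUSG00000096780; chromosome 17, 6438524 to 6467022) had 7515 ± 478 normalized counts in HT and 5030 ± 89.4 in WT mice (SD, n = 5 each). Its log2 fold change was 0.58 (standard error 0.045, adjusted p = 5.92e-05, limma). *Tmem181c-ps* (ENSMUSG00000093880; 6613753 to 6639790) had 286 ± 21.8 in HT and 163 ± 13.6 in WT mice (SD, n = 5 each), a log2 fold change of 0.81 (standard error 0.085, adjusted p = 0.00161, limma). Neither group overlapped the other for these genes. Reads from the *Tmem181* copies can be shared between them in mapping, and *Tmem181a* (6256860 to 6308314) had a log2 fold change of 0.17 (standard error 0.032, adjusted p = 0.124, limma). The summed values of the 3 copies had a log2 fold change of 0.40. *Dynlt1b* (6430112 to 6436296) had a log2 fold change of 0.42 (standard error 0.085, adjusted p = 0.178, limma). *Hbb-bs* (ENSMUSG00000052305; chromosome 7, 103826534 to 103828096), a beta globin, had 2665 ± 448 normalized counts in HT and 4520 ± 376 in WT mice (SD, n = 5 each), a log2 fold change of −0.78 (standard error 0.10, adjusted p = 0.014, limma). With each library left out in turn, *Hbb-bs* failed the threshold in 6 of 10 fits (adjusted p 0.00504 to 0.0724, limma). Erythroid genes other than the globins were lower in HT mice as well, by −0.19 in mean score (exact permutation test, p = 0.0159). The alpha globin *Hba-a1* had a log2 fold change of −0.63 (standard error 0.11, adjusted p = 0.118, limma). With the replicate number as a block *Hba-a1* passed (standard error 0.0596, adjusted p = 0.00467, limma), as it did in 2 of 10 fits with a library left out.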

(c) Volcano plots of DEGs (FDR < 0.05) in Arid1b/WT transcripts from P10 mPFC. (n = 5 [WT], 5 [HT]).

(d and e) Volcano plots of DEGs (FDR < 0.05) in Arid1b/WT transcripts from P120 whole brain for the indicated comparisons. (n = 5 mice [WT-Veh], 5 [HT-Veh], 5 [WT-Mem], 5 [HT-Mem]).

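None of the 17784 tested genes had an adjusted p under 0.05 between the 4 HT-Veh and 4 WT-Veh whole-brain libraries that the paper lists, and 229 (1.29%) had an unadjusted p under 0.05 (limma). The groups did not overlap in 185 genes (1.04%), against 2.86% by chance. With all 5 and 5 libraries the count was also 0, with 203 genes at an unadjusted p under 0.05. All 7 DEGs that the paper's Supplementary Dataset 3 lists for this comparison changed in the direction given there, and 6 had groups that did not overlap. Between the 5 HT-Flx and 5 HT-Veh libraries, none of 17676 genes passed the adjusted threshold and 4082 (23.1%) had an unadjusted p under 0.05 (limma). The smallest adjusted p was 0.215. In 287 genes (1.62%) the groups did not overlap, against 0.794% by chance. Same-numbered libraries of these groups had a mean correlation of 0.179, from −0.018 to 0.407 over the 5 pairs. It was not tested against other pairings, so it does not establish that such mice belong together. With the replicate number as a block, 1355 genes passed, 63 of them higher and 1292 lower in HT-Flx mice. With the replicate block and a correction for GC content and transcript length, 3 genes passed, and with the correction alone 0 did, with 1869 at an unadjusted p under 0.05. Of the 12 DEGs that Supplementary Dataset 3 lists for this comparison, all 12 changed in the direction given there, 0 passed without the replicate block and 12 passed with it. The 7 and the 12 DEGs are the paper's own calls on these libraries, so neither their direction nor their passing shows stability.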

(f and g) Volcano plots of DEGs (FDR < 0.05) in Arid1b/WT transcripts from P120

mPFC for the indicated comparisons. n = 4 mice [WT-Veh], 4 [HT-Veh], 4 [WT-Mem], 4 [HT-Mem]).

p values were obtained by Wald test and corrected for multiple comparisons using Benjamini & Hochberg with DESeq2 in the R package.

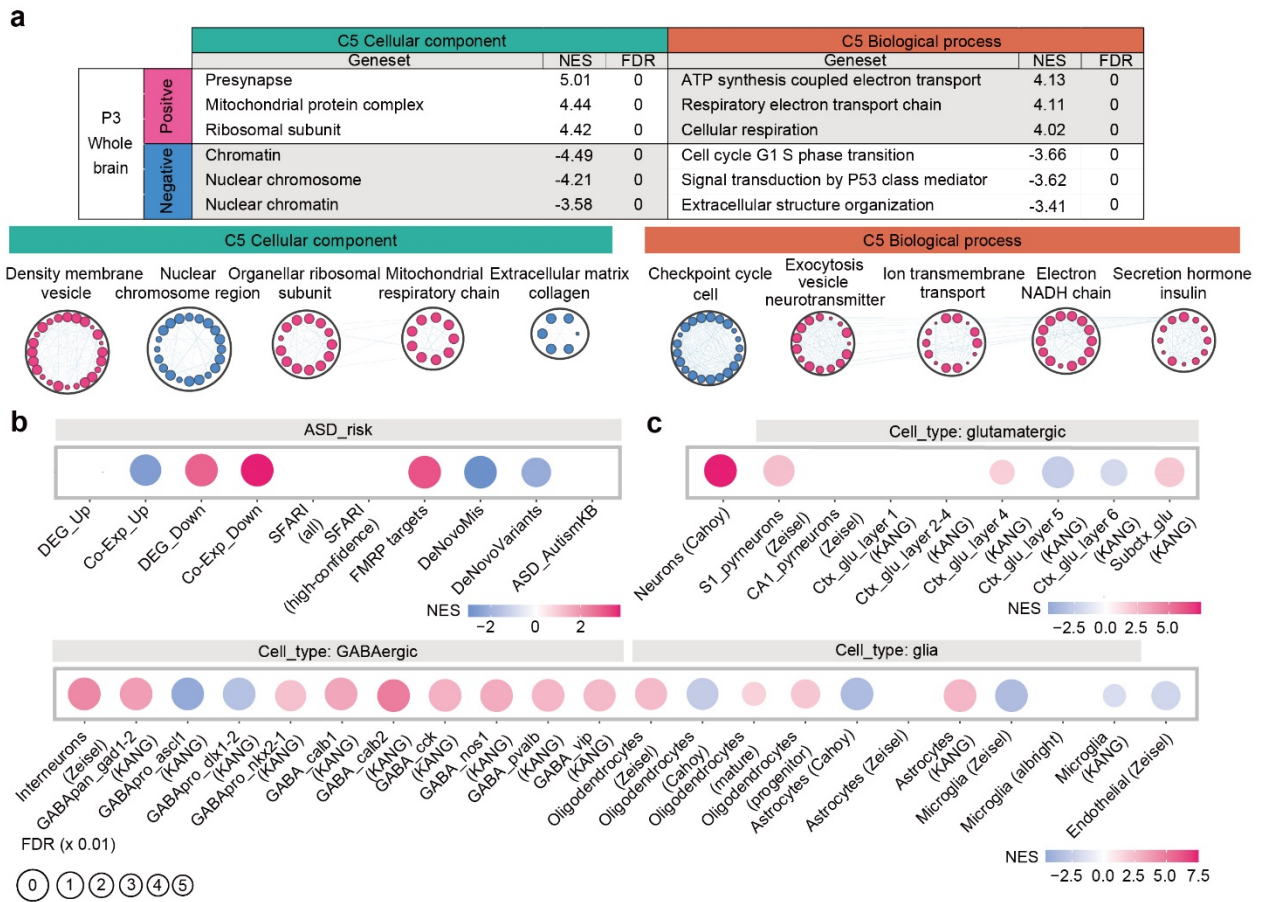

## Supplementary Figure 7. Synapse- and ASD-related transcriptomic changes in the whole brain of *Arid1b*<sup>+/-</sup> mice at P3.

(a) List of top-five gene sets (ranked by p-value) positively or negatively enriched among *Arid1b*/WT transcripts from the whole-brain of P3 males, determined by GSEA. CC and BP, cellular component (CC) and biological process (BP) domains in the C5 gene-set database (top), and functional clustering of the enriched gene sets from the GSEA results using Cytoscape EnrichmentMap (bottom). Only the top-five clusters are shown to save space. NES, normalized enrichment score; FDR, false discovery rate. (n = 5 mice [WT and HT]).

(b) GSEA of *Arid1b*/WT P3 whole-brain transcripts for ASD-related/risk gene sets. (n = 5 mice [WT/HT]).

(c) GSEA of *Arid1b*/WT P3 whole-brain transcripts for cell-type-specific gene sets. (n = 5 mice [WT/HT]).

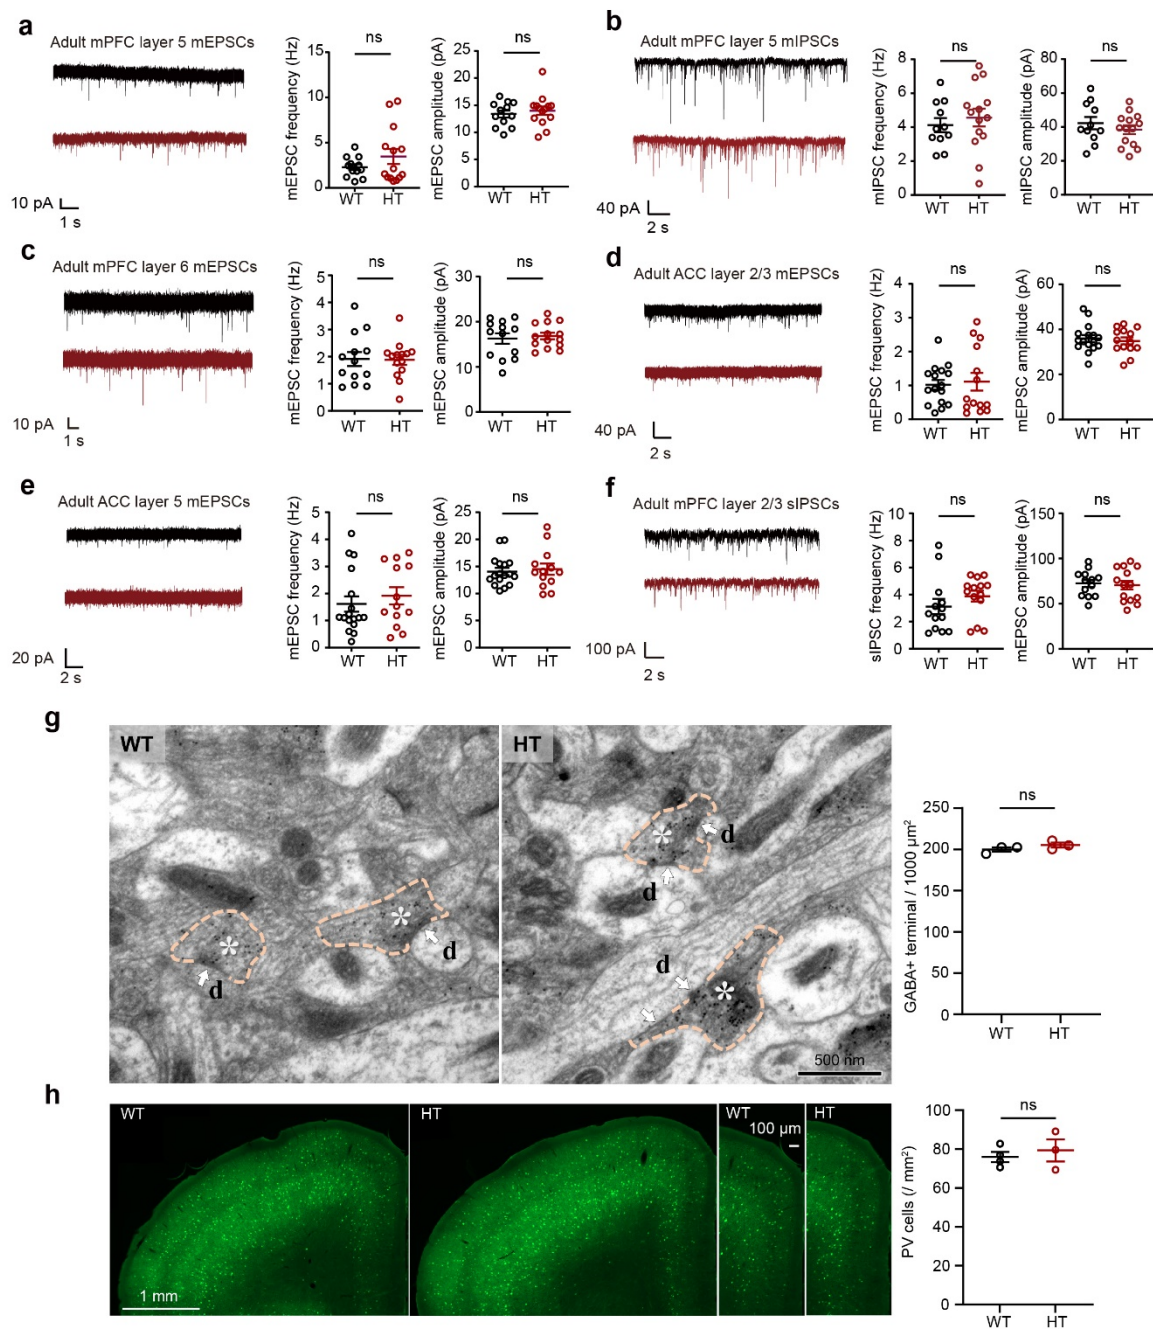

**Supplementary Figure 8. Excitatory and inhibitory synaptic transmission, inhibitory synapse number, and Pv neuronal density in *Arid1b*<sup>+/-</sup> cortical pyramidal neurons.**

(a) Normal mEPSC (miniature excitatory postsynaptic current) frequency and amplitude in layer 5 pyramidal neurons in the prelimbic region of the medial prefrontal cortex (mPFC) of Adult *Arid1b*<sup>+/-</sup> mice (~P42). (n = 12 neurons from 3 mice [WT] and 14, 3 [HT], two-tailed Mann-Whitney test [frequency], two-tailed Student's t-test [amplitude]).

(b) Normal mIPSC (miniature inhibitory postsynaptic current) frequency and

amplitude in layer 5 pyramidal neurons in the prelimbic region of the mPFC of Adult *Arid1b*<sup>+/-</sup> mice (~P56). (n = 11, 3 [WT] and 14, 3 [HT], two-tailed Student's t-test).

(c) Normal mEPSC frequency and amplitude in layer 6 pyramidal neurons in the prelimbic region of the mPFC of adult *Arid1b*<sup>+/-</sup> mice (~P56). (n = 13, 3 [WT] and 14, 3 [HT], two-tailed Student's t-test).

(d and e) Normal mEPSC frequency and amplitude in layer 2/3 and layer 5 pyramidal neurons in the anterior cingulate cortex (ACC) region in adult *Arid1b*<sup>+/-</sup> mice (~P56). (n = 16, 3 [WT] and 14, 3 [HT] for layer 2/3, n = 17, 3 [WT], 13, 3 [HT] for layer 5, two-tailed Mann-Whitney test [frequency], two-tailed Student's t-test [amplitude]).

(f) Normal sIPSC (spontaneous inhibitory postsynaptic current) frequency and amplitude in layer 2/3 pyramidal neurons in the prelimbic region of the mPFC of adult *Arid1b*<sup>+/-</sup> mice (~P56). (n = 13, 3 [WT] and 14, 3 [HT], two-tailed Mann-Whitney test [frequency], two-tailed Student's t-test [amplitude]).

(g) Normal numbers of inhibitory synapses, as determined by electron microscopic analysis of GABA-immunopositive axon terminals in the prelimbic region of the mPFC (layers 2/3) in WT and *Arid1b*<sup>+/-</sup> mice (~P56). (n = 3 mice [WT] and 3 [HT], two-tailed Student's t-test).

(h) Normal numbers of parvalbumin-positive GABA neurons in the prelimbic region of the mPFC (layers 2/3) in *Arid1b*<sup>+/-</sup> mice (~P56). (n = 3 mice [WT] and 3 [HT], two-tailed Student's t-test).

Graphical data are presented as means ± SEM (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, not significant). Source data are provided as a Source Data file.

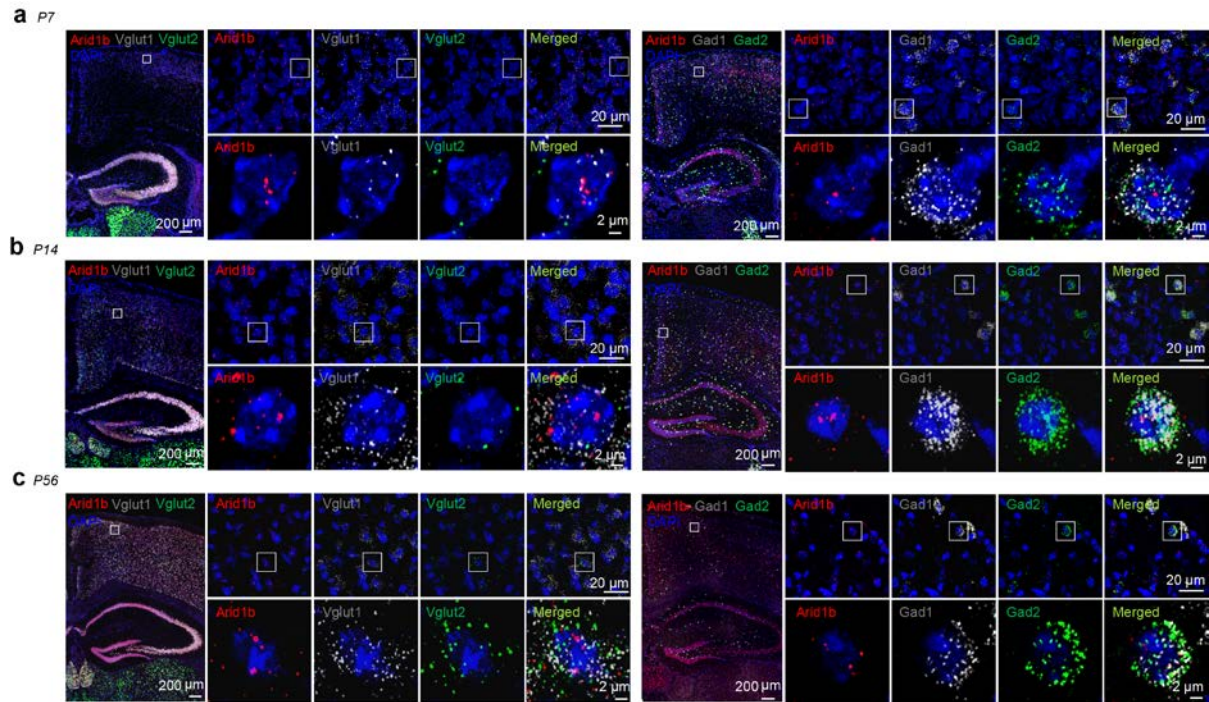

**Supplementary Figure 9. Detection of *Arid1b* mRNA in both glutamatergic and GABAergic neurons in cortical areas.**

(a–c) *Arid1b* mRNAs detected in glutamatergic and GABAergic neurons in the retrosplenial cortex of WT mice at P7, P14, and P56, detected by FISH analysis of coronal slices. Vglut1/2 and Gad1/2 were used as markers of glutamatergic and GABAergic neurons, respectively, and nuclei were stained with DAPI. Single-cell glutamatergic and GABAergic neurons are enlarged to show *Arid1b* mRNA colocalization with these neurons. Similar results were obtained from two independent experiments. P, postnatal. Scale bars, 200, 20, and 2 μm.

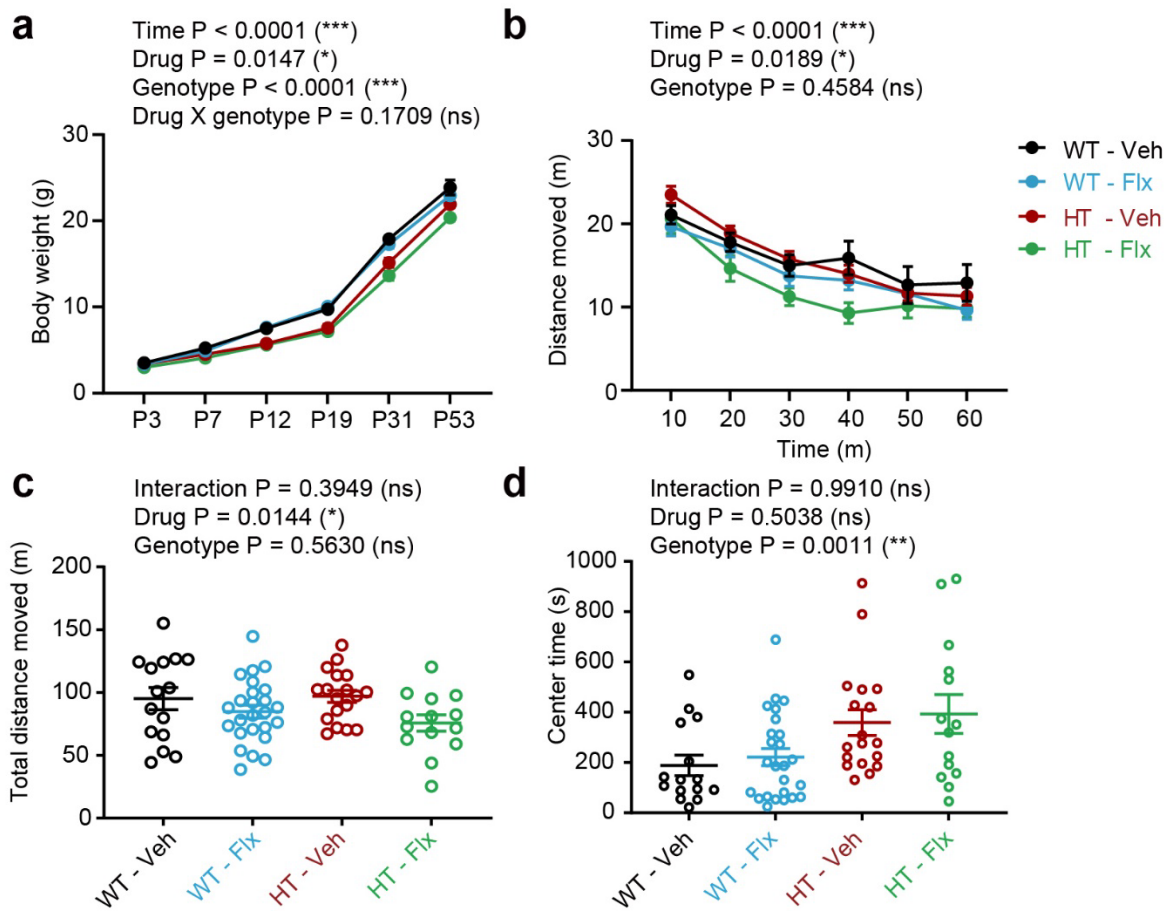

**Supplementary Figure 10. Early, chronic fluoxetine treatment moderately decreases body weight and locomotor activity without affecting anxiety-like behavior in adult *Arid1b*<sup>+/-</sup> mice.**

(a) Early, chronic (P3–21) fluoxetine treatment moderately decreases body weight in *Arid1b*<sup>+/-</sup> and WT mice. (n = 30 mice [WT-Veh], 42 [WT-Flx], 18 [HT-Veh], 30 [HT-Flx], three-way ANOVA, [Interaction:  $p = 0.4287$ ]).

(b–d) Early, chronic fluoxetine treatment moderately decreases locomotor activity in adult (P60–90) *Arid1b*<sup>+/-</sup> and WT mice in the open-field test (100 lux), as shown by distance moved and total distance moved. Note that the time spent in the center region of the open-field arena, a measure of anxiety-like behavior, was not affected by early, chronic fluoxetine treatment in *Arid1b*<sup>+/-</sup> or WT mice. (n = 15 [WT-Veh], 25 [WT-Flx], 18 [HT-Veh], 12 [HT-Flx], three-way ANOVA [Distance moved], and two-way ANOVA [Total distance moved, and Center time], [Distance moved, interaction:  $p = 0.2886$ ], [Total distance moved, interaction:  $p = 0.3949$ ], [Center time, interaction:  $p = 0.9910$ ]).

Graphical data are presented as means  $\pm$  SEM (\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , ns, not significant). Source data are provided as a Source Data file.

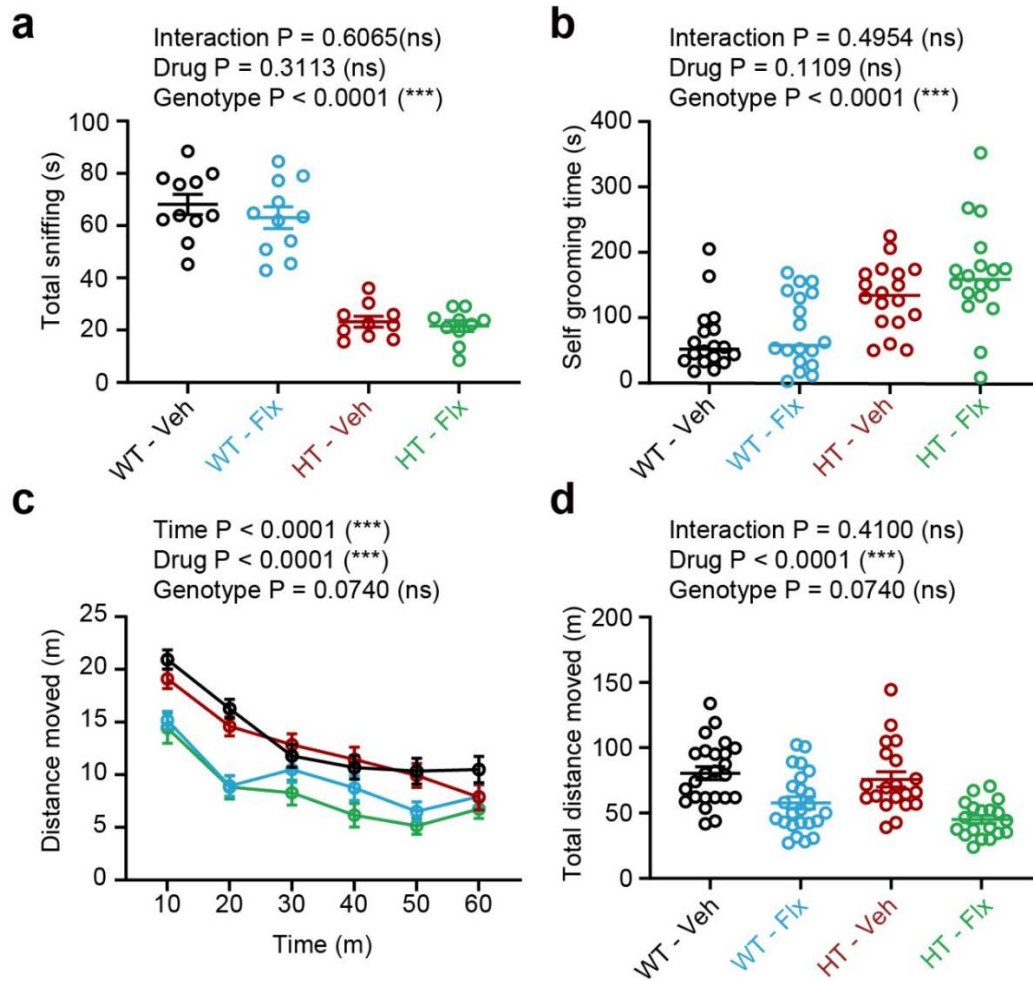

**Supplementary Figure 11. Chronic fluoxetine treatment in adult *Arid1b*<sup>+/-</sup> mice does not rescue social interaction or self-grooming.**

(a) Chronic fluoxetine treatment in adult *Arid1b*<sup>+/-</sup> mice (P100–200) does not rescue social defects, measured by the direct/dyadic social-interaction test. (n = 11 mouse pairs [WT-Veh], 11 [WT-Flx], 10 [HT-Veh], 10 [HT-Flx], two-way ANOVA, [Interaction: p = 0.6065]).

(b) Adult-stage, chronic fluoxetine (P100–200) does not rescue excessive self-grooming in adult *Arid1b*<sup>+/-</sup> mice (as shown by time spent self-grooming) without affecting grooming in WT mice. (n = 18 mice [WT-Veh], 18 [WT-Flx], 18 [HT-Veh], 18 [HT-Flx], two-way ANOVA, [Interaction: p = 0.4954]).

(c and d) Adult-stage, chronic fluoxetine (P100–200) moderately decreases locomotor activity in *Arid1b*<sup>+/-</sup> and WT mice in the open-field test. (n = 24 mice [WT-Veh], 24 [WT-Flx], 20 [HT-Veh], 19 [HT-Flx], three-way ANOVA [moved distance] [Interaction: p = 0.0130], and two-way ANOVA [total distance] [Interaction: p = 0.4100]).

Graphical data are presented as means ± SEM (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, not significant). Source data are provided as a Source Data file.

(b) Transcriptomic changes associated with biological functions induced by early,

chronic fluoxetine treatment (P3–21) in the mPFC of adult *Arid1b*<sup>+/-</sup> mice, measured at P120 (*Arid1b*-Flx/Veh transcripts), as shown by the top-three enriched gene-set lists and EnrichmentMap integration/visualization. (n = 4 mice [WT-Veh], 4 [HT-Veh], 4 [WT-Mem], 4 [HT-Mem]).

(c) ASD-related and cell-type–specific transcriptomic changes in the mPFC in early vehicle-treated *Arid1b*<sup>+/-</sup> and WT mice (Veh-*Arid1b*/WT transcripts) and early fluoxetine/vehicle-treated *Arid1b*<sup>+/-</sup> mice (*Arid1b*-Flx/Veh transcripts), as shown by enrichment patterns for ASD-related/risk gene sets and cell-type–specific gene sets. (n = 4 mice [WT-Veh], 4 [HT-Veh], 4 [WT-Mem], 4 [HT-Mem]).

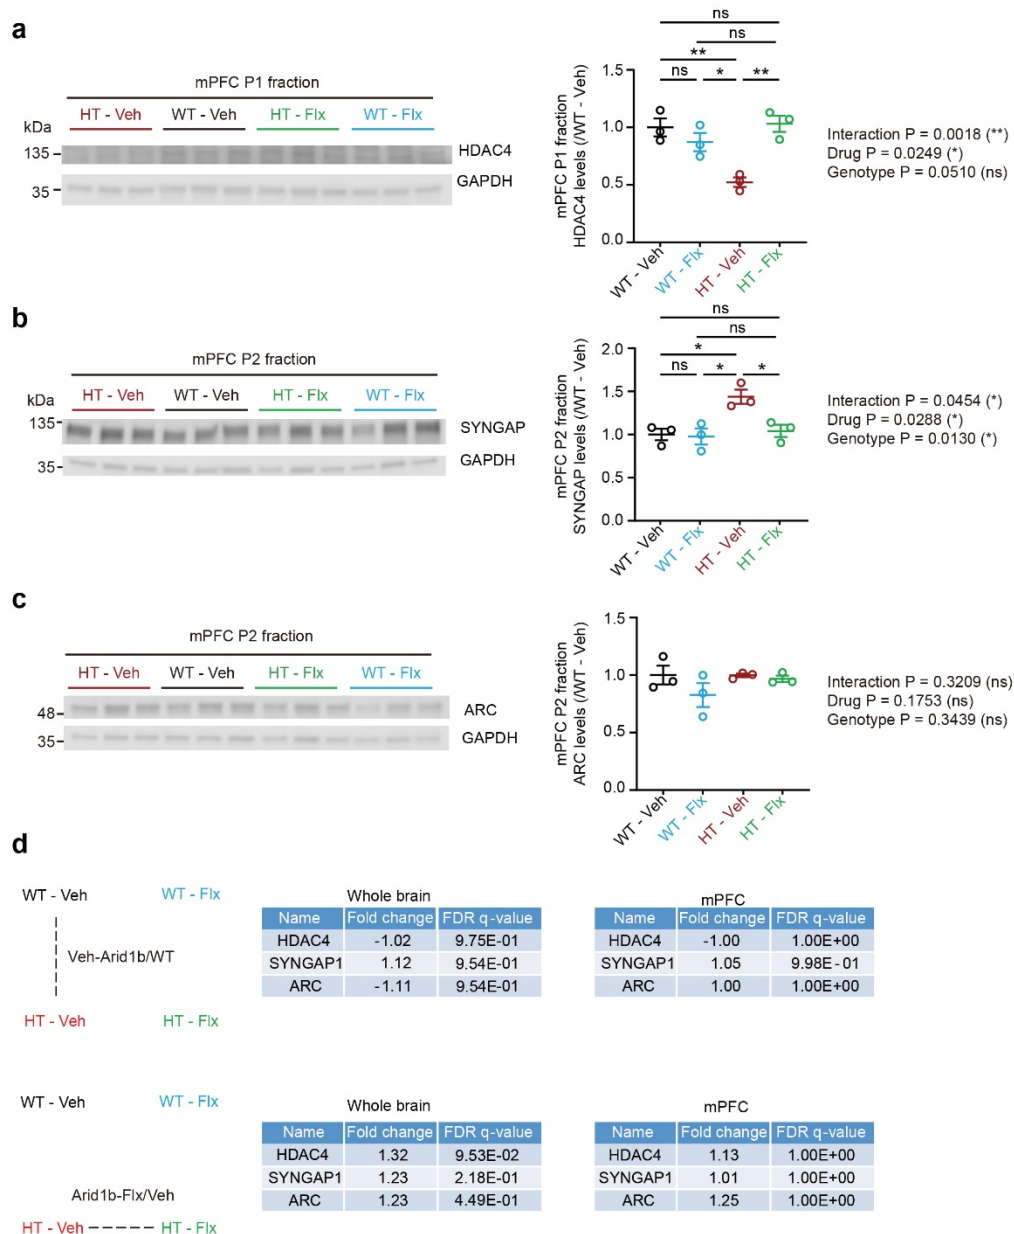

### Supplementary Figure 13. Early, chronic fluoxetine treatment normalizes HDAC4 and SYNGAP1 levels in adult *Arid1b*<sup>+/-</sup> mice.

(a) Nuclear (P1 fraction) levels of HDAC4 protein in the mPFC of adult (P120) WT and *Arid1b*<sup>+/-</sup> mice treated early (P3–21) with vehicle or fluoxetine. (n = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA with Tukey's test, [WT-Veh vs HT-Veh: p = 0.0054, WT-Veh vs WT-Flx: p = 0.5872, WT-Veh vs HT-Flx: p = 0.9871, HT-Veh vs WT-Flx: p = 0.0300, HT-Veh vs HT-Flx: p = 0.0037, WT-Flx vs HT-Flx: p = 0.4169]).

(b and c) Levels of SynGAP1 and Arc proteins in the crude synaptosomal (P2) mPFC fraction of adult (P120) WT and *Arid1b*<sup>+/-</sup> mice treated early with (P3–21)

vehicle or fluoxetine. (n = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA with Tukey's test, [SynGAP, WT-Veh vs HT-Veh: p = 0.0185, WT-Veh vs WT-Flx: p = 0.9966, WT-Veh vs HT-Flx: p = 0.9818, HT-Veh vs WT-Flx: p = 0.0140, HT-Veh vs HT-Flx: p = 0.0306, WT-Flx vs HT-Flx: p = 0.9370]).

(d) Changes in the transcript levels for HDAC4, MEF2A, SynGAP1, and Arc in the whole brain and mPFC of adult (P120) WT and *Arid1b*<sup>+/-</sup> mice treated early with (P3–21) vehicle or fluoxetine. (n = 5 [WT-Veh], 5 [WT-Flx], 5 [HT-Veh], and 5 [HT-Flx] [Whole brain], and n = 4 [WT-Veh], 4 [WT-Flx], 4 [HT-Veh], and 4 [HT-Flx] [mPFC]).

Graphical data are presented as means  $\pm$  SEM (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, not significant). Source data are provided as a Source Data file.

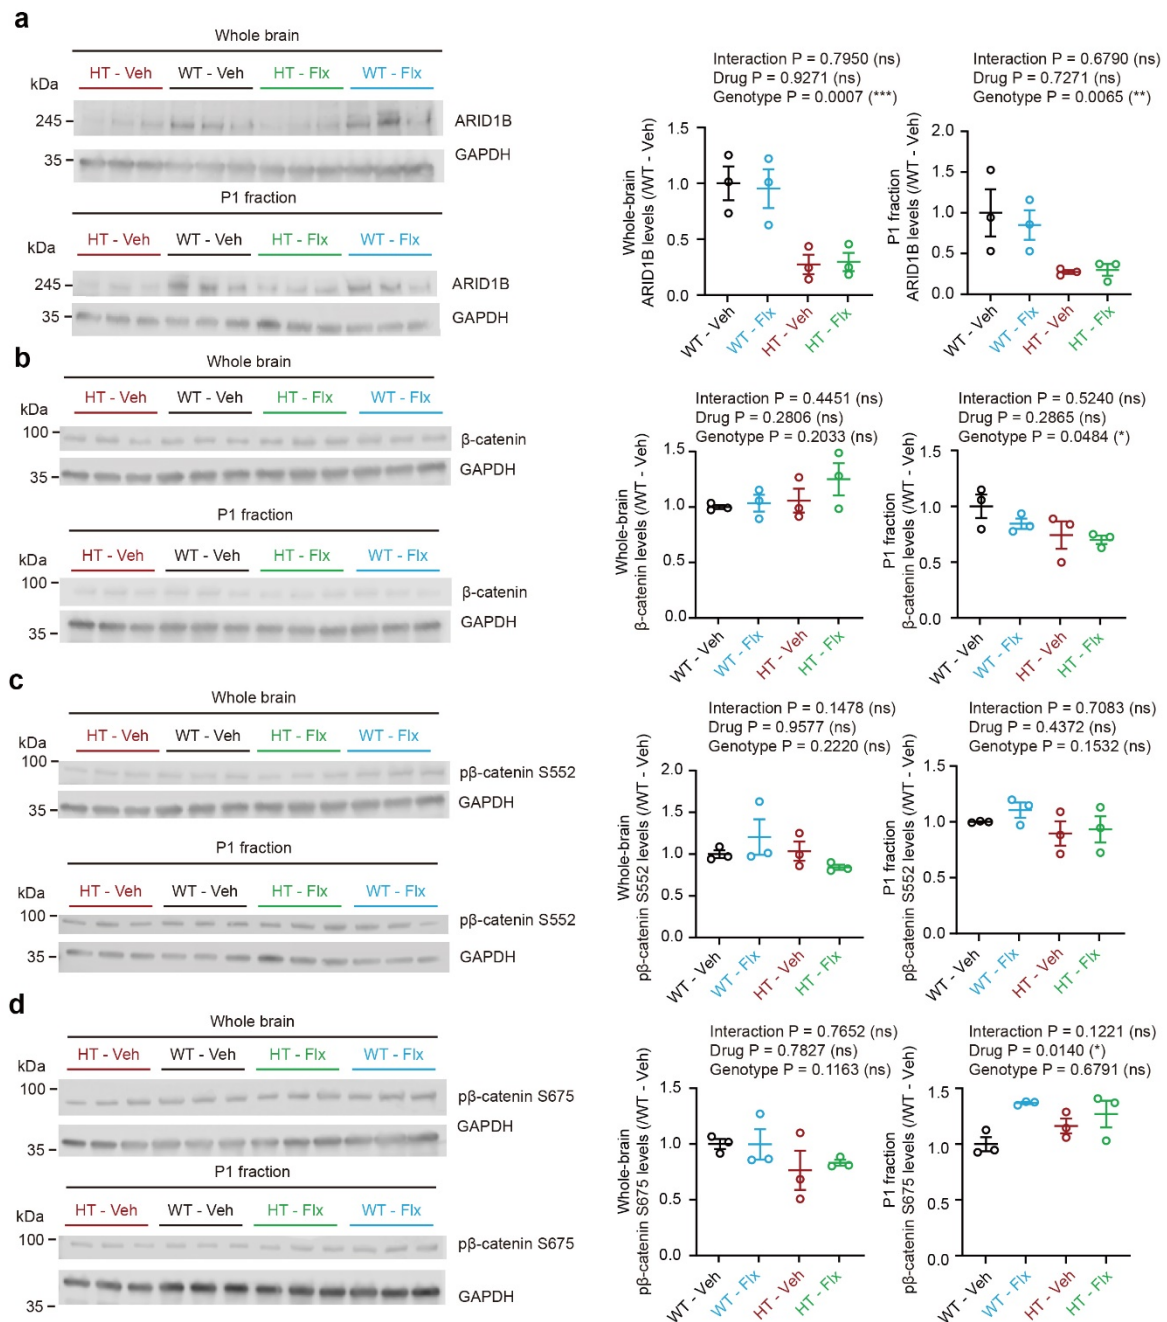

**Supplementary Figure 14. Early, chronic fluoxetine treatment does not affect nuclear localization of  $\beta$ -catenin in *Arid1b*<sup>+/-</sup> mice.**

(a) Whole brain and nuclear (P1 fraction) levels of ARID1B protein in adult (P120) WT and *Arid1b*<sup>+/-</sup> mice treated early (P3–21) with vehicle or fluoxetine. Note that early fluoxetine treatment does not affect total or P1 levels of ARID1B. (n = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA).

(b) Whole brain and P1 levels of  $\beta$ -catenin protein in adult (P120) WT and *Arid1b*<sup>+/-</sup>

mice treated early (P3–21) with vehicle or fluoxetine. (n = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA).

(c) Whole brain and P1 levels of S552-phosphorylated  $\beta$ -catenin protein in adult (P120) WT and *Arid1b*<sup>+/-</sup> mice treated early (P3–21) with vehicle or fluoxetine. (n = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA).

(d) Whole brain and P1 levels of S675-phosphorylated  $\beta$ -catenin protein in adult (P120) WT and *Arid1b*<sup>+/-</sup> mice treated early (P3–21) with vehicle or fluoxetine. (n = 3 [WT-Veh], 3 [WT-Flx], 3 [HT-Veh], and 3 [HT-Flx], two-way ANOVA).

Graphical data are presented as means  $\pm$  SEM (\*p < 0.05, \*\*p < 0.01, \*\*\*p < 0.001, ns, not significant). Source data are provided as a Source Data file.

### Supplementary Table 1. Statistical details

How the deposited data were processed for this re-analysis (not part of the article)

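Whole-brain RNA was measured in 30 libraries, one per mouse, in 6 conditions: 10 libraries at P10 (5 *Arid1b*+/-, or HT, and 5 WT) and 20 at P120 (5 each of WT-Veh, WT-Flx, HT-Veh and HT-Flx, where Veh is vehicle and Flx fluoxetine). The group and replicate number of each library were taken from its label and from the paper's Supplementary Datasets 1 and 3. The P3 libraries, the mPFC libraries and the other experiments of the paper were not used here.

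The authors prepared poly-A RNA with TruSeq kits, sequenced it as paired-end reads on a NovaSeq, mapped the reads with Salmon to the GRCm38 transcriptome with its GC bias correction, summed them to genes with tximport and normalized them with DESeq2. The deposited values are therefore a normalized signal, read counts per gene divided by the authors' normalization factors, and not whole reads. The values of one library are not multiples of a single step, so reads could not be recovered from them, the read depth of a library is unknown, and no interval for counting error is given. The spread between mice is the only measure of precision used. Methods that model read counts were not used, for the same reason. Identifiers were matched to gene names for 99.9% of the genes, and positions, GC content and transcript lengths were taken from the GRCm38 annotation.

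Values were compared on the log2(value + 1) scale. Genes whose mean over the libraries of a comparison was at least 10 were tested with limma 3.58.1 in R 4.3.3, by a linear model per gene with an intensity trend in the empirical Bayes step, and p was adjusted with the Benjamini-Hochberg method at a threshold of 0.05. There were 6 comparisons: HT against WT at P10, HT-Veh against WT-Veh, HT-Flx against HT-Veh, WT-Flx against WT-Veh and HT-Flx against WT-Veh at P120, and the interaction of genotype and fluoxetine in the 20 P120 libraries. HT-Veh and WT-Veh were compared first in replicates 1, 3, 4 and 5, which the paper's Supplementary Dataset 3 lists, and then in all 5 and 5. Libraries labelled HT-Veh replicate 2 and WT-Veh replicate 2 go against their labels on *Arid1b*. They were kept under their labels, and no library was moved or removed for its values. Exact p of single genes came from a two-sided permutation test over all ways to split the libraries, 126 for 5 and 5 and 35 for 4 and 4 when a split and its mirror are counted once.

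The paper's Gene Ontology, SFARI, FMRP and cell-type gene sets were not used here, and 18 lists written by hand before the data were seen stood in for them. Each list was tested with fgsea 1.28.0 on genes ranked by the sign of the fold change times −log10 of p, with the classic statistic, 1000 gene permutations, a random seed of 1 and an FDR threshold of 0.05 over the lists of one comparison. These permutations treat genes as independent. Each list also had a score per mouse, the mean log2 value of its genes minus the mean of all other tested genes, compared with an exact permutation test over mice and adjusted over the 18 lists. For the interaction, treatment labels were permuted within genotype, and for the difference between ages, genotype labels within age. All of these tests take mice as independent, while fluoxetine was given by dam and the labels do not give litters.

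Genes named in the text were chosen by a rule written before the data were seen: every gene the paper names for whole-brain RNA-Seq, 1 of which is not reported here; in each comparison the 3 higher and 3 lower genes with the largest log2 fold change among those past the threshold, with groups that do not overlap and a mean of at least 50; *Hbb-bs*, *Hba-a1*, *Tmem181a* and *Dynlt1b*, which stand out in the paper's Supplementary Dataset 1; and DEGs of the paper whose direction is opposite here, of which there were none. Where 5 genes or fewer passed, all were named, so *Tmem181b-ps* and *Tmem181c-ps* were singled out after their values were seen.

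The alternatives tried were a pseudocount of 5 or 0.1, no filter, a minimum mean of 100, rescaling by median-of-ratios size factors within the compared libraries, the replicate number as a block, limma without the trend, all P120 groups in one fit, all 5 and 5 vehicle libraries, Reactome pathways in place of 6 lists, scores that were not centred, and each library left out in turn. After the values had been seen, a correction for GC content and transcript length was added, alone and with the replicate block. It subtracts each library's mean deviation within 100 bins of genes, 10 of GC content by 10 of length. The tests were checked on simulated data in which 200 genes were changed by 1 on the log2 scale in one group. Of these genes, 85% were recovered at P10, 31% between 4 HT-Veh and 4 WT-Veh libraries, 59% between HT-Flx and HT-Veh, 72.5% between WT-Flx and WT-Veh, 57% for the interaction and 73% between HT-Flx and WT-Veh. The correction was checked on simulated data in which a slope with GC content was added to one group, with 1425 genes past the threshold before it and 0 after. That slope was linear in the GC content that defines the bins, so its removal was largely set by construction. The check says nothing of other forms of bias or of how real changes fare.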

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

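The tests of GC content, normalization, the highest genes, totals and tissue markers below were chosen only after the result was seen. In 5 of 140 groups of 4 or 5 libraries a single library lay far from the others, where 7 such groups are what chance gives. In P10 WT mice, *Arid1b* had 3164 normalized counts in replicate 5 against 3271 to 3309 in the others, *Tmem181c-ps* had 139.1 in replicate 3 against 164.0 to 173.3, and *Tmem181b-ps* had 4871 in replicate 1 against 5062 to 5086. Among the 4 WT-Veh libraries that the paper lists, replicate 1 had 2234 for *Hdac4* against 2810 to 2921. The score of the GABAergic neuron markers was 1.925 in P10 HT replicate 1 against 1.78 to 1.802 in the other HT mice. No technical explanation was tested for these single libraries, and no biological one, since the design sets no condition that parts the replicates of a group. The 5 flagged groups do not include *Arid1b* in all 5 WT-Veh libraries, where replicate 2 had 2320 against 3036 to 3229 in the others. That library is treated below with the labels.

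The effect of fluoxetine differed between the genotypes at P120 in 4852 of 17796 genes (adjusted p under 0.05, limma), with a more positive log2 fold change in HT mice in 2803 and a more negative one in 2049. An unadjusted p under 0.05 was found for 8053 genes (45.3%). Of 100 splits of the libraries that part every same-numbered pair, the real one alone gave as many genes (1 of 100), and the next gave 2522. With each of the 20 libraries left out in turn, the count ran from 0 to 7667. The interaction fold changes rose with the GC content of the gene (Spearman's rho 0.748). After correction for GC content and transcript length, 0 genes passed, with 3918 at an unadjusted p under 0.05. Uneven recovery of GC-rich transcripts between libraries may therefore account for the number of genes that pass. The correction also removes any biological change that follows GC content, so a biological interaction cannot be told apart from a GC bias here.

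The fluoxetine effect on the slope of log2 values on GC content differed by genotype, while the slope itself was 0.0831 higher in HT-Veh than in WT-Veh in the 4 and 4 libraries that the paper lists (exact permutation test, p = 0.8). The other values here use all 5 libraries of each group. Per 10 percentage points of GC content, the fluoxetine effect on the slope was 0.714 higher in HT than in WT mice (exact permutation test, p = 0.000661, adjusted p = 0.0033 over 5 comparisons). Within HT mice, the slope was 0.443 higher in HT-Flx than in HT-Veh libraries (exact permutation test, p = 0.0397, adjusted p = 0.0496). The slope was positive in 5 of 5 HT-Flx libraries (0.30 to 0.718) and negative in 5 of 5 WT-Flx libraries (−0.416 to −0.323), while it ran from −0.403 to 0.438 in HT-Veh and from −0.274 to 0.194 in WT-Veh. The authors had mapped the reads with Salmon's GC bias correction. Batches of library preparation or sequencing are given neither in the labels nor in the paper, so a batch was not tested, and the slope cannot be told apart from a technical one. The labels do not give litters either, so an effect of litter was not tested. The same correction for GC content and length that left 0 interaction genes removes the slope by design and so says nothing of its origin.

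*Hdac4* had an interaction of 0.61 on the log2 scale (standard error 0.157, adjusted p = 0.0347, limma; exact permutation test, p = 0.0018). Fluoxetine raised it by 0.42 in HT mice, where 5 of 5 HT-Flx mice lay above all HT-Veh mice, and changed it by −0.19 in WT mice. Over the alternatives tallied for single genes, the interaction was 0.388 to 0.61 with an adjusted p of 0.0277 to 0.134. The upper end of that range came with the correction for GC content and length, which lowered the interaction to 0.388. Without one library at a time it was 0.558 to 0.703 and failed the threshold in 8 of 20 fits. Part of the interaction may follow GC content, and the rest has the same direction but does not pass, so a biological interaction for *Hdac4* is not shown apart from a GC bias.

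Between HT-Flx and WT-Veh mice, a comparison for which the paper lists no whole-brain DEGs, 7651 of 17681 genes passed (4138 higher and 3513 lower in HT-Flx; limma), and 9357 had an unadjusted p under 0.05. The groups did not overlap in 3683 genes (20.8%), against 0.794% by chance. Of the 16 splits that part every same-numbered pair, the real one alone gave as many (1 of 16), which is the smallest share this design can give, and 1 of 100 splits drawn from all gave as many, with 4363 in the next. After correction for GC content and length, 1949 genes passed, 1323 of them among the 7651. The slope on GC content was 0.549 higher in HT-Flx than in WT-Veh libraries (exact permutation test, p = 0.00794, adjusted p = 0.0132). A GC bias may thus account for most of the count. The correction works on bins of transcript GC content and length and can leave bias within them. The genes that still passed therefore do not show that another cause is needed. Rescaling by median-of-ratios size factors left 7539 genes, 7086 of them shared, with the balance turned to 3573 higher and 3966 lower. The values already carry factors of this kind and moved little, so the rescaling cannot rule out the normalization. The share of all values taken by the 50 highest genes was 1.58 percentage points higher in HT-Flx (13.1% to 15.4%, against 11.7% to 13.5% in WT-Veh; exact permutation test, p = 0.0238), with an overlap through 1 WT-Veh library, and the totals of all values did not overlap (37083545 to 41522113 against 33424948 to 35542279; exact permutation test, p = 0.00794). A few genes taking more of the values cannot be ruled out. Scores of pituitary, cerebellum and hindbrain markers were higher in HT-Flx by 0.318, 0.282 and 0.768 and did not pass (smallest exact permutation p 0.0873), which does not rule out a difference in tissue. A list of nuclear-retained transcripts was lower in HT-Flx, by −0.425 (exact permutation test, p = 0.00794, adjusted p = 0.0476), without overlap of the 5 and 5 libraries, so a difference in RNA quality or in the share of nuclear RNA is a candidate source as well. All of these remain as technical explanations, and a biological difference cannot be told apart from them.

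In that comparison the largest changes without overlap were *Espl1* (log2 fold change 2.01, adjusted p = 0.00742), *Wdfy4* (1.22, 0.00777) and *Eya2* (1.18, 0.00742), higher in 5 of 5 HT-Flx mice, and *Gm43980* (−1.81, 0.00742), *Gm12940* (−1.53, 0.00429) and *Gm15328* (−1.50, 0.00742), lower in 5 of 5 (limma). Over the alternatives tallied for single genes, the adjusted p of these genes ran from 0.00726 to 0.0134, 0.00641 to 0.0418, 0.00599 to 0.0216, 0.00599 to 0.0171, 0.000756 to 0.00761 and 0.00726 to 0.0236 in the same order. *Hdac4* had a log2 fold change of 0.44 (adjusted p = 0.0079, limma), higher in 5 of 5 HT-Flx mice, with 0.248 to 0.436 and an adjusted p of 0.00631 to 0.0938 over the same alternatives.

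Fluoxetine in WT mice, for which the paper lists no whole-brain DEGs, gave 0 genes at an adjusted p under 0.05 (smallest 0.0849, limma) but 4504 of 17865 at an unadjusted p under 0.05 (25.2%). The groups did not overlap in 1146 genes (6.42%), against 0.794% by chance. Of the 16 splits that part every same-numbered pair, the real one alone gave as many genes at an unadjusted p under 0.05 (1 of 16), and the next gave 4284. That share cannot fall lower in this design, so those splits cannot rule out the luck of a split. Of 100 splits drawn from all, most of which part fewer pairs, 2 gave as many, the real one included. With the correction for GC content and length, 2096 genes had an unadjusted p under 0.05, and the slope on GC content was lower in WT-Flx than in WT-Veh libraries (−0.271, exact permutation test, p = 0.00794, adjusted p = 0.0132). A GC bias cannot be told apart from an effect of the drug here either.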

How the results depend on the processing

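The 11 alternatives of pseudocount, filter, scaling, block, trend, model, samples, gene list and centring, and leaving out each library in turn, were set before the data were examined. The correction for GC content and transcript length (GC correction), alone and with the replicate block, was chosen after the values had been seen. For the changes below, the cause was not tested, except through the GC correction. An alternative for whole-number counts was not run, since the values are not counts. A fit of all groups was not run at P10, where only the compared groups exist, or for the interaction, which already uses all P120 groups. Under the filter of 100, *Espl1* and *Gm15328* between HT-Flx and WT-Veh have no value.

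Counted once per result and alternative, the log2 fold changes of named genes reversed in 3 cases, were newly past the threshold in 6 and no longer past it in 2, and were the same in direction and side of the threshold in the others. With a library left out, the numbers were 9, 4 and 14, with 325 the same. For NES of the gene lists reported at the claims, 175 cases were the same, 6 reversed, 4 no longer past the threshold and 1 newly past it. For their scores, 196 were the same, 9 reversed and 5 newly past it. With a library left out, 207 of these NES were the same, 13 reversed, 6 no longer past it and 4 newly past it, and 218 scores were the same and 12 reversed. Among the other lists, with all libraries, 51 NES were the same, 4 reversed and 6 no longer past the threshold, and 62 scores were the same, 5 reversed and 2 newly past it. With a library left out, 93 NES of the other lists were the same, 2 reversed and 5 no longer past it, and 89 scores were the same, 2 reversed and 9 newly past it. Counts of genes past the threshold were within 1.5 times of those reported in 52 cases, larger in 3 and smaller in 4. With a library left out these numbers were 47, 9 and 12.

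With the replicate block, the count rose from 4 to 7 at P10 and from 0 to 1355 between HT-Flx and HT-Veh, and the NES of the chromatin regulators there came to pass at −1.94. The microglia NES at P10 turned to 0.587. Libraries with the same number had a mean correlation of 0.179 between HT-Flx and HT-Veh, which was not tested against other pairings. The correlation was 0.0429 at P10, −0.013 between HT-Veh and WT-Veh, 0.0449 between WT-Flx and WT-Veh and 0.0518 between HT-Flx and WT-Veh. The block gave 0 genes between HT-Veh and WT-Veh (196 at an unadjusted p under 0.05), 0 between WT-Flx and WT-Veh (4283), 7620 between HT-Flx and WT-Veh and 5542 for the interaction.

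The GC correction gave 0 interaction genes in place of 4852 (3918 at an unadjusted p under 0.05) and 1949 in place of 7651 between HT-Flx and WT-Veh. With the block as well, the counts were 0 (3923 at an unadjusted p under 0.05), 1616, and 3 between HT-Flx and HT-Veh. It reversed these results. At P10, the microglia NES became 0.784. Between HT-Veh and WT-Veh, *Mef2a* became 0.00227 and the oligodendrocyte score −0.0157. Between HT-Flx and HT-Veh, the NES and score became −0.971 and −0.0284 for synapse and −1.21 and −0.0228 for FMRP targets, and the log2 fold change of *Arc* became −0.0313. Between WT-Flx and WT-Veh, the NES and score became 1.94 and 0.0334 for synapse and 1.04 and 0.00378 for FMRP targets. The interaction of the FMRP targets became −0.85 in NES and −0.0257 in score.

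With Reactome pathways, the NES was no longer past the threshold for synapse at P10 (1.32) and between HT-Flx and HT-Veh (1.62) or for chromosome maintenance there (−1.03). It reversed for chromatin there (1.13, score 0.0151) and for synapse between WT-Flx and WT-Veh (1.52). Scores that were not centred reversed for microglia at P10 (−0.0063) and synapse between HT-Flx and HT-Veh (−0.0202) and between WT-Flx and WT-Veh (0.00157). Without a filter, the P10 microglia score was −0.00189. With the filter of 100 it was −0.00481, synapse reversed in score between HT-Flx and HT-Veh (−0.0152) and between WT-Flx and WT-Veh (0.0146), and the synapse NES between HT-Flx and HT-Veh no longer passed (1.54). That filter brought 5 P10 scores past the threshold: synapse 0.0489, mitochondrial ribosomal proteins −0.0577, FMRP targets 0.0408, ASD-risk genes 0.0645 and GABAergic neurons 0.0861. With all 5 and 5 vehicle libraries, *Hdac4* turned to 0.0176 and the oligodendrocyte NES to 2.37.

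With each library left out in turn, counts ran from 3 to 8 genes at P10, 0 to 1 between HT-Veh and WT-Veh (139 to 435 at an unadjusted p under 0.05), 0 to 1 between HT-Flx and HT-Veh (1280 to 6670), 0 to 1400 between WT-Flx and WT-Veh (3200 to 5940) and 0 to 7667 for the interaction (6590 to 9230), where 8 of the 20 fits gave 0. Between HT-Veh and WT-Veh, *Arc* ran from −0.42 to 0.028, *Hdac4* from −0.117 to 0.0184 and *Mef2a* from −0.262 to 0.0863. The NES ran from −2.4 to −1.19 for ASD-risk genes, −1.23 to 7.03 for cytosolic ribosomal proteins (score −0.00279 to 0.337) and −2.42 to 2.09 for oligodendrocytes (score −0.0951 to 0.0666). Between HT-Flx and HT-Veh, *Arid1b* ran from −0.119 to 0.0733, and the NES from −2.38 to −1.06 for ASD-risk genes, −2.21 to 1.43 for chromatin and −1.89 to 2.81 for synapse (score −0.035 to 0.0409). For synapse between WT-Flx and WT-Veh, NES ran from −2.61 to 2.37 and score from −0.0379 to 0.0176, and for microglia at P10 from −1.34 to 1.05 and from −0.0446 to 0.0333. The count between HT-Flx and WT-Veh stayed within 1.5 times of 7651 (5258 to 8291).

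The read depth is unknown, so what it limits cannot be given. With 200 genes changed by 1 on the log2 scale in simulated data, 31% were recovered between 4 HT-Veh and 4 WT-Veh libraries and 57% to 85% in the other comparisons.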

Differences from the paper's values

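No test of a cause was run for the differences in this part. At P10 in whole brain, the paper's Supplementary Dataset 1 lists 130 DEGs between HT and WT, and 4 genes passed here, with limma on log2 values of the normalized counts. Under the alternatives set before the data were examined, the count was 4 to 7 with all libraries and 3 to 8 with a library left out, and none closed the gap. Of the paper's 130 DEGs, 2 passed here, 3 with the replicate block and 1 to 5 with a library left out, and all 130 had an unadjusted p under 0.05.

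Between HT-Veh and WT-Veh, the paper's Supplementary Dataset 3 lists 7 DEGs, and 0 genes passed here, with 229 at an unadjusted p under 0.05. With all libraries of the comparison, no alternative set before the data were examined gave a gene, and with a library left out the count was 0 to 1 (139 to 435 at an unadjusted p under 0.05). All 7 of the paper's DEGs had an unadjusted p under 0.05 in the 4 and 4 libraries and 3 of the 7 in the 5 and 5, and none passed under any alternative or with a library left out. The log2 fold change of *Arid1b* was close to the paper's −0.493119 in the 4 and 4 libraries but −0.288 in all 5 and 5.

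Between HT-Flx and HT-Veh, the paper's Supplementary Dataset 3 lists 12 DEGs, and 0 genes passed here, with 4082 at an unadjusted p under 0.05. With the replicate block, an alternative set before the data were examined, 1355 genes passed, among them all 12 of the paper's DEGs, so that count differs from the paper's as well. The other alternatives set before the data were examined gave 0 with all libraries (3333 to 7004 at an unadjusted p under 0.05) and 0 to 1 with a library left out (1280 to 6670). With the replicate block and the correction for GC content and length, chosen after seeing the values, 3 genes passed and 0 of the 12 were among them, with 8 of the 12 at an unadjusted p under 0.05.

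The paper reports chromatin-related genes as lowered between HT-Flx and HT-Veh. The list of chromatin regulators had an NES of −1.48 here (FDR 0.12), passed with the replicate block (−1.94, FDR 0.018) and turned with Reactome's pathway (1.13, FDR 0.41). The paper reports microglia genes as negatively enriched in whole brain at P10, and their NES was −0.614 here (FDR 0.91). For oligodendrocyte genes between HT-Veh and WT-Veh, which the paper reports as negatively enriched, the NES was −1.53 (FDR 0.10) in the 4 and 4 libraries and 2.37 (FDR 0.0052) in the 5 and 5. All these lists were written by hand and are not the paper's gene sets.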

Other observations

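Among the tests below, that of linked DNA and that of GC content for the FMRP targets were chosen only after the result was seen. The interactions of FMRP targets and of chromosome maintenance were picked for reporting from the 18 lists after the results were seen. They had the smallest exact p of those interactions. The libraries labelled HT-Veh replicate 2 and WT-Veh replicate 2 went against their labels on *Arid1b*, with 3361 and 2320 normalized counts, while the 18 other P120 libraries were nearer their own genotype. If labels were exchanged, genes beside *Arid1b* that part the genotypes at P10 would go against the labels too. *Tmem181b-ps* (4562 in the HT-Veh library and 7417 in the WT-Veh library) and *Tmem181c-ps* (189.4 and 302.7) were nearer the other genotype in 4 of 4 values. These genes placed 16 and 15 of the 18 other libraries nearer their own genotype. *Dynlt1b* was nearer WT in both libraries (534.2 and 584.1). A mislabelled sample in each group is a candidate explanation, with 4 of 4 values on its side, and no biological one was tested. The paper's Supplementary Dataset 3 leaves both libraries out of one comparison and keeps the library labelled HT-Veh replicate 2 in another.

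Haemoglobin was lower in HT mice at P10 (*Hbb-bs* log2 fold change −0.78). With a library left out, *Hbb-bs* kept its direction (−0.844 to −0.685) but failed the threshold in 6 of 10 fits. Erythroid genes other than haemoglobin were lower as well, by −0.186 in mean score (exact permutation test, p = 0.0159, adjusted p = 0.0476 over 6 lists). Blood left in the tissue may therefore explain the change, which cannot be told apart from a biological change in red blood cells. Nuclear-retained transcripts were higher in HT mice at P10 (0.138, exact permutation test, p = 0.00794, adjusted p = 0.0476), the opposite of their direction between HT-Flx and WT-Veh. A difference in RNA quality or in the share of nuclear RNA is therefore a candidate source of the P10 differences too.

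*Tmem181b-ps* and *Tmem181c-ps*, which lie beside *Arid1b*, were higher in HT mice at P10. If reads had only moved between the *Tmem181* copies, their sum would not change. The sum of the 3 copies rose by 0.396 on the log2 scale (exact permutation test, p = 0.00794), which goes against that. A difference in the DNA linked to the allele was expected to give more genes with an unadjusted p under 0.05 within 2 Mb of *Arid1b* than elsewhere at both ages. At P120 between HT-Veh and WT-Veh there were 4 of 29 such genes (13.8%), all higher in HT, against 1.27% elsewhere (Fisher's exact p = 0.000494), but at P10 there were 4 of 30 (13.3%), all higher in HT as well, against 12.6% (Fisher's exact p = 0.785). With so many genes under 0.05 elsewhere at P10, that count is a weak test, and the 4 genes had p from 6.62e-09 to 0.000249 (limma). They were *Tmem181b-ps*, *Tmem181c-ps*, *Tmem181a* and *Dynlt1b*. At P120 the 4 genes were *Dynlt1b*, *Tmem181b-ps*, *Tmem181c-ps* and *Gm1604a*. Both counts thus rest mostly on genes already singled out at P10, and say little of other genes linked to the allele. The ages together do not decide, so the higher values cannot be told apart from a difference in linked DNA. Neither a change of regulation near the deletion nor the strain of the flanking DNA was tested.

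A group shared by both fold changes pulls HT-Veh/WT-Veh and HT-Flx/HT-Veh toward opposite signs. Over 17726 genes the fold changes had a correlation of 0.0385, so no opposition was present to explain. With 2 HT-Veh libraries used in both fold changes the mean correlation was −0.307, and with 2 separate ones in each it was 0.278 (−0.0833 to 0.712 over the 6 ways to divide them). Sharing thus lowered the correlation, but with no opposition in all libraries it has none to account for. The fold changes of HT-Flx/HT-Veh and WT-Flx/WT-Veh, which share no library, had a correlation of −0.581 over 17445 genes. They followed GC content in opposite directions (Spearman's rho 0.728 and −0.658), and no correlation after the GC correction was computed. Genes are not independent replicates, so the correlation does not show opposite effects of fluoxetine in the 2 genotypes.

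The FMRP targets were higher in HT-Flx than in HT-Veh mice by NES (2.96) and lower after the correction for GC content and length (−1.21). A GC bias is a candidate explanation for their enrichment, as it is for the interaction. The interaction of their score was 0.157 (exact permutation test, p = 0.00768, adjusted p = 0.0692 over 18 lists) and −0.0257 after the correction. The score of chromosome maintenance and the centrosome had an interaction of −0.298 (exact permutation test, p = 0.00299, adjusted p = 0.0539), with 0 of 5 HT-Flx mice above the HT-Veh mean and 5 of 5 WT-Flx mice above the WT-Veh mean. Neither passed. Over the alternatives the adjusted p of the scores was 0.0366 to 0.713 for the FMRP targets and 0.0283 to 0.316 for chromosome maintenance.

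In WT mice, the NES between Flx and Veh was −3.45 for FMRP targets, −3.25 for cytosolic ribosomal proteins, −2.93 for oxidative phosphorylation, −2.47 for synapse, −1.94 for oligodendrocytes and 2.38 for chromosome maintenance (FDR 0.0073 to 0.015). Several of these depend on the processing. With the GC correction the NES was 1.94 for synapse (FDR 0.035), 1.04 for FMRP targets (FDR 0.58), −0.676 for oligodendrocytes (FDR 0.90) and 1.67 for chromosome maintenance (FDR 0.07). With the filter of 100 it was −1.58 for oligodendrocytes (FDR 0.097), and with Reactome pathways 1.52 for synapse (FDR 0.11), −1.6 for oxidative phosphorylation (FDR 0.096) and 1.38 for chromosome maintenance (FDR 0.18). The oligodendrocytes failed the threshold in 5 of 10 fits with a library left out, and the synapse NES turned in 2 of 10. Over the alternatives the FDR ran from 0.0046 to 0.013 for cytosolic ribosomal proteins and up to 0.096 for oxidative phosphorylation, 0.11 for synapse, 0.18 for chromosome maintenance, 0.58 for FMRP targets and 0.90 for oligodendrocytes. The score of the FMRP targets differed by −0.071 (exact permutation test, p = 0.00794, adjusted p = 0.143), with 0 of 5 WT-Flx mice above the WT-Veh mean. All 10 genes of the paper's Fig. 7a were lower in WT-Flx than in WT-Veh mice.

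Other splits of the libraries were compared with the rest of the counts. At P10, 1 of the 16 splits that part every same-numbered pair gave as many genes past the threshold as the real split's 4, and 3 of 100 drawn from all splits did. Between HT-Veh and WT-Veh, 6 of 8 such splits gave at least 229 genes at an unadjusted p under 0.05, and 23 of all 35 did. Between HT-Flx and HT-Veh, 1 of 16 gave at least 4082 and the next 3090, while 8 of 100 drawn from all splits gave as many. No share of 16 or 8 splits falls under 0.05, so those splits cannot rule out the luck of a split. Most draws from all splits part fewer same-numbered pairs.

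The first principal component of the 20 P120 libraries held 43.9% of the variance, and its gene loadings rose with GC content (Spearman's rho 0.756). After the GC correction the first component held 27.2%.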
